# Chronic social defeat stress induces meningeal neutrophilia via type I interferon signaling in male mice

**DOI:** 10.1038/s41467-025-62840-5

**Published:** 2025-09-01

**Authors:** Stacey L. Kigar, Mary-Ellen Lynall, Allison E. DePuyt, Robert Atkinson, Virginia H. Sun, Joshua D. Samuels, Nicole E. Eassa, Chelsie N. Poffenberger, Michael L. Lehmann, Samuel J. Listwak, Ferenc Livak, Abdel G. Elkahloun, Menna R. Clatworthy, Edward T. Bullmore, Miles Herkenham

**Keywords:** Neuroimmunology, Neuroimmunology, Stress and resilience

## Abstract

Inflammation is increasingly recognized as a risk factor for psychiatric disorders. Animal models of stress and stress-related disorders are associated with blood neutrophilia. The mechanistic relevance of this to symptoms or behavior is unclear. We characterized the immune response to chronic social defeat (CSD) stress at brain border regions in male mice. Here we show that chronic, but not acute, stress causes neutrophil accumulation in the meninges—i.e., “meningeal neutrophilia”— but not the brain. CSD promotes neutrophil trafficking to meninges via vascular channels originating from skull bone marrow (BM). Transcriptional analysis suggests CSD increases type I interferon (IFN-I) signaling in meningeal neutrophils. Blocking this pathway via the IFN-I receptor (IFNAR) protects against the negative behavioral effects of CSD stress. Our identification of IFN-I signaling as a putative mediator of meningeal neutrophil recruitment may facilitlate development of new therapies for stress-related disorders.

## Abstract (web summary)

Chronic stress is a risk factor for depression, yet the mechanisms are unclear. Here, the authors show in mice that stress drives interferon-mediated neutrophil recruitment from the skull to the brain’s outer membranes, contributing to depressive behaviors.

## Introduction

In humans, chronic inflammation has been linked to both psychosocial stress^1^ and major depressive disorder (MDD)^2^, highlighting a possible role for the immune system as an intermediary between psychological risk factors and the development of mood disorders. Proinflammatory cytokines produced by innate immune cells have attracted attention, given strong evidence that they are associated with MDD^3^ and depressive-like behavior in animal models^4^. In particular, proinflammatory type I interferons (IFN-I) are associated with development of MDD^5,6^ and induce depressive symptoms in otherwise nondepressed people^7^ and quasi-depressive behaviors in laboratory animals^8,9^.

In parallel, multiple clinical studies have documented an increased ratio of neutrophils relative to lymphocytes in people with MDD^10,11^. Neutrophils are IFN-I-sensing phagocytes of the innate immune system that play a critical role as sentinels, acting as first responders to both pathogens and sterile injury^12,13^. Blood neutrophil levels rapidly elevate following acute stress via direct sympathetic innervation of bone marrow (BM)^14,15^, and stress is strongly associated with the development of depression^16^. We have furthermore demonstrated in MDD patients that peripheral neutrophil levels are the major immune cell subset most predictive of symptom severity^17^, suggesting a potential role for neutrophils in the pathogenesis of depression.

Mechanisms by which neutrophils contribute to depressive symptoms are currently unclear; however, we and others have demonstrated in mice that cells acting from within the meninges play a key role in the maintenance of behavioral homeostasis^18–20^. Specifically, we have shown that transgenic *Cd19*^*−/−*^ mice, which are B cell deficient, are more anxious than wild type (WT) littermates at baseline^20^. Subjecting WT mice to chronic social defeat (CSD) stress–which reliably induces depressive and anxiety-like behaviors^21–24^–led to decreased B cell numbers in the meninges. Bulk transcriptomic analysis of meningeal tissue from CSD-stressed and *Cd19*^*−/−*^ mice revealed a shared increase in IFN-I signaling. Moreover, *Cd19*^*−/−*^ mice showed elevated levels of meningeal neutrophils^20^.

Traditionally, neutrophils are thought to enter tissue from the bloodstream following BM egress. However, a brain-specific mechanism wherein neutrophils traffic directly via skull BM reservoirs to the meninges has recently been characterized^25^. These skull-derived neutrophils are preferentially recruited to the brain following tissue damage and in disease^26–28^ but their role in stress-related processes is unknown.

We hypothesized that neutrophils within the meningeal space were related to stress-induced depressive symptoms, and that these neutrophils originate from skull BM. We characterized immune cell dynamics and phenotypic changes in the meninges and in a variety of peripheral tissues following CSD stress. Using a data-driven approach, we identified CSD meningeal neutrophils as the source of enhanced IFN-I signaling previously seen in CSD^20^. This led us to hypothesize that IFN-I signaling promotes neutrophil egress from skull BM to the meninges, and in turn, depressive- and anxious-like behaviors following CSD stress. Our preliminary evidence suggests that systemic IFN-I depletion normalizes the effects of CSD stress on meningeal neutrophils and behavior. This suggests that skull-to-meningeal trafficking of IFN-I sensing neutrophils is an important factor in the progression of CSD stress-induced behavioral changes.

## Results

### CSD causes expected depressive- and anxiety-like behavioral changes

We first confirmed that our well-established CSD paradigm^21–24^ elicits expected depressive- and anxiety-like behavior in C57BL/6 J WT mice (Fig. 1a, S1A). Male CSD-treated mice exhibited sexual and social anhedonia in the urine scent marking (USM; Fig. 1b)^23^ and social interaction (SI; Fig. 1c) tests, respectively. CSD stress also induced anxiety-like behavior in both the open field (OF; Fig. 1d) and the light/dark (LD; Fig. 1e) tests.

**Fig. 1:**
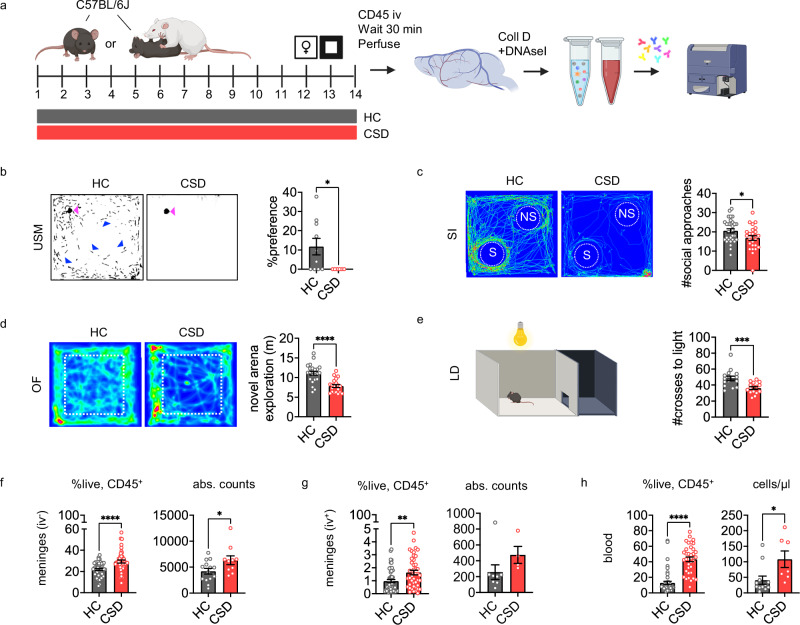
Meningeal neutrophils are elevated following chronic social defeat (CSD) stress, which causes depressive-like behavioral changes. **a** CSD mice were behaviorally tested on days 10-13, and tissue harvested at day 14. A fluorescently labeled CD45 antibody was retro-orbitally injected to discern blood-exposed meningeal cells. CSD causes expected sexual (**b**; ****p < 0.0001, *U* = 13, Hodges-Lehmann estimate = −24.5, n_HC_ = 16, n_CSD_ = 13. N = 5 experiments.) and social (**c**; *p = 0.011, *U* = 323, Hodges-Lehmann estimate = −4.0, n_HC_ = 34, n_CSD_ = 30. N = 10 experiments) anhedonia in USM and SI tests, respectively. In (**b**), pink arrowheads indicate female stimulus urine, blue arrowheads indicate representative urine scent marks from male test mice. Heatmaps (**c**, **d**) indicate animal tracking; red color indicates greater time spent in that location. CSD causes increased anxiety-like behavior in the OF (**d**; ****p < 0.0001, *U* = 65, Hodges-Lehmann estimate = −3.4, n_HC_ = 23, n_CSD_ = 21. N = 8 experiments) and LD box (**e**; ***p = 0.0007, *U* = 38, Hodges-Lehmann estimate = −11.0, n_HC_ = 15, n_CSD_ = 16. N = 7 experiments) tests. Flow cytometric analysis shows CSD causes an increase in: (**f**) iv^-^ meningeal neutrophils (CD45iv^-^; CD11b^+^; Ly6G^+^; Ly6C^int)^, both as a percent of live CD45^+^ cells (****p < 0.0001, *U* = 573, Hodges-Lehmann estimate = −6.6, n_HC_ = 52, n_CSD_ = 44. N = 19 experiments), and in absolute cell counts (Unpaired t test, *p = 0.038, *t* = 2.2, *df* = 22, 95% CI [128.4, 4107], n_HC_ = 14, n_CSD_ = 10. N = 4 experiments); (**g**) iv^+^ meningeal neutrophils (CD45iv^+^)^,^ as a percentage (Unpaired t test, **p = 0.0024, *t* = 3.1, *df* = 94, 95% CI [0.24, 1.08], n_HC_ = 52, n_CSD_ = 44), but not absolute counts (n_HC_=8, n_CSD_ = 4. N = 1 experiment); and (**h**) blood neutrophils (CD45iv^+^), in both percentage (****p < 0.0001, *U* = 146, Hodges-Lehmann estimate=34.2, n_HC_ = 47, n_CSD_ = 37. N = 17 experiments) and absolute counts (Unpaired t test, *p = 0.021, *t* = 2.6, *df* = 17, 95% CI [11.6, 122.8], n_HC_ = 12, n_CSD_ = 7. N = 3 experiments). Data points represent individual mice. Two-tailed tests were used in (**b–h**); all tests were Mann-Whitney tests unless otherwise indicated. No adjustments for multiple comparisons were made. Additional data shown in Figs. S1–4. Gating strategy shown in Fig. S2. CSD = chronic social defeat stress, HC = home cage, LD = light/dark, OF = open field, SI = social interaction (S = social, NS = non-social), USM = urine scent marking. Data shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data provided in Source Data file. Schematics from BioRender. Kigar, S. (2025) https://BioRender.com/v98waxl.

Approximately 30% of the CSD-treated mice were “resilient” to stress, as assessed using an SI quotient ≥ 2 (time socially investigating/time on non-social investigation; Fig. S1B), comparable to other, similar social defeat stress models^29^.

### CSD increases meningeal and blood neutrophil abundance

Pre-sacrifice intravenous anti-CD45 antibody injections (CD45iv) were used to allow post-mortem distinction of non-vascular (iv^-^) and blood-exposed (iv^+^) meningeal cells. Flow cytometric analysis of meningeal tissue and blood showed that CSD increases neutrophil abundance (Fig. 1f, g; see Fig. S2A, B for gating strategy). Specifically, there was a 1.3-fold increase in the relative percentage of iv^-^ meningeal neutrophils, consistent with absolute count data (Fig. 1f). There was also a 1.7-fold increase in the relative percentage of iv^+^ meningeal neutrophils (Fig. 1g). In blood, there was a large, 5.6-fold increase in the proportion of neutrophils, consistent with absolute count data (Fig. 1h).

We also noted a CSD-related increase in meningeal monocytes and, as previously reported^20^, a decrease in meningeal B cells (Fig. S3A, B). For sensitivity analyses, we regrouped mice into susceptible (SI < 2) and resilient (SI ≥ 2)^29^; this did not alter the main effects of CSD on immune cell populations (Fig. S4A, B). We considered the potential impact of fight-related wounding on immune cell dynamics (Fig. S5A–F). Of all cell types and tissues examined, only iv^-^ meningeal monocytes showed a significant relationship with wounding (Fig. S5A). Duration of time in our colony also did not impact blood or meningeal neutrophil levels (Fig. S5G).

### Increased neutrophil levels correlate with stress-related behavioral changes

Increased meningeal and blood neutrophils were associated with increased anhedonic- and anxiety-like behaviors (Fig. 2). For anhedonia, there were significant associations between reduced USM marking and increased neutrophil levels (Table S1) and a trending relationship between elevated iv^+^ meningeal neutrophils and fewer social approaches (Table S2). We also noted an increase in iv^-^ meningeal neutrophils in HC mice that did not mark in the USM test (Fig. S5H).

**Fig. 2:**
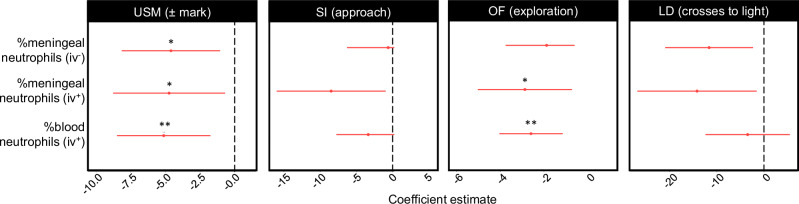
Elevated neutrophil levels are associated with the negative behavioral sequelae of CSD stress. Plots show standardized effect sizes for neutrophil levels on behavioral outcomes shown in Fig. 1. *Left to right*: USM marking (n_HC_ = 16, n_CSD_ = 17. N = 5 experiments), SI social approaches (n_HC_ = 22, n_CSD_ = 26. N = 10 experiments), OF novel arena exploration (n_HC_ = 21, n_CSD_ = 23. N = 9 experiments), and L/D box crosses to light (n_HC_ = 15, n_CSD_ = 17. N = 7 experiments). Mixed generalized linear regression modeling with maximum likelihood estimation (MLE) revealed negative relationships between USM marking behavior and blood (**FDR = 0.0087, β = -5.12, *z* = -2.98, 95% CI [-4.47, -1.12]), iv^-^ (*FDR = 0.016, β = -4.60, *z* = -2.55, 95% CI [-4.50, -0.85]), and iv^+^ (*FDR = 0.021, β = -4.74, *z* = -2.30, 95% CI [-4.74, −0.65]) meningeal neutrophils. Blood (**FDR = 0.0053, β = −2.59, *t* = −3.50, 95% CI [−0.82, −0.24]) and iv^+^ (*FDR = 0.020, β = −2.88, *t* = −2.61, 95% CI [−1.06, −0.13]) meningeal neutrophils are significantly associated with OF anxiety-like behavior. There were no significant relationships between neutrophils and SI or LD. See Tables S1–S4 for statistics. Unless otherwise indicated, ordinary least squares (OLS) regression was used for modeling. Significance levels reflect FDR-adjusted p values. LD light/dark, OF open field, SI social interaction, USM urine scent marking. *p < 0.05, **p < 0.01. Source data provided in Source Data file.

For anxiety, there were significant associations between reduced exploration of a novel arena and higher neutrophil levels (Table S3) and trends between meningeal neutrophil elevation and reduced crosses to light in the light/dark box (Table S4).

### Chronic but not acute stress induces meningeal neutrophil accumulation

In both blood and meningeal tissue, we observed dynamic changes in neutrophil and other immune cell populations with increasing exposure to social defeat (Figs. 3a, S6A, S7A). No stress-induced elevation in meningeal neutrophils was observed until the day 14 time point (Table S5). In contrast, a single day of defeat stress was sufficient to elevate neutrophils in blood, and there was a significant increase in blood neutrophils at each time point overall when compared to HC (Table S6).

**Fig. 3:**
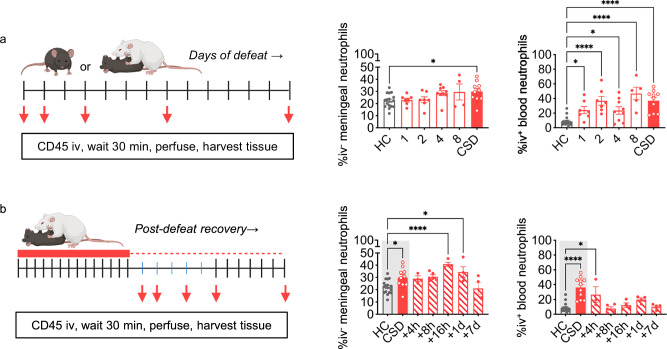
Chronic, but not acute, social defeat stress elevates meningeal neutrophils; prolonged elevation of meningeal neutrophils relative to blood in recovery. **a** *Left:* Schematic of acute vs chronic stress study; red arrows indicate time points in days at which mice were killed and tissue was harvested. *Right:* There was a main effect of the number of encounters for meningeal neutrophils (*P = 0.030, *F*_(5,48)_ = 2.7), but only the CSD day-14 group showed a significant increase by post hoc analysis. In contrast, there was a significant increase in blood neutrophils overall (****P < 0.0001, *F*_(5,48)_ = 10.5) and at each time point when compared to HC (subscript indicates days of defeat: n_HC_ = 8, n_1_ = 7; n_2_ = 7; n_4_ = 9; n_8_ = _4_; n_14_ = 10. N = 2 experiments). Results for other cell types are shown in Fig. S8A. **b** *Left:* Schematic of post-CSD recovery study; red arrows indicate time points in hours (blue ticks) or days (black ticks) at which mice were killed and tissue was harvested. Gray shading indicates shared HC and CSD animals with (**a**), as experiments were done contemporaneously. *Right:* There was a main effect of time post-CSD for meningeal neutrophils (***P = 0.0001, *F*_(6,39)_ = 6.1); 16 and 24 h post-CSD, meningeal neutrophils were still significantly elevated relative to HC. In contrast, blood neutrophil levels showed an effect of time (****P < 0.0001, *F*_(6,40)_ = 11.4) and remained significantly elevated for up to 4 h post-CSD, then recovered to HC-like levels thereafter (subscript indicates time post-CSD: n_4h_ = 3, n_8h_ = 5; n_16h_ = 4; n_1d_ = 4; n_7d_ = 4. N = 1 experiment). See Tables S5–S8 for post-hoc statistics. Data points represent individual mice. All statistical tests were run as 1-way ANOVAs. Significance levels shown are from post-hoc testing, with adjustment for multiple comparisons. Results for other cell types are shown in Fig. S8B. All defeated groups are shown in red; open bars indicate fewer defeat encounters than the standard CSD paradigm, shaded bars indicate animals that underwent the complete CSD paradigm and were given time to recover. CSD = chronic social defeat stress, HC = home cage. Data shown as mean ± SEM. *p < 0.05, ****p < 0.0001. Source data are provided as a Source Data file. Schematics created in BioRender. Kigar, S. (2025) https://BioRender.com/djwvueb.

### Tissue-specific recovery dynamics following cessation of CSD stress

To assess the stability of the neutrophilia phenotype, mice were given varying amounts of time to recover from 14 days of CSD stress. We observed tissue- and immune cell-specific changes over the course of recovery (Figs. 3b, S6B, S7B). Meningeal neutrophil levels remained elevated up to 24 h after the final defeat encounter but decreased to control levels following 7 days of recovery (Table S7). Blood neutrophil levels had returned to control levels more quickly, within 8 h of stress cessation (Table S8).

### Replication of CSD-induced meningeal immune changes

LysM^*gfp/+*^ mice, which strongly express GFP in neutrophils (Fig. 4a, b), recapitulated the core behavioral response to CSD stress, e.g., decreased USM preference and decreased OF crosses to center (Fig. S8A, B). Confocal microscopy of meningeal whole mounts showed broad distribution of LysM-GFP^+^ cells that appeared morphologically like neutrophils both inside and outside blood vessels (Fig. 4C, D). Quantitation revealed a 1.3x-fold increase in the number of LysM-GFP^+^ meningeal cells in CSD vs control (Fig. 4e) - consistent with the increase in Ly6G^+^ neutrophils determined by flow cytometry in C57BL/6 J mice (Fig. 1f, g).

**Fig. 4:**
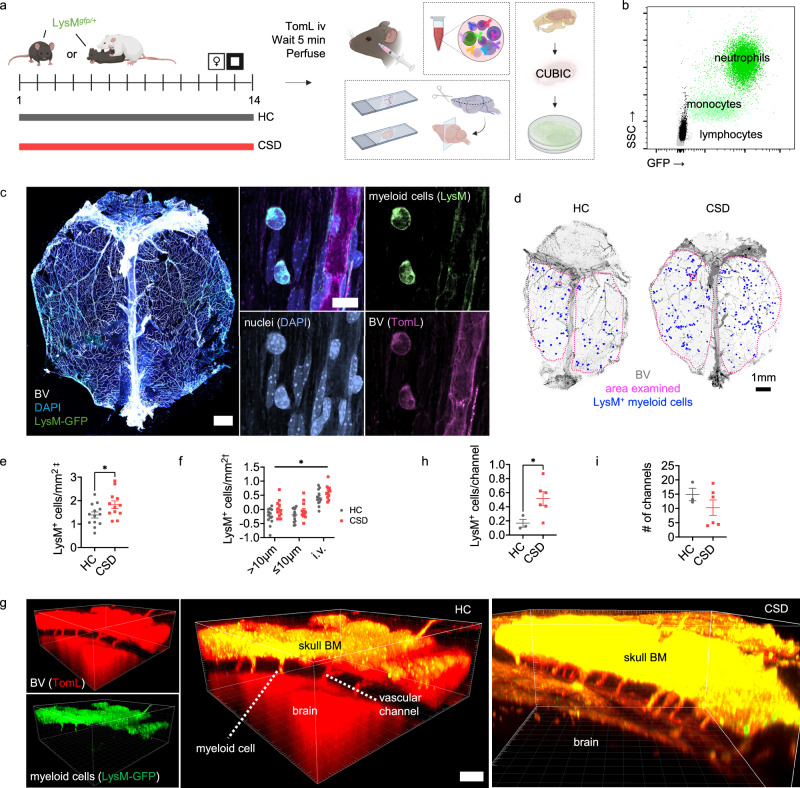
CSD stress leads to increased numbers of LysM^+^ myeloid cells in vascular channels connecting skull BM to meninges. **a** LysM^*gfp/+*^ mice were subjected to CSD stress and behaviorally phenotyped (Fig. S8). Before TomL intravascular (iv) injection, blood was drawn for flow cytometry (Fig. S9). Dorsal meninges and brain (Fig. S10) were prepared for imaging. A separate cohort of mice was used for tissue clearing. **b** Flow cytometry data from blood shows high GFP expression in neutrophils compared to other cell types. **c** *Left*: Representative image for dorsal whole-mount meningeal tissue. Scale bar = 1 mm. *Right*: LysM-GFP^+^ cells adjacent to a blood vessel; merge and individual channels. Scale bar = 10μm. **d** Representative images from HC and CSD mice showing hand-counted cells, normalized to indicated area. Inset box represents size of area shown in (**c**, *Right*). **e** Quantification of total meningeal LysM-GFP^+^ cells shows an increase with CSD stress (Unpaired t test, *p = 0.046, *t* = 2.2, *df* = 23, 95% CI [0.019, 0.86], n_HC_ = 13, n_CSD_ = 12. N = 2 experiments). ^‡^natural log-transformed. **f** LysM-GFP^+^ cells from (**e**) were separated into three categories based on their location in the tissue: >10μm away from a blood vessel (“non-vascular”), ≤10μm away from a blood vessel (“abluminal”), and intravascular (“iv”). CSD led to an overall increase in LysM-GFP^+^ cells (RM^-^ANOVA: group, *p = 0.043, *F*_(1,23)_ = 4.6, n_HC_ = 13, n_CSD_ = 12); asterisk indicates main effect of CSD, but there were no significant post-hoc comparisons. ^†^log_10_ -transformed. **g** Representative image from cleared skulls showing vascular channels between skull BM and the meninges. Scale bar = 100μm. *Left*: Individual channels. *Middle*: Merged image, HC mouse. *Right*: Merged image, CSD mouse. Quantification of LysM-GFP^+^ cells per channel (**h**) indicates increased egress from skull BM following CSD stress (Unpaired t test, *p = 0.049, *t* = 2.4, *df* = 7, 95% CI [0.0028, 0.70]), and (**i**) no differences in the number of channels counted between groups (n_HC_ = 3, n_CSD_ = 6. N = 2 experiments). Data points represent individual mice. T tests were two-tailed. BM = bone marrow, BV = blood vessel, CSD = chronic social defeat stress, HC = home cage, iv = intravascular, SSC = side scatter complexity, TomL = tomato lectin. Data shown as mean ± SEM. *p < 0.05. Source data are provided as a Source Data file. Schematic created in BioRender. Kigar, S. (2025) https://BioRender.com/p6bsp7f.

There was a main effect of CSD on LysM-GFP^+^ cell counts across intravascular, abluminal (≤10μm away from a blood vessel) and non-vascular (>10μm away from a blood vessel) meningeal tissue compartments, but no significant post hoc effects (Fig. 4f). Like meningeal neutrophils in C57BL/6 J mice, LysM-GFP^+^ cell levels had not decreased within 16 h of recovery from CSD stress (Fig. S8C).

LysM^*gfp/+*^ mice were otherwise similar to C57BL/6 J mice: flow cytometric analysis showed blood neutrophilia and decreased blood B cells with recovery to baseline 16 h post-CSD (Fig. S9A, B). Immunohistochemical (IHC) examination of brain tissue showed no evidence of LysM-GFP+ cell infiltration into brain parenchyma, though there were significantly more cells ‘stuck’ in the neurovasculature of CSD mice (Fig. S10A, B). As in blood, neurovascular ‘sticking’ of LysM-GFP+ cells had returned to baseline within 16 h of recovery from CSD, though we could not determine the cause of this phenomenon (Fig. S10C–F).

### CSD increases neutrophil trafficking between skull BM and meninges

We used tissue clearing to visualize LysM-GFP^+^ cells in the channels connecting skull BM to the meninges (Fig. 4g). There were more LysM-GFP^+^ cells per vascular channel in CSD mice compared to HC (Fig. 4h, i), suggesting this route may be important for myeloid cell trafficking into the meninges following psychosocial stress.

We next tested the extent to which elevated meningeal neutrophil numbers reflect neutrophil levels in peripheral tissues, which were also increased by CSD stress in C57BL/6 J mice (Fig. 5a; Table S9). Pearson correlations and unsupervised hierarchical clustering across tissues revealed that iv^-^ meningeal neutrophil levels were most similar to skull and tibial BM neutrophils and showed no relationship with blood neutrophils (Fig. 5b; Table S10). In contrast, iv^+^ meningeal neutrophils correlated with blood neutrophils.

**Fig. 5:**
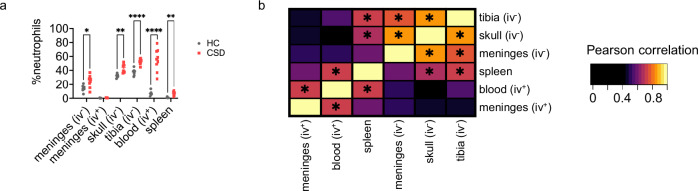
CSD leads to widespread tissue increase in neutrophils, relationships present between skull and meningeal neutrophils support microscopy data. **a** Flow cytometry shows increased neutrophil levels throughout the body following CSD stress in C57BL/6 J mice (REML model, main effect of group, ****p < 0.0001, *F*_(1,15)_ = 112.8, n_HC_ = 8, n_CSD_ = 9; for blood, n_HC_ = 7). See Table S9 for post-hoc statistics. **b** Unsupervised hierarchical clustering of data from (**a**) shows significant relationships between BM (*Skull*: ***FDR = 0.0005, r = 0.83, t(15) = 5.81. *Tibia*: **FDR = 0.009, r = 0.75, t(15) = 4.36) and iv^-^ meningeal neutrophils, but not with blood. Blood and iv^+^ meningeal neutrophils were significantly correlated (*FDR = 0.018, r = 0.72, t(15) = 3.97). Asterisks in heatmap indicate significant Pearson correlation after Bonferroni correction for multiple comparisons. See Table S10 for correlation coefficients and FDR values. Data points represent individual mice; data represent 4 independent experiments. Multiple tissues were collected from individuals; repeat measures were accounted for in (**a**). BM = bone marrow, CSD = chronic social defeat stress, HC = home cage, iv = intravascular. Data shown as mean ± SEM. *p < 0.05, **p < 0.01, ****p < 0.0001. Source data are provided as a Source Data file.

We also examined relationships between iv^-^ meningeal monocyte and lymphocyte levels with the corresponding cells in other tissues but did not find any significant relationships (Fig. S11A, B). These data support a role for skull-to-meninges communication in CSD and highlight the unique composition of the meningeal immune environment compared to other tissues.

### Single cell RNA sequencing (scRNAseq) reveals increased neutrophils in CSD meninges, increased proinflammatory signaling, neutrophil heterogeneity

scRNAseq was used to profile meningeal immune cells from behaviorally stratified HC and CSD mice (Fig. 6a, b). 

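Meningeal cells from 8 HC and 4 CSD mice gave 3 libraries, each made from a pool of 4 mice: HC replicate 1, HC replicate 2 and CSD replicate 1, the last collected after 14 days of defeat. Live nucleated singlets were sorted, captured in droplets on 1 chip and counted by the authors with Cell Ranger. The values are counts of UMIs, the distinct RNA molecules read for each gene in each droplet barcode, without normalization. They cover every barcode and 27998 genes, so no cell had been called and no gene removed. The genome build behind the counts is not given in the sources used here. Barcodes were assigned to a library by the number at their end, which rests on the sample labels carrying the same numbers. The libraries held 9891861 UMIs in HC replicate 1, 8814690 in HC replicate 2 and 10206236 in CSD replicate 1. Barcodes of at most 100 UMIs, which mostly hold RNA free in the suspension, took 7.87%, 24.1% and 5.48% of these UMIs. Cells were called with a reimplementation of emptyDrops at a false discovery rate of 0.001, then kept within the limits on genes and mitochondrial UMIs that the paper gives. Scrublet marked 2.01% of the cells of HC replicate 1, 1.10% of HC replicate 2 and, by rank of score, 5.09% of CSD replicate 1 as doublets. After their removal 2581, 1524 and 2647 cells remained, with medians of 2454, 2444.5 and 2278 UMIs and 953, 969.5 and 800.0 genes per cell. Levels are given in CPM, the UMIs of a gene over all UMIs of that cell type and library, scaled as counts to a common total. Expression was compared on UMIs summed per library, so libraries and not cells were the replicates. The test was edgeR's quasi-likelihood test on TMM-normalized sums, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Its spread came from the 2 HC libraries, with 1 residual degree of freedom moderated across genes, and the lone CSD library was assumed to vary like them. With 1 CSD pool, what stress changed and what is particular to that pool are confounded in every comparison.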

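Leiden clustering of the 6752 cells at resolution 1 used 50 components of 7742 variable genes after mutual-nearest-neighbour correction. Those were the 7765 found, less the ones the paper reports as changed. It gave 25 clusters. Each was named after the list of canonical genes that scored highest in it, so a name such as neutrophil-like states a likeness to that list. Clusters 1, 2, 5 and 6 scored highest for neutrophil genes and are pooled as the neutrophil-like clusters. They held 776 cells of HC replicate 1, 387 of HC replicate 2 and 1238 of CSD replicate 1, at median depths of 1914.5, 2575 and 2059.5 UMIs per cell. Genes that marked cluster 1 included *Retnlg*, *Mmp8*, *Clec4d* and *Cxcr2*. Those that marked cluster 2 included *Camp*, *Ltf* and *Ngp*, which stand on both the neutrophil and the preneutrophil list. Of the 10 genes that marked cluster 2 most, 3 are on the neutrophil list and 4 on the preneutrophil list, with mean scores of 1.01 and 0.617. Without cluster 2 the neutrophil-like clusters held 615, 269 and 952 cells. Cluster 2 was deeper, at a median of 4426 UMIs per cell, than clusters 1, 5 and 6 at 1674, 2873 and 852.5. Cluster 14 was preneutrophil-like and held 64, 23 and 88 cells of the 3 libraries at a median of 10678 UMIs. Monocyte-like cluster 10 held 107, 83 and 113 cells at a median of 4956 UMIs. Under the other settings the number of clusters lay between 23 and 30, the latter at Leiden resolution 2.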

Clustering identified 20 cell clusters which were manually annotated based on expression of canonical lineage genes (Fig. 6c, S12A–C). There was a large cluster of neutrophils, identified by high *Cxcr2* expression, which did not appear to be undergoing local cell proliferation (Fig. S12D, E). 

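*Cxcr2* (ENSMUSG00000026180) was higher in the neutrophil-like clusters than in any of the other 17 cell types, at 242 ± 33.6 CPM (SD, n = 3 libraries). The next were mast cell- and basophil-like cells at 93.0, a value that rests on 12 UMIs, and preneutrophil-like cells at 37.8. Each cell was then thinned to 500 UMIs, so that shares of cells could be compared at 1 depth. A *Cxcr2* UMI was left in 15.3% of neutrophil-like cells in HC replicate 1, 11.9% in HC replicate 2 and 17.4% in CSD replicate 1. In NK-like cells, where a *Cxcr2* UMI can come from free RNA, it was left in 0 of 164, 0 of 105 and 1 of 190 cells, and the counts of 0 allow shares of up to 1.83% and 2.86%. NK-like cells had median depths of 2238, 2579 and 2025 UMIs before thinning. *Mki67*, a gene of dividing cells, left a UMI in 0.786%, 1.04% and 1.23% of neutrophil-like cells. Mature B-like cells, at median depths of 1583.5, 1706 and 1359 UMIs, held one in 2.16%, 0.599% and 0 of 150 cells, where the last allows up to 2.0%. Pro-B-like cells held a *Mki67* UMI in 10.0%, 9.43% and 16.2% of cells, and preneutrophil-like cells in 4.69%, 4.35% and 13.6%. *Top2a* left a UMI in 1.05%, 1.04% and 1.56% of neutrophil-like cells and in 1.62%, 1.20% and 1.33% of mature B-like cells. Together *Mki67* and *Top2a* took 32.2, 44.7 and 50.2 CPM in the neutrophil-like clusters, from 60, 53 and 159 UMIs. The CSD library lay 11.7 above the HC mean, with an SD of 8.88 between the HC libraries. That difference was 5.45 without HC replicate 1 and 18.0 without HC replicate 2. The authors' calls of cell cycle phase were not repeated here.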

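Neutrophil-like clusters 1, 2, 5 and 6 made up 30.1% of the cells of HC replicate 1, with an exact Clopper-Pearson 95% interval of 28.3 to 31.9%. They made up 25.4% (23.2 to 27.7%) of HC replicate 2 and 46.8% (44.9 to 48.7%) of CSD replicate 1. All intervals given for shares cover counting error only, not the spread between pools of mice. The CSD share lay 19.04 points above the HC mean, with an SD of 3.30 points between the HC libraries. There are 3 ways to set 1 library against 2, so no permutation test can reach 0.05 and none was run. The difference was 21.4 points without HC replicate 1, 16.7 points without HC replicate 2 and 15.2 points with cluster 2 left out. Among immune cells alone the shares were 33.6% (31.7 to 35.5%), 31.2% (28.6 to 33.8%) and 50.0% (48.1 to 52.0%). Numbers of other cells also differed between the libraries. Border macrophage-like cells were 11.9% of HC replicate 1, 3.22% of HC replicate 2 and 4.72% of CSD replicate 1, and fibroblast-like cells were 7.44%, 14.2% and 2.30%. The fibroblast-like cells had median depths of 3018.5, 582.5 and 2021 UMIs, and under the other 6 settings for cells and clusters they were 4.36 to 4.90%, 5.01 to 6.04% and 0.649 to 0.831%. With the border macrophage-, fibroblast-, cDC-, endothelial-, olfactory neuron- and erythroid-like cells left out, the neutrophil-like clusters made up 42.2%, 34.2% and 54.2% of the rest.

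**Figure D1:**
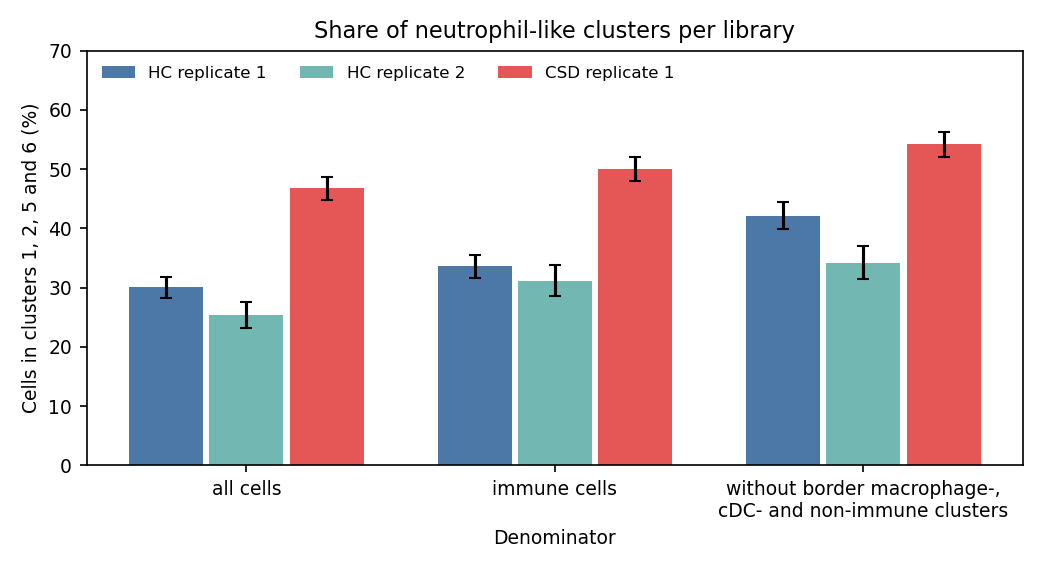
Share of cells (percent, y axis) in clusters 1, 2, 5 and 6 for HC replicate 1, HC replicate 2 and CSD replicate 1, out of 3 sets of cells, with bars for the share and lines for its exact 95% interval. The CSD bar is the tallest in each set, at 46.8% of all cells against 30.1% and 25.4%.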

Consistently with our IHC and flow cytometric data, meninges from stressed mice showed a relatively greater proportion of neutrophils compared to HC (Fig. 6c, lavender bars).

**Fig. 6:**
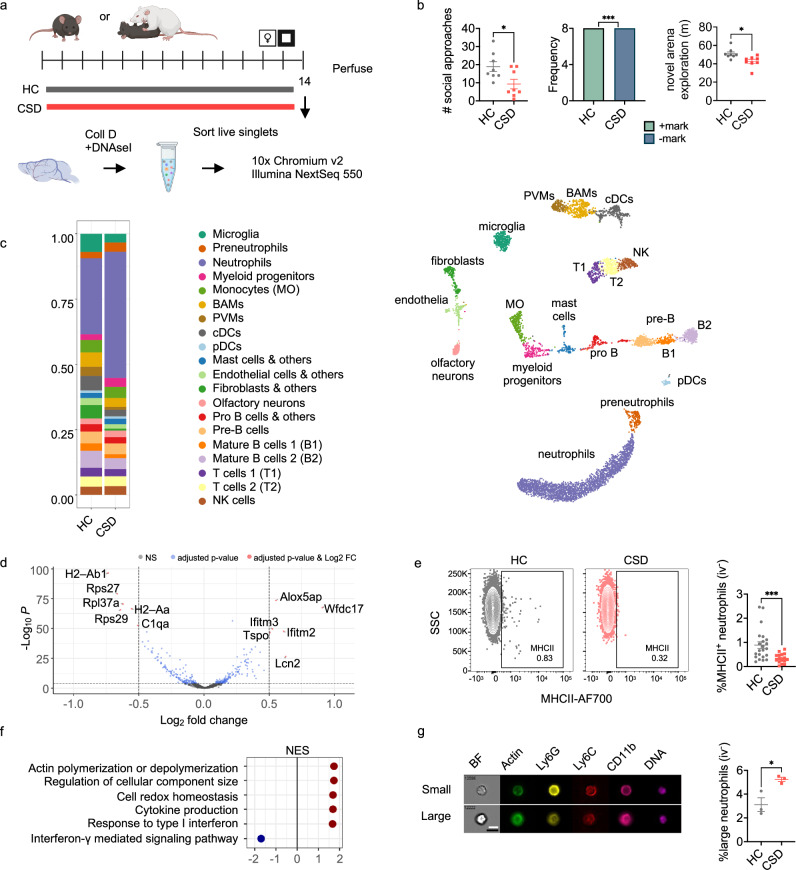
Single-cell RNA sequencing (scRNAseq) of meningeal tissue validates CSD neutrophilia; biological assays support transcriptional findings. **a** Timeline for sample collection and processing for scRNAseq (N = 1 experiment). **b** C57BL/6 J mice (n_HC_ = 8, n_CSD_ = 8) were behaviorally phenotyped prior to scRNAseq; a subset with representative phenotypes for anhedonic- (*SI*: *p = 0.022, *t* = 2.6, *df* = 14, 95% CI [−1.78, −0.16]. *USM*: Fisher’s exact test, ***p = 0.0002), and anxiety-like (*OF*: **p = 0.0022, *t* = 3.6, *df* = 17, 95% CI [−15.10, −3.93]) behavior were selected (shown in order from left to right). Data points represent individual mice. **c** *Left*: Visualization of recovered cells as a proportion of total cells recovered per group (n_HC_=8, n_CSD_ = 4). *Right:* Meningeal scRNAseq reveals 20 distinct immune cell clusters; data points represent individual cells. Plot shown previously^20^. **d** Volcano plot showing DEG between CSD and HC in the neutrophil cluster (excludes preneutrophil cluster). Indicated points represent DGE with LFC > 0.5 and FDR *p* < 0.001. **e** Flow cytometric validation of reduced iv^-^ meningeal neutrophil MHCII expression in (**d**). *Left*: Contour plots from representative samples; points represent cells from one mouse. *Right*: data points represent individual mice (Mann Whitney, ***p = 0.0006, *U* = 64.50, Hodges-Lehmann estimate = −0.40, n_HC_ = 22, n_CSD_ = 16. N = 5 experiments). **f** Gene set enrichment analysis (GSEA) revealed several enriched pathways related to cell size and the cytoskeleton (for complete list, see Fig. S15). **g** Imaging flow cytometry was used to visualize neutrophils. Representative images from individual meningeal samples. Two differently sized populations emerged, as depicted (white bar = ‘small’, black bar = ‘large’). There were nearly 3x more enlarged neutrophils in CSD meninges compared to HC (*p = 0.025, *t* = 3.5, *df* = 4, 95% CI [0.44, 3.81], n_HC_ = 3, n_CSD_ = 3; N = 1 experiment), consistent with actin- and cytoskeleton-related pathway enrichment in (**f**). Data points represent individual mice; for more details, see Fig. S16. Two-tailed tests were used in (**b,** **d,** **g**); all tests were unpaired t tests unless otherwise indicated. BAM = border associated macrophage, BF = brightfield, cDC = conventional dendritic cell, CSD = chronic social defeat stress, HC = home cage, NES = normalized enrichment score, pDC = plasmacytoid dendritic cell, PVM = perivascular macrophage, SSC = side scatter complexity. Data shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001. Source data provided in Source Data file. Schematics from BioRender. Kigar, S. (2025) https://BioRender.com/v98waxl.

Subclustering of neutrophils alone identified 6 subclusters with roughly equal proportions of each subtype in both HC and CSD meninges (Fig. S13A). 

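Leiden clustering of clusters 1, 2, 5 and 6 alone gave 6 subclusters, numbered 1 to 6 by their distance from the preneutrophil-like cells in the graph of neighbouring cells. Subcluster 4 held 31.4% (28.2 to 34.8%) of the cells in HC replicate 1, 11.6% (8.61 to 15.2%) in HC replicate 2 and 22.4% (20.1 to 24.8%) in CSD replicate 1. Subcluster 6 held 19.6% (16.9 to 22.6%), 19.4% (15.6 to 23.7%) and 25.3% (22.9 to 27.8%). Subclusters 1, 2, 3 and 5 held 11.1%, 10.4%, 16.6% and 10.8% of HC replicate 1. In HC replicate 2 they held 11.9%, 21.4%, 19.6% and 16.0%, and in CSD replicate 1 they held 9.85%, 13.3%, 15.2% and 14.0%. The share of cells that would have to change subcluster to make the CSD composition equal to the HC mean was 7.19 points. Between HC replicates 1 and 2 it was 20.0 points. With every barcode of at least 500 UMIs taken as a cell these 2 distances were 6.43 and 5.81 points. Against HC replicate 1 alone the CSD composition differed by 11.7 points, and against HC replicate 2 alone by 16.6 points. Without mutual-nearest-neighbour correction the distance between CSD and HC was 79.7 points and that between the HC libraries 23.0, while under the other settings the first lay between 6.43 and 9.71. The correction aligned the cells of the lone CSD library to those of HC, whatever made them differ. Small distances under it therefore cannot show that the shares are equal.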

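Secondary granule genes (*Ltf*, *Lcn2*, *Camp*, *Ngp*, *Cybb*, *Cyba*, *Chil3* and *Hp*) together fell along the 6 neutrophil subclusters, ordered from the one nearest the preneutrophil-like cells. Their sum was 157180 ± 16350 CPM in subcluster 1, 72831 ± 10319 in subcluster 3 and 15636 ± 3093 in subcluster 4 (SD, n = 3 libraries). It was 29768 ± 2276 in subcluster 5 and 19018 ± 2626 in subcluster 6, so the last 3 did not fall in the order of the path. *Ltf*, *Camp*, *Ngp* and *Chil3* are on the list that named the preneutrophil-like cells. Part of the fall may thus be built into the order. *Ltf* alone went from 7838 CPM in subcluster 1 to 592 in subcluster 6. Tertiary granule genes such as *Mmp8* and *Mmp9* were lowest in subcluster 1, at 3321 ± 628, and highest in subcluster 5, at 6987 ± 791. Primary granule genes gave 850 ± 99.0 in subcluster 1 and 569 ± 132 in subcluster 6, with an SD between libraries of up to 236 in subcluster 5. Of these *Cd63* fell from 649.5 to 374, while *Elane* stood at 89.8 and 79.8 and *Mpo* at 36.0 and 43.9. Ribosomal protein genes took 76347 CPM in subcluster 1, 63338 in subcluster 3 and 86519 in subcluster 4. Median depth in CSD replicate 1 fell from 5319 UMIs per cell in subcluster 1 to 924 in subcluster 4 and was 1566 in subcluster 6.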

Based on expression of genes related to primary, secondary, and tertiary granule formation, as well as suppression of transcriptional machinery (Fig. S13B), these subclusters likely correspond to states of increasing neutrophil maturation^30–32^. 

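Median path lengths through the graph from the preneutrophil-like cells were 1.76 for subcluster 1, 2.65 for subcluster 2 and 3.51 for subcluster 3. Subclusters 4, 5 and 6 lay at 4.26, 4.28 and 4.33, so the graph gave no clear order among these 3. The pseudotime of the study, taken along a minimum spanning tree of the subclusters, was not repeated here.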

Pseudotime analysis of differential gene expression (DGE) across the subclusters supported this hypothesis (Fig. S13C).

We integrated our data with two publicly available multi-tissue datasets containing pre-neutrophils and neutrophils from blood and multiple BM locations^28,30^. When projected onto a shared PCA space, our meningeal neutrophils did not cluster with mature blood neutrophils but instead were most similar to immature BM neutrophils. In contrast, our meningeal pre-neutrophils clustered with the bulk and pseudobulked pre-neutrophil Evrard and Kolabas samples, suggesting successful integration of these three datasets (Fig. S14A, B).

### Validation of MHCII downregulation on CSD neutrophils

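*H2-Ab1* (ENSMUSG00000073421) stood at 920 ± 162 TMM-normalized CPM (SD, n = 2) in HC and 368 in CSD in the neutrophil-like clusters. Its log2 fold change was -1.32 (standard error 0.20, adjusted p = 4.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below both HC libraries. *H2-Aa* (ENSMUSG00000036594) stood at 613 ± 97.9 (SD, n = 2) in HC and 233 in CSD. Its log2 fold change was -1.40 (standard error 0.20, adjusted p = 2.1e-04 from edgeR's test), again below both HC libraries. For *H2-Ab1* the alternative that moved the value most was subtraction of the empty-droplet profile, which left a log2 fold change of -7.43 with an adjusted p of 0.855 by edgeR, in a range of 1.0e-07 to 0.855 over the alternatives. Both genes were also seen in T- and NK-like cells, which do not present antigen on MHCII. There *H2-Ab1* stood at 817, 792 and 306 CPM in HC replicate 1, HC replicate 2 and CSD replicate 1, without TMM scaling. In the neutrophil-like clusters the same measure was 894, 737 and 315. *H2-Aa* stood at 676, 517 and 245 in T- and NK-like cells and at 590, 498 and 200 in the neutrophil-like clusters. With every cell thinned to 500 UMIs, an *H2-Ab1* UMI was left in 40.4%, 29.4% and 14.0% of neutrophil-like cells. In NK-like cells the shares were 34.1%, 30.5% and 16.8%. By cell type, the log2 fold change of *H2-Ab1* was -1.44 in T-like, -1.41 in NK-like and -1.37 in olfactory neuron-like cells. In cDC-like and border macrophage-like cells, which held the gene at the highest levels plotted, it was -0.08 and 0.20. Monocyte-like cluster 10 gave a log2 fold change of -1.32 for *H2-Ab1* (standard error 0.19, adjusted p = 0.0178 from edgeR's test, below both HC libraries) and -1.46 for *H2-Aa* (standard error 0.20, adjusted p = 0.0126).

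**Figure D2:**
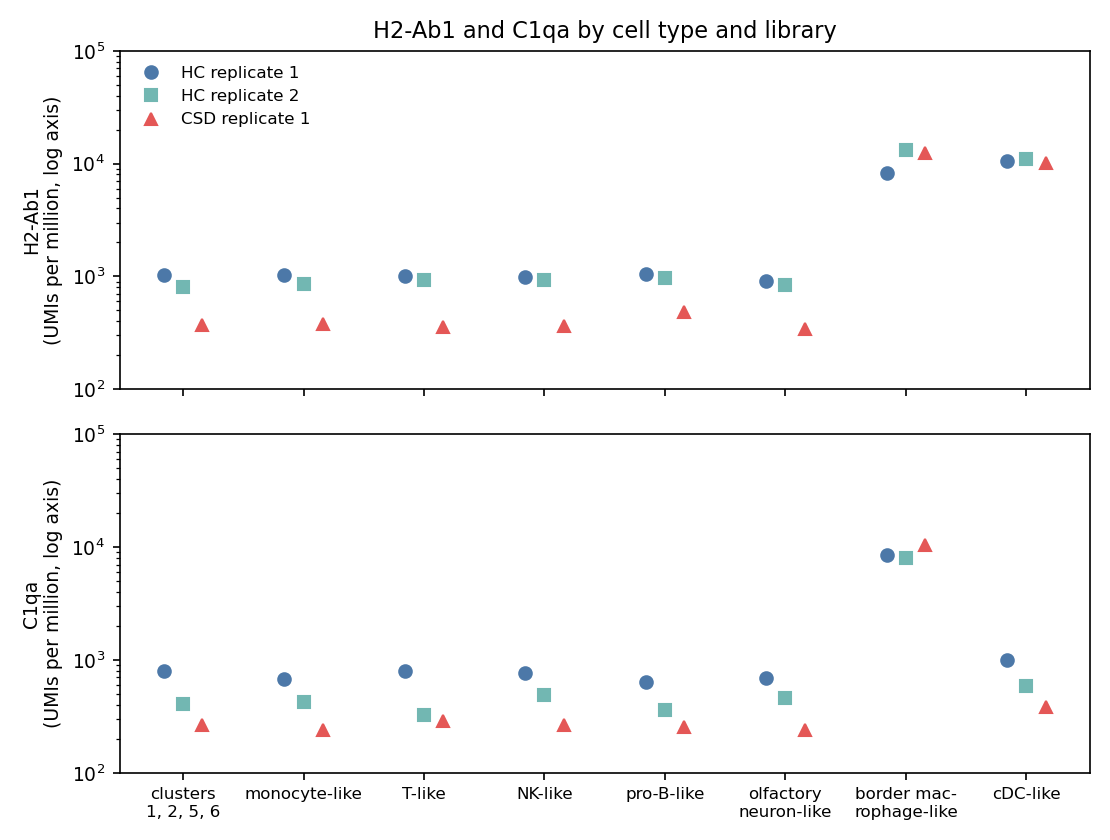
CPM of *H2-Ab1* and *C1qa* (TMM-scaled, y axis, log scale) in the neutrophil-like clusters and 7 other cell types, 1 point per library. *H2-Ab1* is lower in the CSD library in T-like cells (358 against 1002 and 936) and not in cDC-like cells (10140 against 10536 and 10909).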

Examination of differential gene expression (DGE) in the pooled neutrophil cluster showed reduced transcription of *H2-Ab1* and *H2-Aa* (Fig. 6d)—2 of the 4 genes comprising the major histocompatibility complex, class II (MHCII). Our flow cytometry data showed this was also true at the level of protein expression: in CSD mice, there was a 2.3-fold reduction in the percentage of MHCII^+^ iv^-^ meningeal neutrophils (Fig. 6e).

### Effects of CSD stress on neutrophil cell size and actin polymerization

Gene set enrichment analysis (GSEA) of DEGs in the pooled neutrophil cluster uncovered 80 biological pathways associated with CSD stress (Fig. 6f, S15). 

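Genes seen in more than 15% of neutrophil-like cells were tested, 1214 in all. At an adjusted p under 0.05 by edgeR 35 genes differed between CSD and HC, 17 higher and 18 lower in CSD, and 150 had an unadjusted p under 0.05. The median log2 fold change over all genes tested was -0.005. The count depended on the settings. It was 184 of 14666 genes without the filter on the share of cells, of which 31 were among the 35, 1 when the top 5.1% of Scrublet scores were removed in each library and 4 with cluster 2 left out. The 5 genes with the largest rises past the threshold were *Wfdc17*, *Ifitm1*, *Lrg1*, *Il1r2* and *Hbb-bt*, and the 5 with the largest falls were *Mgp*, *Thbs1*, *Trem2*, *H2-Eb1* and *Apoe*. *Il1r2* had a log2 fold change of 1.19 (standard error 0.16, adjusted p = 6.7e-05 by edgeR), above both HC libraries. *Thbs1* fell by 1.67 on the log2 scale (standard error 0.27, adjusted p = 5.8e-04 by edgeR), below both HC libraries. *Mgp*, a fibroblast gene, had a log2 fold change of -3.37 (standard error 0.20, adjusted p = 3.3e-10 by edgeR). It also fell in T- and NK-like cells, from 265 and 349 CPM in HC to 31.7 in CSD, against 346, 361 and 32.8 in the neutrophil-like clusters. *Apoe* had a log2 fold change of -1.48 that became -0.54 without HC replicate 1. Of the other genes labelled in Fig. 6d, *Alox5ap* and *Lcn2* had log2 fold changes of 0.58 and 0.43, with adjusted p of 0.108 and 0.201 by edgeR, and lay above both HC libraries. *Lcn2* also rose in T- and NK-like cells, at 978 and 1277 CPM in HC and 1556 in CSD. *Rps27*, *Rps29* and *Rpl37a* had log2 fold changes of -0.68, -0.74 and -0.66, with adjusted p of 0.235, 0.277 and 0.246 by edgeR. *Rps29* in CSD, at 1196 CPM, lay between HC replicate 1 at 2797 and HC replicate 2 at 1185, and its log2 fold change without HC replicate 1 was 0.01. *Rps27* and *Rpl37a* gave -0.14 and -0.14 without HC replicate 1, and -1.08 and -1.05 without HC replicate 2.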

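The gene ontology sets behind the enrichment analysis were not used here. Gene lists written without sight of the counts were compared with 10000 random lists of equal size, matched on expression, as a description of these 3 libraries and not a test. A list of redox genes had a median log2 fold change of 0.20 over 15 genes, at percentile 98.4 of the random lists, and 7 of these genes are ones the study names. Over all 24 genes with at least 20 UMIs the median was 0.04, with 14 higher. The median of the 15 between HC replicates 2 and 1 was 0.11, no gene was past the threshold by edgeR, and 0 were when adjusted over the list alone. Subtraction of the empty-droplet profile brought this median to 0.10, at percentile 79.2. MHCII genes had a median of -1.39 and macrophage genes of -1.28, with all 5 and all 6 genes tested past the threshold. Between HC replicates 2 and 1 the medians were -0.36 and -0.96, over the 6 and 9 genes with at least 20 UMIs. The macrophage median was -0.77 without HC replicate 1. Secondary granule genes had a median of 0.30 (percentile 99.2, 0.21 between HC replicates 2 and 1), with 1 of 8 genes past the threshold and 4 when adjusted over the list alone. Tertiary granule genes had a median of 0.07, at percentile 59.5, which was -0.04 without HC replicate 1. Of 78 ribosomal protein genes tested 77 were lower in CSD, with a median of -0.37 and none past the threshold by edgeR.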

8 of the 41 positively enriched pathways indicated CSD was associated with altered neutrophil cell size and/or actin polymerization, e.g. the gene ontology (GO) pathway “regulation of cellular component size” (Fig. S16A, B). 

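A list of 54 genes of actin polymerization was written without sight of the counts, and 45 of its genes were tested in the neutrophil-like clusters. Of these 36 were higher in CSD, with a median log2 fold change of 0.14 at percentile 99.7 of the random lists. The median between HC replicates 2 and 1 was 0.13. Over all 54 genes, each with at least 20 UMIs, the medians were 0.14 and 0.04, with 38 genes higher. No gene of the list was past the threshold by edgeR, and 0 were when adjusted over the list alone. The 7 actin genes that the legend of Fig. S16 names were all higher in CSD, with a median of 0.19 at percentile 88.7, and 0.10 between HC replicates 2 and 1, or 0.20 and 0.02 when fitted with every gene of the lists. They were picked by the study on these libraries and are all on the list of 54. Without the filter on the share of cells the medians were 0.35 for the list, with 48 of 54 genes higher and 1 past the threshold by edgeR, and 0.41 for the 7 genes. The medians of matched random lists rose there too, from -0.03 to 0.18 and from -0.07 to 0.15. Of the list of 54 *Actb* changed most among those tested, at -0.57 (adjusted p = 0.274 by edgeR). The largest change among the 7 genes was in *Arpc1b*, with a log2 fold change of 0.38 (adjusted p = 0.406 by edgeR), above both HC libraries, and it was past the threshold without the filter on the share of cells at 0.60 (adjusted p = 0.0383, in a range of 0.0383 to 1.00 over the alternatives). *Tmsb4x* had a log2 fold change of 0.19 (adjusted p = 0.607 by edgeR), which was 0.10 without HC replicate 2. The rise of the lists was not particular to the neutrophil-like clusters. In empty droplets the median was 0.18 for the list of 54, with 43 genes higher, and 0.25 for the 7 genes, with 7 higher. For the list it ran from -0.30 in mast cell- and basophil-like cells to 0.23 in fibroblast-like cells. Whether free RNA gives a part of the rise was not tested.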

Chronically high demand for neutrophils leads to the release from BM of immature cells^33,34^, which are both volumetrically larger^35^ and more rigid^36^ than mature neutrophils. Given this and our GSEA results, we hypothesized there would be an increase in enlarged BM-derived neutrophils in the meninges.

To test this, we analyzed neutrophils on an Amnis ImageStream imaging flow cytometer (Figs. 6g, S16C). We verified the expected CSD increase in meningeal and blood neutrophils (Fig. S16D) and identified a subset of relatively enlarged neutrophils in both tissues. There was a significant, ~3x increase in the enlarged neutrophil subset in CSD meninges, but not in blood (Figs. 6g, S6D). There were no group differences in actin mean fluorescence intensity (MFI) for meningeal neutrophils, but CSD led to increased actin MFI in circulating neutrophils (Fig. S16E).

Pathway analysis also implicated increases in the GO pathway “cytokine production” in stressed animals, with increased expression of *Cxcr2* in CSD neutrophils (Fig. S17A, B). However, we did not detect changes in either the frequency (%CXCR2^+^) or protein expression (CXCR2 MFI) in any examined tissue (Fig. S17C, D). 

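*Cxcr2* stood at 287 and 225 TMM-normalized CPM in HC replicates 1 and 2 and at 318 in CSD replicate 1 in the neutrophil-like clusters. Its log2 fold change was 0.31 (standard error 0.19, adjusted p = 0.482 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above both HC libraries and not past the threshold. The value was 0.50 without HC replicate 1 and 0.15 without HC replicate 2, so the HC libraries decide its size. The adjusted p lay between 0.273 and 1.00 over the alternatives. By cluster the log2 fold change was 0.43 in cluster 1, 0.23 in cluster 2, -0.08 in cluster 5 and 0.20 in cluster 6.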

We did observe an increase in CSD CXCL1 plasma concentration, perhaps driven by increased mRNA expression in the liver, and decreased *Cxcl12* expression in CSD tibia (Fig. S17E). Collectively, this should promote egress of neutrophils into the blood stream, i.e. through CXCL1 binding to CXCR2 and decreased CXCL12 binding to CXCR4. Finally, detection of ROS by intracellular flow cytometry provided no evidence for increased neutrophil ROS production on a per cell basis, consistent with the GO pathway “cell redox homeostasis” (Fig. S18A–D).

### Enriched IFN-I signaling in meningeal neutrophils

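A list of 49 type I interferon-stimulated genes was written without sight of the counts and leaves out *Ifitm2* and *Ifitm3*. In the neutrophil-like clusters 7 of its genes were seen in enough cells to be tested, 5 higher and 2 lower in CSD. Their median log2 fold change was 0.26, at percentile 98.2 of 10000 random lists matched on expression, against 0.10 between HC replicates 2 and 1. The genes past the threshold by edgeR were *Ifitm1*, at 2.29 (standard error 0.25, adjusted p = 1.2e-06), and *Ifitm6*, at 0.74 (standard error 0.18, adjusted p = 0.0198), both above both HC libraries. A total of 3 genes were past it when adjusted over the list alone. The rest were *Slfn1* at 0.55, *Ifi27l2a* at 0.26, *Sp100* at 0.03, *Ly6e* at -0.15 and *Samhd1* at -0.20. Without *Ifitm1* and *Ifitm6*, which are paralogs of *Ifitm2* and *Ifitm3*, the median was 0.03, at percentile 56.5, and it was below 0 when subclusters were weighted equally (-0.09) or 1 HC library was left out (-0.16 and -0.11). With cluster 2 left out it was 0.22 over 4 genes. Over the 41 such genes with at least 20 UMIs it was 0.21, with 26 higher, against -0.20 between HC replicates 2 and 1. The median of the whole list was 0.64 without HC replicate 1. Without the filter on the share of cells 48 genes were tested and 39 were higher, with a median of 0.39, against 0.04 in matched random lists, and 7 past the threshold by edgeR.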

Our GSEA results also identified enrichment of the GO pathway “response to type I interferons” (Fig. 6f, S19A), which we pursued further given extensive literature supporting a role for IFN-I in promoting depressive-like behavior^7–9^. Across all meningeal cell clusters, leading-edge genes *Interferon induced transmembrane proteins (Ifitm)-2* and *Ifitm3* showed greatest expression in neutrophils and monocytes (Fig. S19B). 

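*Ifitm2* and *Ifitm3* were compared between 18 cell types as the mean over the 3 libraries of CPM. *Ifitm2* was highest in endothelial-like cells, at 2011 ± 1027 (SD, n = 3), a value that rests on 98 UMIs. It was 1365 ± 100.7 in monocyte-like cells and 822 ± 274 in the neutrophil-like clusters, the next in order. Mast cell- and basophil-like cells followed at 810 ± 126 and fibroblast-like cells at 805 ± 75.8, so the rank of the neutrophil-like clusters was within the spread between libraries. *Ifitm3* was highest in monocyte-like cells at 5025 ± 354, followed by endothelial-like cells at 3956 ± 2559 from 179 UMIs. cDC-like cells stood at 2246 ± 297, border macrophage-like cells at 1746 ± 338 and the neutrophil-like clusters, at rank 5, at 1697 ± 324. In T-like cells the means were 219 for *Ifitm2* and 572 for *Ifitm3*. The genes are paralogs, and reads shared between them could have been lost or split in the authors' counting.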

*Ifitm2* and *Ifitm3* expression was strongly increased in CSD-stressed meningeal neutrophils generally (Fig. 6d, S19C) and in several neutrophil subclusters (Fig. 7a, b). In contrast, monocyte expression of *Ifitm2* and *Ifitm3* did not show stress-associated changes, and monocytes did not show enrichment of interferon-mediated pathways (Fig. S19C, S20A, B).

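*Ifitm2* (ENSMUSG00000060591) stood at 750 ± 104 TMM-normalized CPM (SD, n = 2) in HC and 1325 in CSD in the neutrophil-like clusters. Its log2 fold change was 0.82 (standard error 0.20, adjusted p = 0.0175 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above both HC libraries. It kept its direction under every alternative run and lost its call under 8 of them, with the highest adjusted p, 0.612, when the top 5.1% of Scrublet scores were removed in each library. The adjusted p over the alternatives started at 2.1e-06. *Ifitm3* (ENSMUSG00000025492) stood at 1699 ± 9.47 (SD, n = 2) in HC and 2415 in CSD. On the log2 scale the change was 0.51 (standard error 0.19, adjusted p = 0.196 from edgeR's test), above both HC libraries and not past the threshold. It was past the threshold without the filter on the share of cells, at 0.73 (adjusted p = 0.0021, in a range of 0.0021 to 1.00 over the alternatives). That setting moved other genes by about as much, such as *Lcn2* from 0.43 to 0.66 and *Arpc1b* from 0.38 to 0.60. The call there is thus not particular to *Ifitm3*. By cluster the log2 fold change of *Ifitm2* was 1.11 in cluster 1, 0.41 in cluster 2, 0.76 in cluster 5 and 0.98 in cluster 6, and that of *Ifitm3* was 0.52, 0.45, 0.61 and 0.59. Along subclusters 1 to 6 the log2 fold change of *Ifitm2* was 0.31, 0.54, 0.72, 1.00, 1.11 and 1.15. For *Ifitm3* it was 0.41, 0.47, 0.62, 0.64, 0.46 and 0.62. Whether the subclusters differ was not tested. In T- and NK-like cells *Ifitm2* stood at 226, 203 and 241 CPM in HC replicate 1, HC replicate 2 and CSD replicate 1, and *Ifitm3* at 545, 655 and 570. CSD lay 26.5 CPM above the HC mean for *Ifitm2* and 29.9 below it for *Ifitm3*, against 468 and 555 above it in the neutrophil-like clusters.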

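In monocyte-like cluster 10, 9 of 3070 genes tested differed between CSD and HC by edgeR, 2 higher and 7 lower, and 231 had an unadjusted p under 0.05. *Ifitm2* stood there at 1457 and 1397 TMM-normalized CPM in HC replicates 1 and 2 and 1604 in CSD replicate 1. CSD against HC gave a log2 fold change of 0.17 (standard error 0.17, adjusted p = 0.845 by edgeR), above both HC libraries. *Ifitm3* stood at 5501, 5745 and 5151, with a log2 fold change of -0.13 (standard error 0.19, adjusted p = 0.928 by edgeR), below both HC libraries. The difference between the effects in the neutrophil-like clusters and in monocyte-like cells was tested within libraries as an interaction of cell type and stress, over 3132 genes. It was 0.72 on the log2 scale for *Ifitm2* (standard error 0.13, adjusted p = 1.4e-05 by edgeR) and 0.70 for *Ifitm3* (standard error 0.12, adjusted p = 4.5e-06 by edgeR). The difference had this direction against each HC library alone, at 0.64 to 0.84 for *Ifitm2* and 0.70 to 0.73 for *Ifitm3*. Without doublet removal the adjusted p were 0.149 and 0.0641, and with DESeq2 0.999 and 0.427. The list of interferon-stimulated genes had a median log2 fold change of -0.08 in monocyte-like cells over 21 genes, at percentile 16.6 of random lists, against 0.28 between HC replicates 2 and 1. By edgeR 0 genes of the list were past the threshold there and 1 was when adjusted over the list alone. The paper states that stress changed neither the 2 genes nor interferon pathways in monocytes (Fig. S19C, S20A, B).

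**Figure D3:**
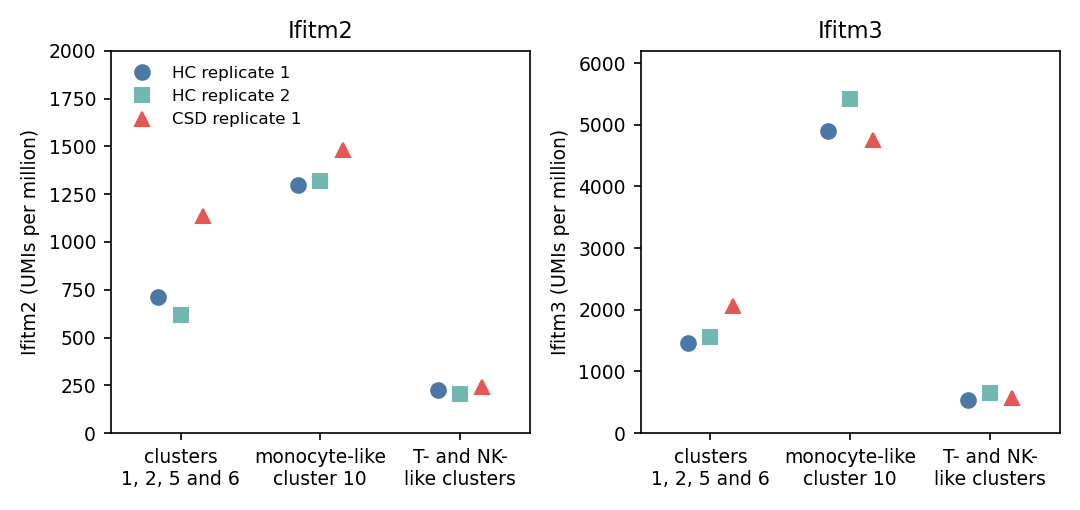
CPM (y axis, from 0) of *Ifitm2* and *Ifitm3* in the neutrophil-like clusters, monocyte-like cells and T- and NK-like cells, 1 point per library. *Ifitm2* in the neutrophil-like clusters is 1134 in CSD against 712 and 619 in HC, and in T- and NK-like cells 241 against 226 and 203.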

**Fig. 7:**
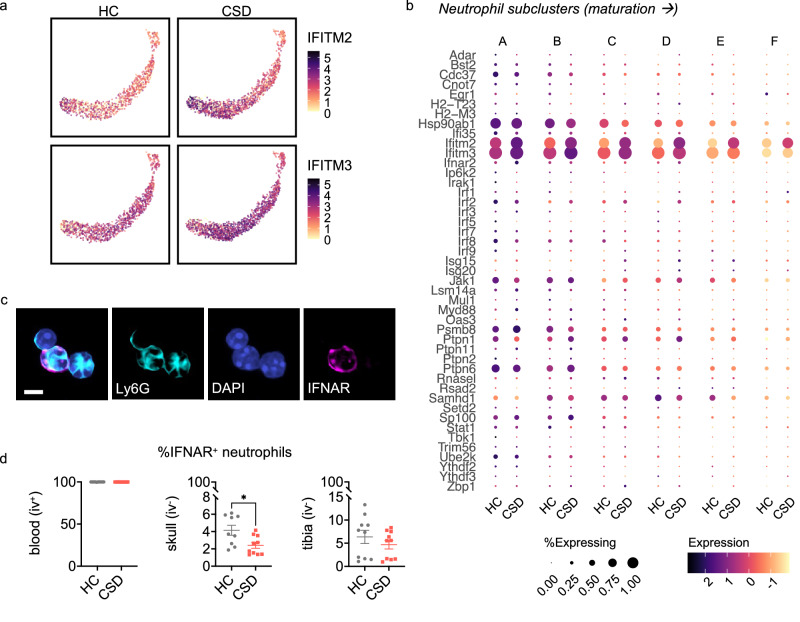
Migration of IFNAR^+^ neutrophils from skull BM to the meninges may underlie the type I interferon neutrophil signature seen in CSD stressed mice. **a** UMAP shows expression of *Ifitm2* and *Ifitm3*, the leading-edge genes for enrichment of the GO: “Response to type I interferon” pathway in neutrophils, in CSD compared to HC animals. Data points represent individual cells from the indicated group. **b** Dot plot showing gene expression in each neutrophil subcluster, which represents neutrophil maturation (see Fig. S13) for all genes comprising this pathway. Expression is scaled to mean ± standard deviation. **c** Confocal microscopy showing skull bone marrow neutrophils; IFNAR^+^ staining in more ‘mature’ neutrophil, based on nuclear morphology. Scale = 5μm. NB: these data are not quantified. **d** Flow cytometry data for IFNAR^+^ neutrophils, normalized to total neutrophils, for blood, skull, and tibia. The population of IFNAR^+^ skull BM neutrophils was decreased in CSD stressed mice (Unpaired t test, two-tailed, *p = 0.017, *t* = 2.7, *df* = 17, 95% CI [−3.12, −0.36]) and may represent a migration event to the meninges. Data points represent individual mice (n_HC_ = 10, n_CSD_ = 10; for skull, n_HC_ = 9. N = 2 experiments). See Fig. S21 for more detail. BM = bone marrow, CSD = chronic social defeat, HC = home cage, IFNAR = interferon-α/β receptor. Data shown as mean ± SEM. *p < 0.05. Source data are provided as a Source Data file.

### IFNAR+ neutrophil egress from skull BM

IFN-I sensing meningeal neutrophils could migrate to meninges from peripheral BM tissue (via the circulation), or directly from skull BM^26–28^. We would predict a decrease in IFNAR^+^ neutrophils in the source tissue as they exit to traffic to the meninges. IFNAR^+^ neutrophils were present in blood, skull and tibial BM (Fig. 7c, S21A). As predicted, comparison of HC vs CSD tissue revealed a 1.7-fold decrease of IFNAR^+^ neutrophils in CSD mice that was specific to skull BM (Fig. 7d). This result further suggests skull BM as the source of stress-induced meningeal neutrophils.

### IFNAR+ neutrophils are a relatively mature pool of BM neutrophils

We noted three distinct populations of neutrophils – IFNAR^neg^, IFNAR^lo^, and IFNAR^hi^ – with tissue-specific distributions and expression of activation markers (Fig. S21B, C). In blood, the proportion of IFNAR^lo^ and IFNAR^hi^ neutrophils was approximately equal, with no detectable IFNAR^neg^ neutrophils. BM IFNAR^+^ neutrophils had higher side scatter complexity (SSC)—a phenomenon corresponding to increased granule content and/or more complex nuclear morphology reflecting cell maturation. Conversely, the majority (>94%) of BM neutrophils were IFNAR^neg^, consistent with an expected reservoir of immature cells in this niche. We also examined MFIs in each of the three IFNAR neutrophil subtypes. Ly6C is expressed in response to IFN-I signaling^37^. Consistently, Ly6C expression was highest in IFNAR^hi^ neutrophils from all three tissues (Fig. S21C).

### IFNAR blockade improves the behavioral response to CSD stress

We assessed whether peripheral blockade of IFN-I signaling rescues the negative behavioral sequelae associated with CSD stress by administering an IFNAR-blocking antibody to LysM^*gfp/+*^ mice (Fig. 8a). As expected, in the USM test for anhedonia, more HC+control antibody (IgG) mice marked compared to the CSD+IgG group (Fig. S22A). Anti-IFNAR treatment rescued the CSD phenotype, with no difference in marking frequency between HC+IgG and CSD + IFNAR groups. For other examined behavioral parameters, HC animals appeared ‘stressed’, which we determined was influenced by repeated injections (Fig. S22B, C). We therefore examined the CSD group alone.

**Fig. 8:**
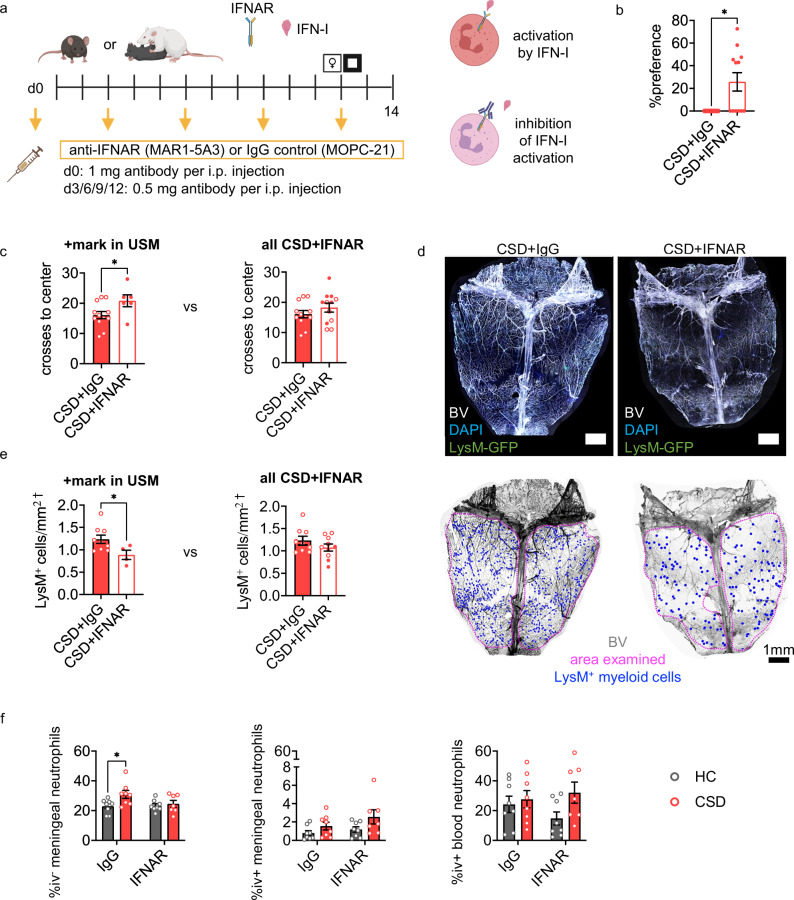
Type I interferon receptor (IFNAR) blockade may improve CSD-stress related behavioral anhedonia and prevent meningeal neutrophil accumulation. **a** Schematic showing drug-delivery schedule for IFNAR blocking antibodies. Mice were injected with either matched IgG control antibody or anti-IFNAR antibody on the days indicated with yellow arrows. **b** USM results from LysM^*gfp/+*^ mice; see Fig. S22 for comparison with HC+IgG mice and for more detail. CSD+anti-IFNAR treated mice showed behavioral improvement compared to CSD+IgG mice (Mann Whitney, *p = 0.014, *U* = 36, Hodges-Lehmann estimate=21.35, n_CSD+IgG_ = 12, n_CSD+IFNAR_ = 12. N = 5 experiments). Hereafter we considered these LysM^*gfp/+*^ mice as two separate groups – those that marked in the USM test (+, indicated with closed circles) and those that didn’t (-, indicated with open circles). **c***Left:* CSD+anti-IFNAR(+) mice showed improvement in the OF task for anxiety-like behavior compared to CSD+IgG-treated mice (*p = 0.046, *t* = 2.2, *df* = 16, 95% CI [0.10, 9.40]). *Right:* No improvement in OF behavior overall for CSF+anti-IFNAR-treated mice. n_CSD+IgG_ = 12, n_CSD+IFNAR_ = 12 (within IFNAR-treated, n_USM+_=6, n_USM-_=6). **d***Top:* Representative images for dorsal whole-mount meningeal tissue from CSD+IgG and CSD+anti-IFNAR treated mice. Scale bar = 1 mm. *Bottom*: Images from HC and CSD mice showing hand-counted LysM-GFP^+^ cells, normalized to indicated area. **e** *Left:* Quantification of total nonvascular (>10μm away from a blood vessel) meningeal LysM-GFP^+^ cells shows reduced myeloid cell accumulation in CSD+anti-IFNAR(+) treated mice (*p = 0.048, *t* = 2.2, *df* = 11, 95% CI [−0.69, −0.0043]). *Right:* No improvement in LysM-GFP^+^ cells accumulation overall for CSF+anti-IFNAR-treated mice. n_CSD+IgG_ = 9, n_CSD+IFNAR_ = 10 (within IFNAR-treated, n_USM+_=4, n_USM-_=6). ^†^square root^-^transformed values. **f** In C57BL/6 J wild type mice there was an IFNAR-mediated rescue in meningeal neutrophil accumulation following CSD stress, with expected differences in IgG control groups (2-way ANOVA, *P = 0.033, *F*_(1,27)_ = 5.0, n_CSD+IFNAR_ = 7, otherwise n = 8. N = 2 experiments). See Table S11 for post-hoc statistics. Significance levels shown are from post-hoc testing adjusted for multiple comparisons. There was no effect of anti-IFNAR treatment on iv^+^ meningeal or blood neutrophils or other cell types; see Fig. S23. Data points represent individual mice. Two-tailed tests were used in (**b,** **c,** **e**); all tests were unpaired t tests unless otherwise indicated. CSD = chronic social defeat, HC = home cage. Data shown as mean ± SEM. *p < 0.05, **p < 0.01. Source data provided in Source Data file. Schematics from BioRender. Kigar, S. (2025) https://BioRender.com/rvrmii4.

In the USM task, anti-IFNAR treatment protected mice from the depressive-like effects of CSD (Fig. 8b). However, USM data for the CSD+anti-IFNAR group was non-normally distributed, with distinct groups of animals that marked (+) or did not mark (-) in the test (Fig. S22D). We therefore treated these animals separately in our remaining analyses. There was a significant difference in the OF task between CSD+IgG and CSD+anti-IFNAR(+) mice, where CSD+IgG animals were more anxious (Fig. 8c). There were no other significant differences in behavior between groups (Fig. S22E).

### IFNAR blockade attenuates neutrophil migration into, but not B cell egress from, meningeal tissue in CSD stressed mice

Hand counting of non-vascular meningeal GFP^+^ cells from these mice showed a decrease in the CSD+anti-IFNAR(+) group (Fig. 8d, e). No other subpopulations (i.e., vascular, abluminal) showed an effect of anti-IFNAR treatment (Fig. S22F). In WT mice, IFNAR blockade successfully attenuated iv^-^ neutrophil accumulation in the meninges (Fig. 8f, Table S11) with the expected increase in control IgG antibody-treated CSD mice. Iv^+^ neutrophils in the meninges and blood were not impacted by anti-IFNAR treatment, though iv^+^ meningeal neutrophils were elevated by CSD. The effects of anti-IFNAR treatment appeared specific to iv^-^ meningeal neutrophils. Notably, depletion of iv^-^ meningeal B cells by CSD stress was unimproved. There were otherwise no differences in other meningeal or blood immune cell populations (Fig. S23A).

Like LysM^*gfp/+*^ mice, C57BL/6 J mice were behaviorally impacted by repeated injection stress (Fig. S23B, S24A). Unlike LysM^*gfp/+*^ mice, the effects of injection stress had no impact on meningeal myeloid cell levels (Fig. S24B).

### Reduced expression of chemorepellent factors in CSD stress may permit neutrophil entry into the leptomeninges

As class 3 semaphorins (Sema3) are known to be involved in neutrophil trafficking from skull BM to meninges^38^, we examined their expression in our previously published microarray data set from meningeal tissue^20^. *Sema3b* expression was significantly reduced in CSD mice compared to HC (Fig. S25A, B).

## Discussion

Our data robustly demonstrate increased neutrophils in the meninges following CSD stress, and that neutrophilia correlates with a negative behavioral response to chronic stress, summarized in Fig. 9. Our data lend further support to the extant literature suggesting direct trafficking of immune cells from the skull BM to the meninges^25–28^, extending the evidence for this phenomenon to conditions of psychosocial stress.

**Fig. 9:**
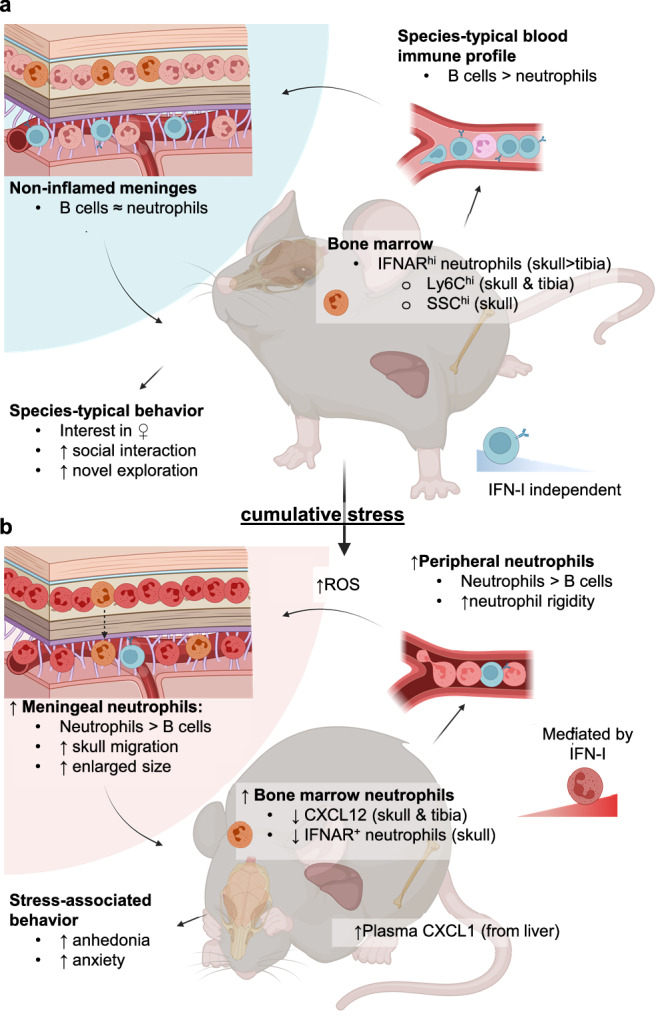
Proposed model for how chronic, but not acute, stress leads to dysregulation of the meningeal environment. **a** At baseline, both skull and tibia BM contain a small population of IFNAR^+^ neutrophils (orange), further divisible into IFNAR^lo^ and IFNAR^hi^ populations. Relatively mature IFNAR^hi^ cells express more Ly6C and may thus be more proinflammatory^37^. In blood, B cell numbers greatly outnumber neutrophils; in the meninges these two populations are roughly equal. **b** Acute stress exposure leads to repetitive release of neutrophils into the blood but is not sufficient for accumulation of neutrophils in the meninges (Figs. 3a, S6A, S7A). Prolonged exposure to psychosocial stress leads to a decline in meningeal B cells (Fig. S2C) that precedes an increase in meningeal neutrophils (Figs. S6A, S7A) and is prolonged for up to a week of recovery post-CSD (Fig. 3b, S6B, S7B). Whereas CSD-associated meningeal neutrophilia appears to be mediated by IFN-I signaling, meningeal B cell depletion does not (Figs. 8f, S23A). CSD stress causes random neurovascular damage^21^—potentially via stalled and rigid ROS-producing neutrophils in brain capillaries (Figs. S10, S16E, S18)—which amplifies neutrophil recruitment from adjacent skull bone marrow (Fig. 4g, h). Increased expression of the neutrophil chemoattractant *CXCL1* in the liver, increased CXCL1 protein in plasma, and reduced BM expression of CXCL12—which promotes retention of neutrophils—may contribute to the elevated circulating pool of neutrophils in blood (Fig. S17), though there were no detectable changes related to this pathway in the meninges. BBB = blood brain barrier, CSD = chronic social defeat, CXCL = C-X-C motif chemokine ligand, HC = home cage, IFN-I = type I interferon, IFNAR = interferon-α/β receptor, ROS = reactive oxygen species, SSC = side scatter complexity. Fig. created in BioRender. Kigar, S. (2025) https://BioRender.com/yf2zm8x.

Several independent lines of evidence from our study bolster support for this conclusion. First, in cleared skull tissue, we observed more LysM-GFP^+^ myeloid cells present in skull-to-meninges vascular channels of CSD mice. While LysM-GFP expression is not restricted to neutrophils, unsupervised hierarchical clustering of flow cytometry data using the neutrophil-specific Ly6G antibody revealed that nonvascular meningeal neutrophil levels closely mirrored those of skull BM, but not blood. Further, integration with public datasets^28,30^ showed that meningeal neutrophils have a transcriptional profile distinct from mature neutrophils in blood, and are more similar to immature BM neutrophils.

In this study we have replicated the blood neutrophilia described in other preclinical stress models^14,39^ and in people with MDD^17^, and find that meningeal neutrophilia outlasts the well-described peripheral effects of stress on neutrophils following cessation of stress. The distinctiveness of the responses and regulation of blood and meningeal neutrophils is further underscored by the different effects of time and stressor type on immune cell dynamics in these tissues. Although iv^-^ meningeal neutrophil levels return to baseline within a week of recovery from CSD stress, iv^-^ meningeal B cell levels are persistently reduced by about 30%. While a complete exploration on the immunology of defeat is beyond the scope of the current manuscript, future efforts to explore whether the persistent reduction in B cell numbers ‘primes’ the meninges for an exacerbated innate immune response, and how long B cell numbers remain low, is warranted.

We have previously shown that B cell depletion increases both IFN-I signaling and meningeal neutrophil levels in *Cd19*^*−/−*^ mice^20^, which are deficient in B cells^40^. 

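Interferon-stimulated genes with at least 20 UMIs in a cell type were compared between CSD and HC, with no test. In the neutrophil-like clusters the median log2 fold change was 0.27 over 43 genes, of which 28 were higher in CSD. In clusters 1, 2, 5 and 6 it was 0.61, -0.005, 0.40 and 0.48. It was 0.51 in border macrophage-like cells, with 38 of 43 genes higher, and 0.45 in NK-like cells, with 26 of 30 higher. In cDC-like cells it was 0.34, with 29 of 41 higher. Between HC replicates 2 and 1 the medians were -0.20 in the neutrophil-like clusters, 0.04 in border macrophage-like, -0.15 in NK-like and -0.28 in cDC-like cells. Monocyte-like cells had a median of -0.33 over 36 genes, microglia-like cells -0.16 over 19 and T-like cells -0.41 over 16. For these cell types the medians between HC replicates 2 and 1 were 0.21, 0.05 and 0.22. Mature B-like cells had a median of 0.20, with 11 of 21 genes higher, and mast cell- and basophil-like cells 0.36 over 3 genes. In empty droplets the median was -0.005 over 45 genes.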

Here, we replicated the depleting effect of CSD stress on meningeal B cells and demonstrated that CSD stress leads to an enriched IFN-I signature in neutrophils but not in other meningeal cell types. Our unbiased identification of this pathway in multiple CSD cohorts using multiple experimental techniques is strengthened by consistent evidence from humans, non-human primates, and rodents that IFN-I is sufficient to induce depression and depressive-like behavior^7–9^.

It is not presently clear how meningeal neutrophils influence behavior given they do not appear to enter the brain parenchyma. Further exploration of the pathways by which neutrophils enter the meninges and exert their effects on brain tissue is merited. We observed a stress-associated reduction in meningeal *Sema3b* expression in bulk meningeal tissue; decreased expression of *Sema3a* by arachnoid barrier cells has been previously shown to regulate neutrophil entry into the subarachnoid space from skull^38^, suggesting a potential role for Sema3 family members in this process. Future efforts to determine what stress-related factors influence *Sema3* expression will be important. differentially expressed gene (DEG) analysis of our single-cell RNA sequencing data indicated altered innate immune system activation across the neutrophil cluster. For example, the most strongly upregulated transcript in CSD meningeal neutrophils was *Wfdc17*, which inhibits NFκB-mediated microglial activation^41^ and is proinflammatory in monocytes^42^. 

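*Wfdc17* (ENSMUSG00000069792) stood at 163 ± 50.7 TMM-normalized CPM (SD, n = 2) in HC and 1128 in CSD in the neutrophil-like clusters. On the log2 scale the change was 2.78 (standard error 0.22, adjusted p = 7.8e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above both HC libraries. No other gene past the threshold rose by more. The call was lost when the top 5.1% of Scrublet scores were removed (adjusted p = 0.0903) and when preneutrophil-like cells were added (adjusted p = 0.116), in a range of 4.6e-51 to 0.116 over the alternatives. By cluster the log2 fold change was 3.24 in cluster 1, 0.82 in cluster 2, 1.38 in cluster 5 and 3.33 in cluster 6. In T- and NK-like cells *Wfdc17* stood at 112 and 81.3 CPM in HC replicates 1 and 2 and 157 in CSD replicate 1. In monocyte-like cells its log2 fold change was 0.39 (adjusted p = 0.690 by edgeR), above both HC libraries.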

Decreased *C1qa* expression following stress may hamper phagocytosis and clearance of dying neutrophils by nearby macrophages, leading to sustained local inflammation^43,44^.

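*C1qa* (ENSMUSG00000036887) stood at 795 and 407 TMM-normalized CPM in HC replicates 1 and 2 and at 263 in CSD replicate 1 in the neutrophil-like clusters. CSD against HC gave a log2 fold change of -1.20 (standard error 0.26, adjusted p = 0.0139 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below both HC libraries. It was -0.64 without HC replicate 1 and -1.60 without HC replicate 2. The call was lost under 9 alternatives, among them subtraction of the empty-droplet profile (adjusted p = 0.251) and DESeq2 (adjusted p = 0.130), in a range of 1.1e-06 to 0.691. A macrophage gene, *C1qa* was also seen in T- and NK-like cells, at 640, 378 and 231 CPM in HC replicate 1, HC replicate 2 and CSD replicate 1. In the neutrophil-like clusters it stood at 687, 373 and 225 without TMM scaling. After thinning to 500 UMIs per cell a *C1qa* UMI was left in 29.9%, 16.1% and 11.8% of neutrophil-like cells and in 25.0%, 16.2% and 7.89% of NK-like cells. The log2 fold change was -1.02 in T-like cells, -1.26 in NK-like cells and 0.35 in border macrophage-like cells, where the gene stood at 8456, 7998 and 10469.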

Likewise, decreased meningeal neutrophil expression of MHCII genes *H2-Ab1* and *H2-Aa*, which we verified by flow cytometry, may inhibit antigen presentation to CD4^+^ T cells^45,46^. B cells also present antigen to CD4^+^ T cells in dural-associated lymphoid tissue (DALT) of the meninges^47^. Along with our previous finding that CSD leads to decreased levels of meningeal B cells^20^—reproduced in the current study –these data suggest CSD may be associated with reduced or disrupted antigen presentation to meningeal T cells by multiple cell types.

*Ifitm2* and *Ifitm3*, the genes driving the stress-associated upregulation of interferon response pathways in neutrophils, are known to be expressed in a mature, hyperinflammatory neutrophil subtype observed in human and mouse blood^32,48,49^. Our characterization of IFNAR expressing neutrophils in different tissue compartments revealed highest Ly6C expression in IFNAR^hi^ neutrophils, which—in BM—appeared to also be more mature. Consistently, qualitative assessment of IFNAR^+^ compared to IFNAR^-^ skull neutrophils showed more hyper-segmentation of the nucleus—a feature of neutrophil maturation. High Ly6C expression, as seen in IFNAR^hi^ neutrophils, is associated with greater proinflammatory capacity in monocytes^50^. This suggests IFNAR^+^ neutrophils are a distinct, relatively mature BM subset that may also be more proinflammatory.

Although we did not assess IFNAR^+^ neutrophil staining in the meninges or in cleared skull tissue directly, our data are consistent with IFNAR-mediated trafficking of neutrophils from the skull BM to meninges. We demonstrated a skull BM-specific decrease in IFNAR^+^ neutrophils following CSD stress coupled with transcriptomic evidence of increased IFNAR signaling in meningeal neutrophils.

IFN-I depletion in C57BL/6 J mice normalized CSD-related meningeal neutrophil levels. While replication of these effects in LysM^*gfp/+*^ mice presented additional complexity, CSD+anti-IFNAR–treated mice showed improved anhedonic behavior. We observed meningeal neutrophilia in otherwise non-stressed HC mice who failed to show preference for a sexually hedonic stimulus. This is consistent with reports suggesting individual differences in peripheral immunity influence stress susceptibility^51^.

Given that the MAR1-5A3 IFNAR antibody clone we used is not thought to cross the blood brain barrier (BBB)^52^ and improves BBB integrity^53^, we assumed that the mediating effects of anti-IFNAR treatment on the negative sequelae of CSD stress did not involve brain parenchymal cells. However, other studies have highlighted a microglial IFN-I response during stress^54,55^. In agreement with this, we found upregulation of the IFN-I response genes *Ifitm2* and *Ifitm3* in microglia from CSD mice^21^. Future experiments using neutrophil-specific IFNAR knockout will be important to establish whether the beneficial effects of IFNAR depletion are restricted to peripheral neutrophils, or if microglia and other cell types are involved.

What processes drive neutrophil infiltration toward the meninges following CSD stress? While the cellular source of stress-related IFN-I is currently unclear, one possibility is that microglial production of IFN-I is responsible for neutrophil chemotaxis into the meninges. Using bulk transcriptomics, we have previously demonstrated enrichment of pathways related to IFN-I production in CSD microglia^21^. Microglia-specific depletion of IFN-I production, coupled with tissue clearing or in vivo imaging studies of fluorescently labeled neutrophils in mice given IFNAR antibody therapy, will be important to definitively corroborate this mechanism.

Alternatively, we have shown that CSD stress leads to randomly occurring microhemorrhages in the neurovasculature^21,24^. As neutrophils are typically ‘first on the scene’ to sites of brain injury^56^, their active recruitment may facilitate progression, maintenance, or resolution of this stress-induced damage. Consistently, skull BM-to-meninges neutrophil trafficking has been demonstrated in hemorrhagic stroke, wherein BBB damage is present^57^—though, notably, we find no evidence for infiltration of neutrophils or other leukocytes into the brain parenchyma of CSD-stressed mice^21,22^.

Another possibility is that chronic release of neutrophils into the bloodstream via repeated exposure to stress^14,15^ drives formation of microhemorrhages^21,22,24^, though we did not test this directly given our focus on the meninges. In neurological conditions, neutrophils are notorious drivers of bystander damage due to their release of toxic reactive oxygen species (ROS)^56–58^. We did not find evidence of increased neutrophil ROS production on a per-cell basis following stress, although the overall increase in ROS-producing neutrophils may exacerbate risk for bystander damage.

Blood-derived CSD neutrophils also showed signs of being both more rigid and proinflammatory. Specifically, we observed increased phalloidin staining intensity in CSD blood neutrophils, consistent with enhanced formation of filamentous actin (F-actin)^59^. Increased F-actin formation may cause neutrophil rigidity, thereby increasing the likelihood of neutrophil ‘stalling’ in narrow brain parenchymal capillaries. Indeed, we saw more LysM-GFP^+^ cells ‘stuck’ throughout the neurovasculature in CSD brains, and more neutrophil-like cells coprecipitating with neurovascular endothelia (NVE), consistent with other reported data^60^. Future efforts to characterize NVE-associated neutrophils and how they differ from non-adherent blood and meningeal neutrophils will be important.

The apparently even distribution of LysM-GFP cells throughout the meninges and brain—consistent with the sporadic, stress-associated microhemorrhages we have previously investigated^21,24^—is in contrast to reports suggesting localized BBB damage preclinically and clinically^61^. 

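*Tspo* (ENSMUSG00000041736) stood at 549 ± 21.6 TMM-normalized CPM (SD, n = 2) in HC and 939.6 in CSD in the neutrophil-like clusters. On the log2 scale the change was 0.78 (standard error 0.19, adjusted p = 0.0200 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), above both HC libraries. It lost its call under 8 alternatives, with the highest adjusted p, 0.548, when preneutrophil-like cells were added, in a range that starts at 1.9e-05. By cluster the log2 fold change was 1.05 in cluster 1, 0.70 in cluster 2, 0.63 in cluster 5 and 1.00 in cluster 6. In T- and NK-like cells *Tspo* stood at 641 and 662 CPM in HC replicates 1 and 2 and 789 in CSD replicate 1, a rise 43.3% as large as that in the neutrophil-like clusters. In monocyte-like cells it rose by 509 CPM, against 315 in the neutrophil-like clusters. In mean log2 normalized count per cell the rises were 0.45 and 0.48, so the rise was not particular to the neutrophil-like clusters.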

Our scRNAseq data suggested increased expression of *Translocator protein* (*Tspo*) and related accessory proteins that mediate neutrophil chemotaxis^62,63^. We recently demonstrated a relationship between meningeal TSPO signal intensity and brain regions associated with clinical MDD^64^. TSPO signal intensity in microglia is related to duration (in years) of depressive symptoms^65^. This could suggest our observations represent a relatively early stage in the progression of depressive symptoms; future efforts to determine the precise nature of this myeloid ‘sticking’ behavior over the progression of MDD will be important.

Importantly, depressive symptoms are common in neurological disorders like stroke^66^ and neurodegeneration^67^, and in preclinical models of neurodegeneration, neutrophil capillary stalling has been linked to reduced brain perfusion and memory deficits^68^. This raises the possibility that altered neutrophil properties are a shared biological feature between neurological and psychiatric disorders; comparison of neutrophil phenotypes across brain disorders may suggest future transdiagnostic treatment targets. IFN-I signaling deleteriously impacts both neuronal injury after stroke^69^ and synapse loss in AD^70^. Given the relationship between depressive-like behavior and IFN-I^7–9^, and epidemiological evidence that depression doubles the risk for dementia late in life^71^, future work in this area is warranted.

A major limitation of this and similar studies is the exclusive use of adult male mice. Future extension of this investigation to females will be crucial, especially as depression disproportionately affects women^72^. In addition, females may be more acutely susceptible to BBB permeability after stress induction^73–75^ and exhibit a more robust anti-viral IFN-I response^76,77^. These mechanisms could lead to sex-specific vulnerabilities to meningeal neutrophilia and associated behavioral outcomes.

Another limitation of our study is that social defeat stress is obligatorily associated with some degree of fight-inflicted wounding. Despite our efforts to mitigate this, we observed that higher wound scores were associated with greater levels of iv^-^ meningeal monocytes. This may require a more nuanced approach when translating results from social defeat stress models into a clinical setting, as has been discussed elsewhere^78^.

Relatedly, systemic knockdown to test the impact of neutrophil depletion over the course of the stress paradigm was associated with animal welfare concerns. Specifically, wound-healing deficits resulting from neutrophil depletion are poorly compatible with the CSD model that results in fight-related wounds. Because of these welfare concerns, more localized strategies targeting the skull BM will be useful in future follow-up studies, which may also permit opportunities to demonstrate directionality of neutrophil migration, i.e., using intravital imaging.

Finally, depletion of IFN-I signaling showed pleiotropic, strain-dependent effects, with greater sensitivity to repeat injection in HC C57BL/6 Js compared to HC LysM^*gfp/+*^ mice. In general, LysM^*gfp/+*^ mice behaved similarly, but not identically, to C57BL/6 Js following CSD. Increased LysM^*gfp/+*^ anxiety-like behavior in the OF test following social defeat has previously been reported^79^. Likewise, in a spinal cord injury model, LysM^*gfp/+*^ mice showed an anhedonic behavioral phenotype^80^. Thus, while we cannot fully account for the behavioral differences between LysM^*gfp/+*^ and C57BL/6 J mice, we are reasonably confident that CSD ‘works’ as expected in these animals.

Our strengths include our whole organism approach to neutrophil dynamics and our triangulation and replication of our findings via multiple experimental approaches. We have generated robust evidence for chronic stress-induced meningeal neutrophilia, and our data-led investigation of candidate mechanisms revealed IFN-I-mediated migration of neutrophils from skull BM to the meninges as a potential treatment target in stress-associated depression.

## Methods

### Animals

All procedures were approved by the National Institute of Mental Health Animal Care and Use Committee (protocol #LCMR06) and conducted in accordance with National Institutes of Health guidelines. Strains used were either C57BL/6J male mice purchased from Jackson Labs (Bar Harbor, ME) or male LysM^+/*gfp*^ offspring from C57BL/6J mice bred in our facility with LysM^*gfp*/*gfp*^ mice, which strongly express GFP in neutrophils^81^ (obtained from Dr. Dorian McGavern, NINDS). Upon arrival into the facility, purchased mice were randomly pair-housed in divided cages and given one week of acclimation to the facility. Mice bred in-house were weaned at 3 weeks of age into same-sex cages of 2-4 littermates. Sex was assigned based on external anatomy. Animals were housed under a reverse light cycle (lights off 8:00 AM to 8:00 PM), with food and water *ad libitum*. Temperature and humidity were maintained between 18-23 °C and 40-60%, respectively, by NIMH animal care staff. At 8-10 weeks of age, mice were randomly assigned to an experimental group. At sacrifice, mice were deeply anesthetized with isoflurane, confirmed by tail and leg pinch. Anesthesia was maintained until diaphragm rupture, at which point the animals were transcardially perfused before decapitation and tissue collection.

### Chronic social defeat (CSD)

CSD stress was performed as previously reported^21^. Briefly, the ‘intruder’ test mouse was introduced into the home cage of an aggressive, CD-1 (Taconic; Rensselaer, New York) retired breeder. The two were separated by a perforated barrier and given 24 h to acclimate; the barrier allowed for olfactory, visual, and auditory communication, but not tactile contact. Each day for either 1, 2, 4, 8, or 14 consecutive days, depending on the experiment, the barrier was lifted, and antagonistic encounters were allowed to occur for 5 m. Interactions were monitored by a trained individual to ensure the test mouse exhibited submissive behavior and conversely that the CD1 exhibited dominant behavior. The C57/CD1 pairs were maintained throughout the study unless the CD1 failed to show dominant aggression toward the C57. When this occurred, the C57 was paired with a different CD1 mouse until submissive behavior in the C57 was evident, and the new pairing was maintained thereafter. Efforts to minimize physical damage were taken, i.e. CD1 mice were lightly anesthetized with isoflurane and incisors were trimmed prior to starting the social defeat paradigm, and on a weekly basis thereafter. Test mice were shaved and inspected for the presence of wounds at the end of the experiment; wounds were scored on a scale from 1-10 (see Table S12). Animals with wound scores of 10 were excluded. Unless otherwise noted, animals were sacrificed exactly 2 h after exposure to the final defeat stress on day 14. We did not go beyond 14 days of defeat out of concern for animal welfare.

### Behavioral phenotyping

All behavioral testing was done by both male and female experimenters during the dark phase of the light cycle, prior to a defeat encounter on that day. On the day of testing, mice were moved to a separate behavioral room with red lighting and acclimated for one hour prior to running the behavioral assays. Tests were usually run on separate days, but when multiple tests were run on a single day, the animals were given an hour to recover in between tests. Behavioral tests were performed in the following order (least to most aversive):

### Urine scent marking (USM)

As previously described^23^, mice were placed into a novel arena (50 ×50 x 50 cm) that contained a thick sheet of paper; one corner of this paper was ‘spotted’ with 50 μL of urine from multiple estrus females, and testing was performed with the lights off while the experimenter was outside the room. After testing, the sheets of paper were sprayed with ninhydrin and heated to indicate the presence of proteins, allowing for visualization of urine marking. Photos were taken of the sheets by an experimenter blind to group identity, then analyzed in ImageJ^82^. Reduced preference marking for the female scent is indicative of social anhedonia.

### Open field (OF)

Exploration of the novel open field arena, 50 ×50 x 50 cm in dimension, was performed under dim white lighting (~25 lux). Mice were placed in the middle of the arena; total distance moved, crosses to center, and time in center over a 10 min testing period whilst the experimenter was out of the room were later analyzed with automated tracking software (Clever Sys TopScan Suite) to eliminate potential human bias. Fewer crosses to center, reduced time in center, and reduced movement are all indicative of increased anxiety-like behavior.

### Light/dark box (LD)

The LD test uses an acrylic box (50 cm×25 cm with 30 cm walls) with aversive lighting (~40 lux). Approximately 1/3 of the box is enclosed and dark; an opening allows crossover between light and dark sections. Mice were placed in the light compartment and allowed to move freely for 10 min while the experimenter was out of the room. Time spent in the light compartment and number of crosses between the light and dark sides were scored from video recordings using TopScan. Low scores indicated anxiety-like behavior.

### Social Interaction (SI)

Two perforated acrylic cylinders, one containing an unfamiliar CD-1 mouse and the other empty, were placed in the OF arena with red lighting. The test mouse was placed in the middle of the arena and allowed to freely explore for 10 m with the experimenter outside of the room. TopScan was used on captured videos to track approaches to the social stimulus and time spent investigating social vs. non-social stimuli. Fewer social interactions indicated anhedonic behavior.

### Tissue collection

Unless otherwise indicated, mice were euthanized 2 h after their final exposure to the defeat stressor. Tissue collection occurred between ~8am and noon, with modifications as indicated below. Venous blood was collected into EDTA tubes via puncture of the submandibular vein and kept on ice until processing. Retro-orbital injections were administered while mice were under light isoflurane anesthesia. After, mice were deeply anesthetized with isoflurane prior to perfusion with 35 mL room temperature PBS. When indicated, hindlegs were collected for tibial BM extraction. The head was decapitated, and intact skull cleaned with a scalpel to remove muscle and connective tissue.

### Histology

LysM^*+/gfp*^ mice received a retro-orbital intravascular injection of either DyLite 649- or DyLite 594-conjugated tomato lectin (TomL, Cat #DL-1178, Vector Labs), which was allowed to circulate for 5 min to label blood vessels before perfusion. In addition to PBS, mice were perfused with 10 mL of 4% cold paraformaldehyde. Skulls were post-fixed in 4% PFA for 24 h at 4 °C before transferring to 25% sucrose solution for cryoprotection, dehydration, and preparation for imaging.

### Single cell suspensions

WT mice were retro-orbitally injected with 4 μg CD45-FITC (Cat. #103108; Biolegend). Mice were then allowed to recover; after 25 min of circulation, mice were anesthetized lightly for venous blood collection. The decapitated skull was placed in cold HBSS + 0.1% BSA on ice until further processing.

### Tissue clearing and analysis of skull-to-meningeal vascular channels

We used the CUBIC tissue clearing method^83^ on whole skulls from LysM^*+/gfp*^ mice. Tissue was prepared as for histology except that samples were transferred to PBS instead of sucrose after 24 h fixation. Decalcification of bone prior to tissue clearing was achieved by incubation in decalcification solution (10% EDTA, 15% imidazole) for 5–7 days at 37 °C with shaking^84^. The decalcification solution was refreshed once on day 3. Following tissue clearing, the whole skull was inverted and placed in a glass-bottom dish filled with fresh Reagent 2^83^ and imaged using a Zeiss 780 confocal microscope fitted with 10x objective. 2–5 images were collected at random locations for each skull and analyzed using IMARIS 9.7. For each image, both the number of vascular channels (labeled with TomL) and the number of discreet LysM-GFP^+^ cells in a channel were counted. For each individual sample, the ratio of averaged LysM-GFP^+^ cells normalized to the average number of channels is presented.

### Peripheral blood preparations

~500 μL of venous blood was lysed in 8 mL ACK Lysis Buffer (Cat. # 351-029-721; Quality Biological, Inc.) for 5 min at room temperature, and the reaction stopped by diluting with 7 mL cold HBSS + 0.1% BSA. Cells were pelleted, washed, and prepared for staining.

### Skull and tibial BM preparations

To prepare for skull BM extraction, the dorsal calvarium was trimmed to be relatively flat, and meninges were removed under a dissecting microscope. Next, the skull was cut into small bone pieces with scissors in cold HBSS + 0.1% BSA. This entire slurry was transferred to a 70 μm cell strainer and mashed with the rubber end of a 3 mL syringe for approximately 2 min per sample. Tibia were prepared by first stripping away all tissue from the bone, then cutting the very top such that a 23 g syringe needle could be inserted to flush out the BM into cold HBSS + 0.1% BSA. This was next transferred to a 70 μm cell strainer and mashed with the rubber end of a 3 mL syringe. For both BM tissues, the resulting cell suspensions were then pelleted and prepared for flow cytometry.

### Meningeal dissection and single cell suspension

Meninges samples were collected by first cutting around the lateral sutures of the skull; the dorsal skull and ventral skull were transferred to a fresh petri dish filled with cold HBSS + 0.1% BSA and kept on ice while pial and arachnoid meningeal membranes were gently picked off the entire outer surface of the brain into a second ‘working dish’ with Dumont #5 forceps (Cat. #RS-5058; Roboz, Gaithersburg, MD). Extra care was taken to avoid inclusion of choroid plexus from the 4^th^ ventricle. Once finished with the brain, skull pieces were transferred as necessary into the working dish to remove attached meninges; we avoided leaving skull pieces in the’working dish’ to minimize contamination with cells from skull BM. Upon completion of the meningeal dissection, samples were transferred to a fresh tube and cells were pelleted by centrifugation, then resuspended in 2 mL of BSA-free HBSS supplemented with 2.5 mg/mL Collagenase D (Cat. #11088858001; Roche) and 12.5 μL of 0.5 mg/mL DNAseI (Cat. #L5002139; Worthington) for cell dissociation. The samples were incubated at 37 °C for 30 min, diluted with cold HBSS + 0.1% BSA, and mashed through a 70 μm cell strainer into single cell suspension.

### Meningeal whole mount preparations and staining

The dorsal skull was carefully removed to retain maximal attachment of the meningeal layers from tissue prepared for histology, and brains were returned to fresh 25% sucrose until sunk for further staining. Dorsal meninges were gently peeled from the skull as a single sheet, mounted ventral (brain) side up/dorsal (skull) side down onto slides and encircled with a Pap pen.

### Meningeal immunohistochemistry

Meningeal whole mount samples from LysM^*+/gfp*^ mice were dried, washed with PBS, blocked for 1 h in 4% normal goat serum in 0.4% Triton-PBS, and incubated in a humidity chamber overnight at room temperature with chicken anti-GFP (1:1000, Cat #13970, Abcam), diluted in 0.2% Triton-PBS with 2% normal goat serum. Approximately 18 h later, the samples were washed 3 x 5 m with PBS and incubated for 2 h with Chicken IgY-Alexa Fluor 488 (1:500, Cat #150169, Abcam) in 0.4% Triton-PBS. Samples were washed 2 x 5 m with PBS, given a quick rinse in deionized water, and counterstained with DAPI for 5 min. They were rinsed briefly again with deionized water then cover-slipped with PVA-DABCO (made in-house).

### Meningeal image acquisition and analysis

Meningeal whole mounts were tile scanned using a 20x objective at 1024 × 1024 resolution and online stitching with a Zeiss 780 confocal microscope. Two independent investigators blind to treatment hand-counted confocal images of the meningeal whole mounts to quantify the density and location of LysM-GFP^+^ cells, which we assumed were neutrophils (characterized by high GFP expression, irregularly shaped nuclei, and a semi-round shape) within the tissue using ImageJ software^82^. There was excellent agreement in their counts (Pearson correlation, ****p < 0.0001, *r* = 0.937). LysM-GFP^+^ cells were also examined in relationship to blood vessels; LysM-GFP^+^ cells > 10 μm from a blood vessel were provisionally called ‘non-vascular,’ whereas LysM-GFP^+^ cells ≤ 10 μm were called ‘abluminal.’ LysM-GFP^+^ cells were otherwise considered intravascular.

### Brain image acquisition and analysis

Brains were sliced into 30 μm sections on a freezing microtome and stored in an ethylene glycol solution at -20 °C until staining. Free-floating sections were washed in PBS, blocked with 4% normal goat serum, and incubated overnight at room temperature using the same staining protocol as that used for meningeal tissue. Mounted sections were tile scanned using a 20x objective at 1024×1024 resolution and online stitching with a Zeiss 780 confocal microscope. To obtain LysM^+^ myeloid cell counts, two blinded experimenters counted strongly GFP^+^ cells using ImageJ software^82^.

### p-Selectin staining of brain tissue

A subset of samples was stained for p-Selectin as above with the addition of p-Selectin (Cat#148301, Biolegend) diluted at 1:1,000 in 0.4% Triton-PBS. An additional secondary antibody conjugated to Alexa Fluor 555 (Cat#A-31570, Invitrogen) in 0.4% Triton-PBS at a dilution of 1:500 was used. Volocity (PerkinElmer) was utilized to quantify the amount of TomL^+^ blood vessels associated with P-selectin staining, which was used to calculate the percent P-selectin coverage.

### Neurovascular endothelial cell isolation

As previously^22^, brains collected from saline-perfused mice were placed in a gentleMACS™ C tube (Cat#130-093-237, Miltenyi). 2.5 ml of 2.5 mg/ml Collagenase D plus 10 μL of Solution A and 20 μL Solution Y from a Neural Tissue Dissociation Kit (Cat#130-094-802, Miltenyi) in HBSS was added to each sample, which was minced with a gentleMACS Dissociator for 45 sec using brain protocol 1. Tubes were incubated for 30 min at 37 °C with rotation, triturated 100x with a p1000 pipette tip, and strained through a 70 μm nylon mesh cell strainer (Cat#352350, BD Biosciences). The filter was washed with 20 ml HBSS, and eluate pelleted in a swinging bucket centrifuge at 300 g for 5 min. The cell pellet was resuspended in 30% isotonic Percoll (Cat#P4937, Sigma-Aldrich) then centrifuged at 800 g for 30 min with no brake. The myelin layer was removed, and Percoll and cell pellet layers were diluted 4-fold with HBSS for washing. This was centrifuged at 300 g for 5 min; the resulting cell pellet was then stained for flow cytometry.

### Cell staining and flow cytometry

To exclude dead cells, samples were stained with either Fixable Viability Dye eFluor™ 780 (Cat. #65-0865; eBioscience) for 10 min at room temperature at 1:2400 dilution, or with Zombie AQUA (Cat # 423102, Biolegend) for 15 min at room temperature at 1:100 dilution. The cells were then washed and blocked with 1 μL of normal goat serum (Cat #G9023-10ML; Sigma) and 1 μL of Fc block (Cat #101302; Biolegend) for 10 m on ice. 25 μL Brilliant Violet stain buffer (Cat #563794; BD Horizon) was then added, followed by an antibody master mix (Table S13). Cells were incubated on ice for 25 min, washed with PBS, and fixed in 2% PFA at room temperature for 15 min for analysis on either a BD LSR Fortessa or a Beckman Coulter CytoFLEX flow analyzer. Compensation was performed for each session using UltraComp eBeads (eBioscience 01-2222-42) conjugated to antibodies used in the sample panels. Viability dye and GFP^+^ controls used cells instead of beads. Data were analyzed using FlowJo (BD) software (multiple versions) with manual gating. Absolute cell counts were determined using CountBrite counting beads (ThermoFisher, catalog #C36950). See Supplementary Information for gating strategies used in individual experiments.

### Meningeal scRNAseq

Meningeal scRNAseq data were acquired from 8 non-stressed HC mice and 4 stress-susceptible CSD mice as described previously^20^. In brief, live, nucleated, singlet cells (DAPI^-^DRAQ5^+^) were sorted on a BD FACS Aria Fusion into HBSS + 10% FBS prior to droplet encapsulation using 10x Genomics’ Drop-seq platform (Chromium v2). 4 pooled samples of 4 mice each were generated (two HC pools, two CSD pools) and run on the same 10x Chromium chip, though 1 CSD sample was lost due to errors with droplet encapsulation; libraries were sequenced on Illumina NextSeq 550 and feature counts generated using Cellranger V2 pipeline. Single cell sequencing data have been deposited in GEO under accession code GSE301684.

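The emptyDrops-type call gave 2727 cells in HC replicate 1, 1709 in HC replicate 2 and 2878 in CSD replicate 1, and the limits on genes and mitochondrial UMIs left 2634, 1541 and 2789. The knee of barcode rank lay at 1359, 1327 and 1257 UMIs. HC replicate 2 held 16403 barcodes of 50 to 100 UMIs, against 263 in HC replicate 1 and 132 in CSD replicate 1. The automatic Scrublet threshold marked 0.394% of CSD replicate 1, so there the top 5.1% of scores, 142 cells, were removed instead. In HC replicates 1 and 2 it removed 53 and 17 cells.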

We performed the following steps to obtain N = 6694 quality-controlled single cells: cell calling using DropletUtils::emptyDrops^85^; exclusion of outlier cells based on mitochondrial reads (<8.3% of total) or total features per cell (range for included cells = 174 – 4548); doublet removal using scrublet^86^, with doublet rates in the three samples estimated as 6.9%, 5.1% and 3.4%. Samples were normalized using scran deconvolution-based normalization^85^ highly-variable genes (3599 genes) were selected as genes with biological variation across samples > 0 (using scran::decomposeVar). Batch correction across the three 10X lanes was performed using batchelor::multiBatchNorm and fastMNN (default 50 components used for dimensionality reduction)^87^. Clustering of MNN-corrected PCA components across all single cells was performed using the leidenalg clustering algorithm^88^. Marker genes were detected by two methods (a) scran findMarkers function, based on differential expression between clusters and (b) soupX quickMarkers function, which uses Term Frequency - Inverse Document Frequency (TF-IDF) to identify the genes most predictive of a cluster, based on the frequency with which a gene is expressed in a cluster. 

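Free RNA was estimated from 6 B cell genes, as the CPM of these genes in a cell type over those in empty droplets. By this measure free RNA gave 29.2% of the UMIs of neutrophil-like cells in HC replicate 1, 30.4% in HC replicate 2 and 24.6% in CSD replicate 1. In monocyte-like cells it gave 34.2%, 30.6% and 24.7%. Summed over empty droplets, 4 of 10734 genes differed between CSD and HC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 619 had an unadjusted p under 0.05. The 4 genes were *Ifitm1*, *Tff1*, *Reg3g* and *Dcn*. Leaving these 4 genes out took only *Ifitm1* from the test in the neutrophil-like clusters. The other 34 of the 35 genes that differed there stayed past the threshold, which says little about free RNA. In empty droplets the MHCII genes had a median log2 fold change of -0.94, with 0 of 7 higher. Macrophage genes had -0.65 there, with 1 of 9 higher, and no gene of either list was among the 4.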

Clusters were manually annotated by comparing marker genes expressed with existing single cell datasets. differential gene expression (DGE) between CSD and HC cells was performed as follows: counts were renormalized within the cluster; genes differentially expressed in pseudobulk of empty droplets (i.e., likely representing ambient RNA) were removed as described elsewhere^89^; genes expressed in ≤ 15% of cell in the cluster were removed; then gene expression in CSD vs. HC cells was compared using a Mann-Whitney U test, with Benjamini-Hochberg FDR correction of p-values across all tested genes. Pre-ranked gene set enrichment analysis was performed using clusterProfiler^90^ with genes ranked by -log10 (Mann-Whitney U test P-value) * sign(LFC). Cell cycle stage of each cell was estimated using scran::cyclone^91^. Results were plotted using Seurat, bespoke code, or ktplots^92^ and pathway enrichment was performed using [R] clusterProfile^90^ GSEA function with signed -log10(p-value) as the ranking statistic and GO biological pathways^93^ accessed via msigdbr^94^.

### Comparison with public neutrophil transcriptomic datasets

To compare our neutrophil transcriptional data to neutrophils from other tissues, we reprocessed two public mouse RNAseq datasets that each included neutrophils acquired from multiple tissues^28,30^. For the public Kolabas dataset (scRNAseq), we summed raw cell counts per tissue and cell type to create pseudobulk profiles for neutrophils and preneutrophils across multiple tissues, retaining pseudobulk profiles including at least 25 cells, and excluding two outlier samples. Variance stabilizing transformation (VST) implemented in the DESeq2 package^95^ was applied to the pseudobulked counts. Samples included bone marrow from femur, humerus, pelvis, scapula, skull, and vertebra. Our meningeal neutrophil and pre-neutrophil data were pseudobulked and transformed in the same way. For the public Evrard dataset (bulk sorted cell RNAseq), we selected control samples representing mature, immature and preneutrophils from femur, plus mature neutrophils from blood, then applied DESeq2 VST. PCA was performed on the Kolabas dataset using the intersect between the 20% most highly variable genes in the Kolabas dataset and the genes present in all three datasets. VST matrices from the stress and Evrard datasets were quantile-normalized and projected into the Kolabas PCA space to enable direct comparison (Fig. S14).

### Pseudotime trajectory analysis

We generated cluster centroids and a minimum spanning tree for the neutrophil subclusters using scran createClusterMST. We obtained a pseudotime ordering by mapping cells to this tree using TSCAN mapCellsToEdges^96^. Scran testPseudotime was used to find genes significantly associated with pseudotime.

### Meningeal microarray

Meningeal tissue was dissected as described above, but with the following modifications: no digestion was used, intact tissue was passed through a 70 μm nylon mesh cell strainer using a 1 ml syringe plunger. Cells were then centrifuged and stored in Trizol Reagent (Cat #15596026, ThermoFisher) at -80  °C. For RNA extraction, samples were thawed and triturated using syringe needles before using a Qiagen miRNeasy Mini kit (Cat#217004). Labelled probes were run on the Affymetrix GeneChip™ Mouse Gene 2.0 ST Array (Cat#902118) according to the manufacturer’s guidelines. Data were RMA-normalized and used to test for DEGs in CSD vs HC conditions, as described previously^20^. Microarray data have been deposited in GEO under accession code GSE275966.

### ROS analysis

Single cell suspensions were generated as above, and relative ROS production was analyzed using the CellROX™ assay (Cat #C10492, ThermoFisher) following the manufacturer’s instructions. After ROS labeling, cells were stained for flow cytometry and promptly run unfixed on a flow analyzer.

### Cortical actin analysis

Single cell suspensions of blood and meningeal cells were generated and stained for flow cytometry as described above. Cortical actin was stained by adapting previously published methods^59^. Specifically, prepared cells were washed in PBS, then fixed in a modified “superfix” solution: 7.75 ml custom buffer (100 mM KCL, 3 mM MgCL_2_, 10 mM HEPES, 150 mM sucrose, pH 7.4), 1 ml freshly made 37% formaldehyde solution (from powder, made in PBS), 1 ml DMSO, 200 μl of 100 mM EGTA, and 10 μl of 50% glutaraldehyde (in PBS). To this, Alexa Fluor™488 phalloidin (Cat #A12379, ThermoFisher) was added at a final concentration of 2 U/ml for filamentous (F)-actin visualization, and Hoechst-33342 (Cat #H3570, ThermoFisher) was added at a dilution of 1:10,000 to label nuclei. Imaging flow cytometry analyses was performed on an ImageStream MarkII (Cytek Bio) 2-laser, 12-channel instrument. Spectral compensation was performed with single color beads and cells as described above. Samples were acquired at 60x magnification and low speed. Data were analyzed using IDEAS 6.02 software (Amnis Corp.) and FlowJo.

### Enzyme-linked immunosorbent assay (ELISA)

Blood plasma was analyzed using ELISA kits for murine CXCL1 (Cat #900-K127, PreproTech), CXCL2 (Cat #900-K152, PreproTech), and CXCL12 (Cat #DY460, R&D Systems) according to manufacturer’s instructions. To compensate for sample plasma effects, assay standards were diluted in the CXCL12 RD6Q mouse standard diluent. In all assays, EIA/RIA high binding polystyrene flat bottom well plates (Cat # 2580, Costar) were used for the attachment of capture antibody. Sample absorbance was detected at 450 nm using a Victor 3 plate reader. Data analysis was performed using a four-parameter fit of resultant absorbances in Prism 9.0.

### Isolation of RNA/real-time quantitative PCR (RT-qPCR)

Samples used for RT-qPCR were resuspended and stored in Trizol at -80 °C until further purification with the Qiagen RNeasy kit (Cat #74104, Qiagen) according to the manufacturer’s instructions. Total RNA was quantified and 1 μg was converted into cDNA using Superscript II reverse transcriptase (Cat #18064014, ThermoFisher) and Oligo dT primers (Cat #18418020, ThermoFisher). RT-qPCR was performed using the below listed primer sets and 2xSYBR Green Master Mix (Cat #172570, Bio-Rad) in a Bio-Rad MyIQ iCycler. The cycling program used an initial denaturation for 3 m at 95 °C, followed by 40 cycles of the following: 95 °C for 15 s, 58 °C for 30 s, 72 °C for 30 s. Levels of the targeted gene expression were determined by comparison of the sample Ct values to standard curves of Ct vs. dose of the amplicon of interest, with normalization to *TATA binding protein* (*TBP*). The amplicons of each primer set for any target gene were validated by sequencing prior to these experiments. Primer sequences and GenBank accession numbers are: *CXCL1* (NM_008176. Fwd: GCTGGGATTCACCTCAAGAA, Rev: TGGGGACACCTTTTAGCATC), *CXCL2* (NM_009140. Fwd: AAGTCATAGCCATCTCAAGGG, Rev: CTTCCGTTGAGGGACAGCAG), *CXCL12* (NM_021704. Fwd: CTGCATCAGTGACGGTAAAC, Rev: TCCACTTTAATTTCGGGTCA), *TBP* (NM_013684. Fwd: GACCCACCAGCAGTTCAGTA, Rev: AAACACGTGGATAGGGAAGG).

### Cytospin

Skulls were obtained and prepared for single-cell suspension. The cells were then fixed, pelleted onto thin coverslips using funnel centrifugation (Cat #10-354, Fisher HealthCare), and imaged using a Zeiss 780 confocal microscope fitted with 10x objective.

### IFNAR-blocking assay

Anti-IFNAR (clone: MAR1-5A3, Cat # BE0241) and non-specific, IgG isotype control (clone: MOPC-21, Cat # BE0083) antibodies for repeated in vivo injections were purchased from BioXCell and diluted in *InVivo*Pure pH 7.0 Dilution Buffer (Cat # IP0070) to a concentration of 5 mg/mL. Mice were i.p. injected with 1 mg of antibody on day zero (d0), before the start of the defeat paradigm, and received 0.5 mg of antibody every third day thereafter, for a total of 5 injections per mouse. Defeats were done approximately 1-3 h after injections. LysM^+/*gfp*^ mice were ear-tagged and randomly assigned to one of three groups: HC+IgG, CSD+IgG, or CSD + IFNAR. WT mice were ear-tagged and randomly assigned to one of four groups: HC+IgG, HC + IFNAR, CSD+IgG, or CSD + IFNAR.

### Systemic neutrophil depletion

To further explore the mechanistic role of neutrophils in the response to chronic social defeat (CSD) stress, we first performed neutrophil depletion experiments using methods optimized for prolonged treatment^97^. Briefly, 8 mice were randomly assigned to either the HC or CSD group. 2 mice from each group were then randomly assigned again to either treatment (Ly6G antibody depletion) or control (IgG antibody) conditions, comprising 4 groups in total: HC+IgG, HC+Ly6G, CSD+IgG, CSD+Ly6G (*n* = 2 per group). Primary (1^o^) rat anti-mouse Ly6G antibody (clone: 1A8, Cat # BE0075, Bio X Cell) and 50 μg secondary (2^o^) anti-rat antibody (clone: MAR18.5, Cat # BE0122) were administered on alternating days for the treatment group, and an equivalent amount of IgG antibody (clone: 2A3, Cat # BE0089) was administered to control condition mice, according to the timeline shown in Fig. S26A. In this pilot we noted (but did not quantify) ear tag holes in both HC and CSD groups that became enlarged over time, indicating possible wound healing deficits. Using our rubric for assessing fight-related wounds in CSD animals (Table S12), we determined that neutrophil depletion significantly impaired wound healing of the typically minor injuries sustained during the CSD protocol (Fig. S26B). We also noted massive splenomegaly (>300 mg) in two Ly6G-treated mice (one HC, one CSD). Due to concerns about animal welfare, we ceased using this method for CSD experiments.

We pursued a modified neutrophil depletion protocol with shortened timeline for defeat exposure (Fig. S26C) and reduced dosage of antibody compared to that typically used^98–102^—i.e., 100 μg compared to 200 μg. 14 mice were randomly assigned to either CSD+saline (n = 6) or CSD+Ly6G conditions (n = 8). After 10 days of defeat, wound scores were similar between groups, but massive splenomegaly was again observed in the neutrophil-depleted animals (Fig. S26D, E). Discussion of these data with animal care staff led us to cease pursuit of these studies due to a combination of animal welfare concerns and uncertainty about experimental confounding, as any immunological or behavioral differences observed could have been driven by gross immune abnormalities related to acute splenomegaly rather than effects on meningeal neutrophils in neutrophil-depleted CSD mice.

### Statistics

Prism 9.0.2 and 10.0 (GraphPad Software, LLC) was used for statistical testing and graphing of univariate analyses. Normality and equal variance were assessed, and appropriate tests were conducted thereafter. For simple, two-group comparisons, two-tailed tests were used. Samples with non-equal variance were analyzed using a Mann-Whitney U test, whereas samples with equal variance were analyzed using a Student’s t test. In almost all instances, CSD-stressed mice failed to mark in the USM test; the behavioral output was thus better modeled statistically as a binary response (did or did not mark). We therefore used χ^2^ tests for univariate analyses of group in the USM test; posthoc testing was performed with the chisq.posthoc.test package in R, using the Benjamini-Hochberg method for multiple comparisons corrections. For multiple comparisons of normally distributed data, ordinary one- or two-way ANOVAs were used for analysis. When analyzing complete data from multiple tissues within the same mice, repeated measures with an interaction term were selected for the model; for data with missing values, Restricted Maximum Likelihood (REML) mixed-effects models were used. When a main effect was present, post-hoc analyses were conducted (Dunnett’s, Tukey’s, or Śídák, respectively). For multiple comparisons of non-parametric data, a Kruskal-Wallis test was used, and Dunn’s test for multiple corrections was run for post-hoc analysis. Univariate comparisons are summarized as the mean ± SEM and considered statistically significant at *p* < 0.05. No power calculations were performed at the outset of the experiment.

### Additional statistics

Prior to debatching and for univariate analyses of meningeal histology data, predictor variables were assessed for outliers (using Grubb’s test for outliers), skew, kurtosis, normality (using the Shapiro-Wilks test), and equal variance (using Bartlett’s test) in R version 4.3.0^103^. Increasingly strict transformations were applied to individual variables until normal distributions and assumptions of equal variance were met (in order from least stringent to most stringent transformations: square root, log_10,_ natural log). Ordinary least squares (OLS) regression was used to assess relationships between predictor variables (meningeal neutrophils, circulating white blood cell populations) and behavioral outcomes. Linear models were constructed in R with the following formula: [dependent variable] ~ [continuous predictor] + batch. Model fit was assessed via quantile-quantile plots and by examination of residual distributions. For multivariate analysis of USM, a generalized linear model was constructed with binomial family selection according to the formula USM_binary ~ [continuous predictor] + batch. Model fit was assessed via quantile-quantile plot. Coefficient estimates of the models were plotted using dotwhisker::dwplot in R^104^. The mixed linear regressions were treated as exploratory; thus, unadjusted *p* values are presented in the Figures. However, For mixed linear regressions, Benjamini-Hochberg (FDR) corrections were performed to control the type I error rate; unadjusted p values are presented in Tables S1–S4.

Linear regression was used to assess wounding as a predictor for immune cell populations according to the formula [cell population] ~ [wound score]. To assess relationships between immune cells in different tissues, a Pearson correlation matrix was first generated with the function Hmisc::rcorr. Unsupervised hierarchical clustering was then performed using the Lance-Williams dissimilarity formula (“hclust” in R base stats) and the gplots::heatmap.2 function for plotting. The unsupervised clustering order for neutrophils was used to force clustering of monocytes and lymphocytes. Bonferroni corrections were applied to control the type I error rate; significant surviving associations were added to the heatmap manually, indicated with an asterisk.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

Source Data for Supplementary Files

## Data Availability

Single cell sequencing data generated in this study have been deposited in the GEO database under accession code GSE301684. Publicly available single cell sequencing data analyzed in this study are available online under accession codes GSE192616 and GSE109467. Microarray data analyzed in this study have been deposited in the GEO database under accession code GSE275966. Other data generated in this study are provided in the Source Data and Supplementary Source Data files provided with this paper. Source data are provided with this paper.

# Supplementary material for: Chronic social defeat stress induces meningeal neutrophilia via type I interferon signaling in male mice
**Source:** Nat Commun. 2025 Sep 1;16:8153. doi: 10.1038/s41467-025-62840-5
**Supplement:** Supplementary file 1 — Supplemental Information

**Chronic social defeat stress induces meningeal neutrophilia via type I interferon signaling in male mice.**

**Authors:** Stacey L. Kigar<sup>1,2,3\*†</sup>, Mary-Ellen Lynall<sup>3,4†</sup>, Allison E. DePuyt<sup>1</sup>, Robert Atkinson<sup>1</sup>, Virginia H. Sun<sup>1</sup>, Joshua D. Samuels<sup>1</sup>, Nicole E. Eassa<sup>1</sup>, Chelsie N. Poffenberger<sup>1</sup>, Michael L. Lehmann<sup>1</sup>, Samuel J. Listwak<sup>1</sup>, Ferenc Livak<sup>5</sup>, Abdel G. Elkahouloun<sup>6</sup>, Menna R. Clatworthy<sup>4,7</sup>, Edward T. Bullmore<sup>3</sup>, Miles Herkenham<sup>1</sup>

<sup>†</sup>Indicates equal contribution

**Table S1: Association between tissue-specific neutrophil populations and urine scent marking (USM)-related anhedonia in wild type mice.** Statistics from mixed generalized linear regression modeling with maximum likelihood estimation (MLE). Variables fitted to model according to the following formula: USM (marking, yes or no) ~ neutrophil population + cohort, family = binomial. NPs = neutrophils. \* $p < 0.05$ , \*\* $p < 0.01$ . ( $n_{HC} = 16$  mice,  $n_{CSD} = 17$  mice. N=5 experiments). Accompanies **Figure 2**. Source data are provided as a Supplemental Source Data file.

**Table S2: Association between tissue-specific neutrophil populations and social interaction (SI)-related anhedonia behavior in wild type mice.** Statistics from mixed linear modeling with ordinary least squares (OLS) regression. Variables fitted to model according to the following formula: social approaches ~ neutrophil population + cohort. NPs = neutrophils. \* $p < 0.05$ . ( $n_{HC} = 22$  mice,  $n_{CSD} = 26$  mice. N=10 experiments). Accompanies **Figure 2**. Source data are provided as a Supplemental Source Data file.

**Table S3: Associations between tissue-specific neutrophil populations and open field (OF)-related anxiety-like behavior in wild type mice.** Statistics from mixed linear modeling with ordinary least squares (OLS) regression. Variables fitted to model according to the following formula: novel arena exploration ~ neutrophil population + cohort. NPs = neutrophils. \* $p < 0.05$ , \*\* $p < 0.01$ . ( $n_{HC} = 21$  mice,  $n_{CSD} = 23$  mice. N=9 experiments). Accompanies **Figure 2**. Source data are provided as a Supplemental Source Data file.

**Table S4: Associations between tissue-specific neutrophil populations and light dark (LD)-related anxiety-like behavior in wild type mice.** Statistics from mixed linear modeling with ordinary least squares (OLS) regression. Variables fitted to model according to the following formula: crosses to light ~ neutrophil population + cohort. NPs = neutrophils. \* $p < 0.05$ . ( $n_{HC} = 15$  mice,  $n_{CSD} = 17$  mice. N=7 experiments). Accompanies **Figure 2**. Source data are provided as a Supplemental Source Data file.

**Table S5: Exposure to chronic, but not acute, defeat increases meningeal neutrophil levels in wild type mice.** Holm-Šidák's multiple comparisons test following 1-way ANOVA, comparing HC with samples collected from animals given varying numbers of days of defeat. n1/2 refer to individual mice. Accompanies **Figure 3A**. CSD = chronic social defeat (14 days), HC = home cage. Source data are provided as a Supplemental Source Data file.

**Table S6: Exposure to acute and chronic defeat increases blood neutrophil levels in wild type mice.** Holm-Šidák's multiple comparisons test following 1-way ANOVA, comparing HC with samples collected from animals given varying numbers of days of defeat. n1/2 refer to individual mice. Accompanies **Figure 3A**. CSD = chronic social defeat (14 days), HC = home cage. Source data are provided as a Supplemental Source Data file.

**Table S7: Meningeal neutrophil levels remain elevated for at least 24 h following cessation of CSD.** Holm-Šídák's multiple comparisons test following 1-way ANOVA, comparing HC with samples collected from animals given varying amounts of time to recover from CSD (14 days of stress). NB: HC and CSD mice are the same as those shown in **Tables S5-6**. n1/2 refer to individual mice. Accompanies **Figure 3B**. CSD = chronic social defeat (14 days), HC = home cage. Source data are provided as a Supplemental Source Data file.

**Table S8: Blood neutrophil levels remain elevated for at least 4 h following cessation of CSD.** Holm-Šídák's multiple comparisons test following 1-way ANOVA, comparing HC with samples collected from animals given varying amounts of time to recover from CSD (14 days of stress). NB: HC and CSD mice are the same as those shown in **Tables S5-6**. n1/2 refer to individual mice. Accompanies **Figure 3B**. CSD = chronic social defeat (14 days), HC = home cage. Source data are provided as a Supplemental Source Data file.

**Table S9: Tissue-wide increase in neutrophils following CSD.** Šídák's multiple comparisons test following Mixed-effects analysis (REML), comparing HC with CSD in different tissue sample collected from the same animals. n values refer to individual mice. Accompanies **Figure 5A**. CSD = chronic social defeat, HC = home cage. Source data are provided as a Supplemental Source Data file.

**Table S10: Pearson correlations for neutrophil levels in different tissues.** Diagonal delineates p values and correlation coefficients. Bottom left triangle shows Bonferroni-corrected p values. Top right triangle shows correlation coefficients. Accompanies **Figure 5B**. See **Table S9** for n values. Source data are provided as a Supplemental Source Data file.

**Table S11: Neutrophil elevation following CSD is halted with IFNAR antibody treatment in WT mice.** Tukey's multiple comparisons test following 2-way ANOVA. n values refer to individual mice. Accompanies **Figure 8F**. CSD = chronic social defeat, HC = home cage, IFNAR = interferon alpha type I receptor, IgG = immunoglobulin G. Source data are provided as a Supplemental Source Data file.

**Table S12: Criteria for assessing fight-related wounding.**

118

119 **Table S13:** List of antibodies used for flow cytometry studies.

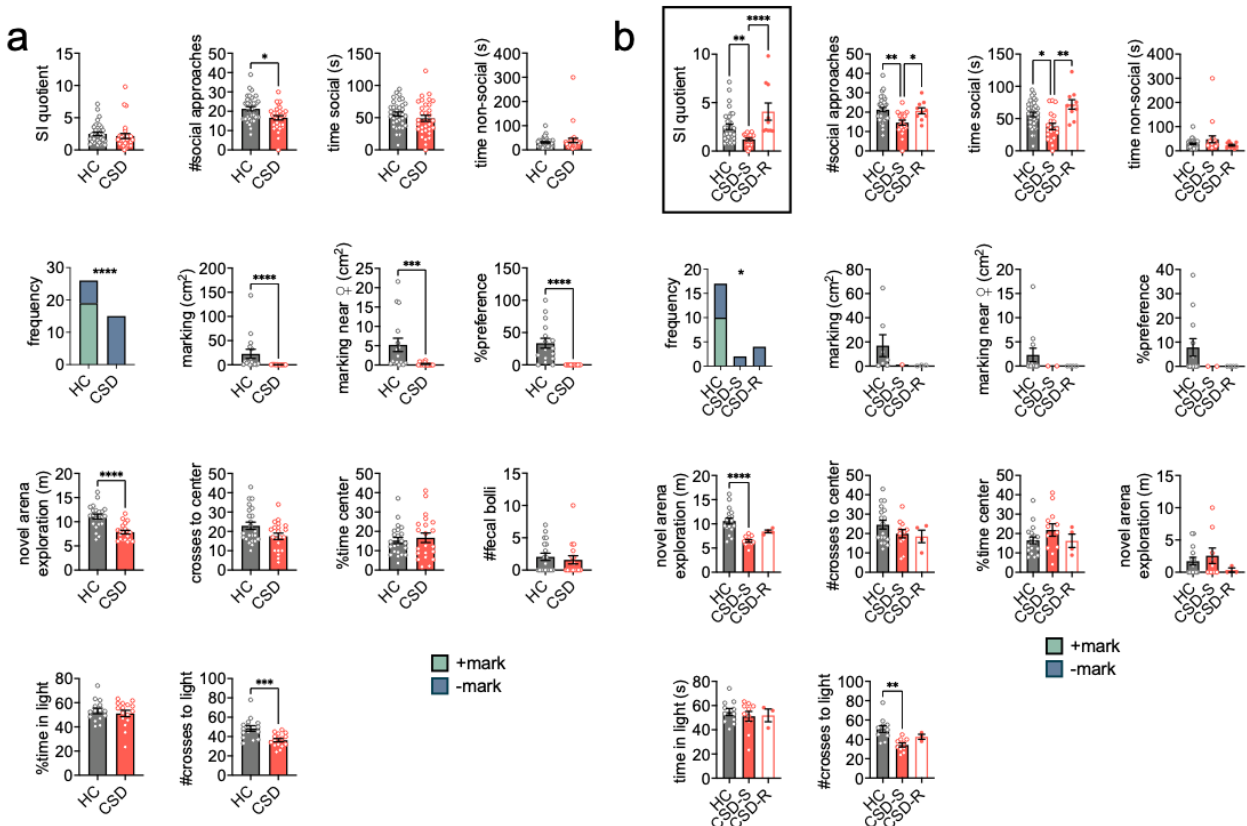

**Figure S1:** Behavioral testing in C57BL/6J mice following chronic social defeat (CSD) stress shows expected phenotype (NB: these animals were used for flow cytometry analyses shown in **Figures 1F-H & S3-4**). Behavioral testing began after 10 days of defeat stress; results are shown with all CSD animals combined (**a**), or with CSD animals stratified into susceptible vs resilient based on their performance in the social interaction (SI) test (**b**). *Top row:* For the SI test—which assesses social anhedonia as a depressive-like phenotype—SI quotient was calculated based on time spent engaging with the social stimulus divided by time spent engaging with the non-social stimulus (see **Figure 1C** for visualization). **a** Mann Whitney test:  $p=0.075$ ,  $U=378$ .  $n_{HC}=34$ ,  $n_{CSD}=30$ . **b** Kruskal-Wallis test: \*\*\*\* $P<0.0001$ ,  $H=21$ ; Dunn's post-hoc: \*\* $p_{HCvCSD-S}=0.0013$ ,  $Z_{HCvCSD-S}=3.5$ ; \*\*\*\* $p_{CSD-SvCSD-R}<0.0001$ ,  $Z_{CSD-SvCSD-R}=4.2$ .  $n_{HC}=34$ ,  $n_{CSD-S}=20$ ,  $n_{CSD-R}=10$ . Social approaches represent the number of times the test mouse approached the social stimulus for sniffing. **a** See **Figure 1C**. **b** Kruskal-Wallis test: \*\* $P=0.0023$ ,  $H=12$ ; Dunn's post-hoc: \*\* $p_{HCvCSD-S}=0.0025$ ,  $Z_{HCvCSD-S}=3.3$ ; \* $p_{CSD-SvCSD-R}=0.047$ ,  $Z_{CSD-SvCSD-R}=2.4$ .  $n_{HC}=34$ ,  $n_{CSD-S}=20$ ,  $n_{CSD-R}=10$ . Time spent engaging with the social stimulus [in (**b**), Kruskal-Wallis test: \*\*\* $P=0.0007$ ,  $H=14.6$ ; Dunn's post-hoc: \* $p_{HCvCSD-S}=0.012$ ,  $Z_{HCvCSD-S}=2.9$ ; \*\* $p_{CSD-SvCSD-R}=0.0012$ ,  $Z_{CSD-SvCSD-R}=3.6$ .  $n_{HC}=34$ ,  $n_{CSD-S}=20$ ,  $n_{CSD-R}=10$ ) and with the non-social stimulus, which comprise the SI quotient, are next. *Second row:* The urine scent marking (USM) task was used to assess sexual anhedonia, or depressive-like behavior; marking indicates engagement with a hedonic (i.e., female scent) stimulus. Data were stratified by task response—marking (+mark), or no marks present (-mark—see **Figure 1B**). **a** Fisher's exact test, \*\*\*\* $p<0.0001$ .  $n_{HC}=26$ ,  $n_{CSD}=15$ . **b** Fisher's exact test, \* $p=0.041$ .  $n_{HC}=17$ ,  $n_{CSD-S}=2$ ,  $n_{CSD-R}=4$ . Total area for test subject urine marking is shown [(**a**) Mann Whitney test: \*\*\*\* $p<0.0001$ ,  $U=14.5$ .  $n_{HC}=16$ ,  $n_{CSD}=13$ ], along with marks made in close proximity to the female scent [(**a**) Mann Whitney test: \*\*\* $p=0.0005$ ,  $U=29$ .  $n_{HC}=16$ ,  $n_{CSD}=13$ ], %Preference indicates preference for female scent, which is derived by dividing the marking area near the female urine spot by total marking area (**Figure 1B**). *Third*

row: The open field (OF) test was used to assess anxiety-like behavior (more willingness to explore the novel arena indicates less anxiousness). **a)** See **Figure 1D**. **b)** Kruskal-Wallis test: \*\*\*\* $P < 0.0001$ ,  $H = 20$ ; Dunn's post-hoc: \*\*\*\* $p_{\text{HCvCSD-S}} < 0.0001$ ,  $Z_{\text{HCvCSD-S}} = 4.5$ .  $n_{\text{HC}} = 18$ ,  $n_{\text{CSD-S}} = 12$ ,  $n_{\text{CSD-R}} = 4$ ). We also tracked crosses into the center of the arena, time spent in the center of the arena, and number of fecal bolli as a crude proxy for stress, though these were not significant. *Bottom row:* The light/dark (LD) box assesses anxiety-like behavior—time spent exploring a brightly lit area as opposed to a covered dark space is quantified. Additionally, the number of crosses made from the dark side to the light side shows significant differences between groups: **a)** See **Figure 1E**. **b)** Kruskal-Wallis test: \*\* $P = 0.0033$ ,  $H = 11.4$ ; Dunn's post-hoc: \*\* $p_{\text{HCvCSD-S}} = 0.0022$ ,  $Z_{\text{HCvCSD-S}} = 3.4$ .  $n_{\text{HC}} = 11$ ,  $n_{\text{CSD-S}} = 10$ ,  $n_{\text{CSD-R}} = 3$ ). Data points represent individual mice. All tests were two-tailed. Data shown as mean  $\pm$  SEM. Source data are provided as a Supplemental Source Data file.

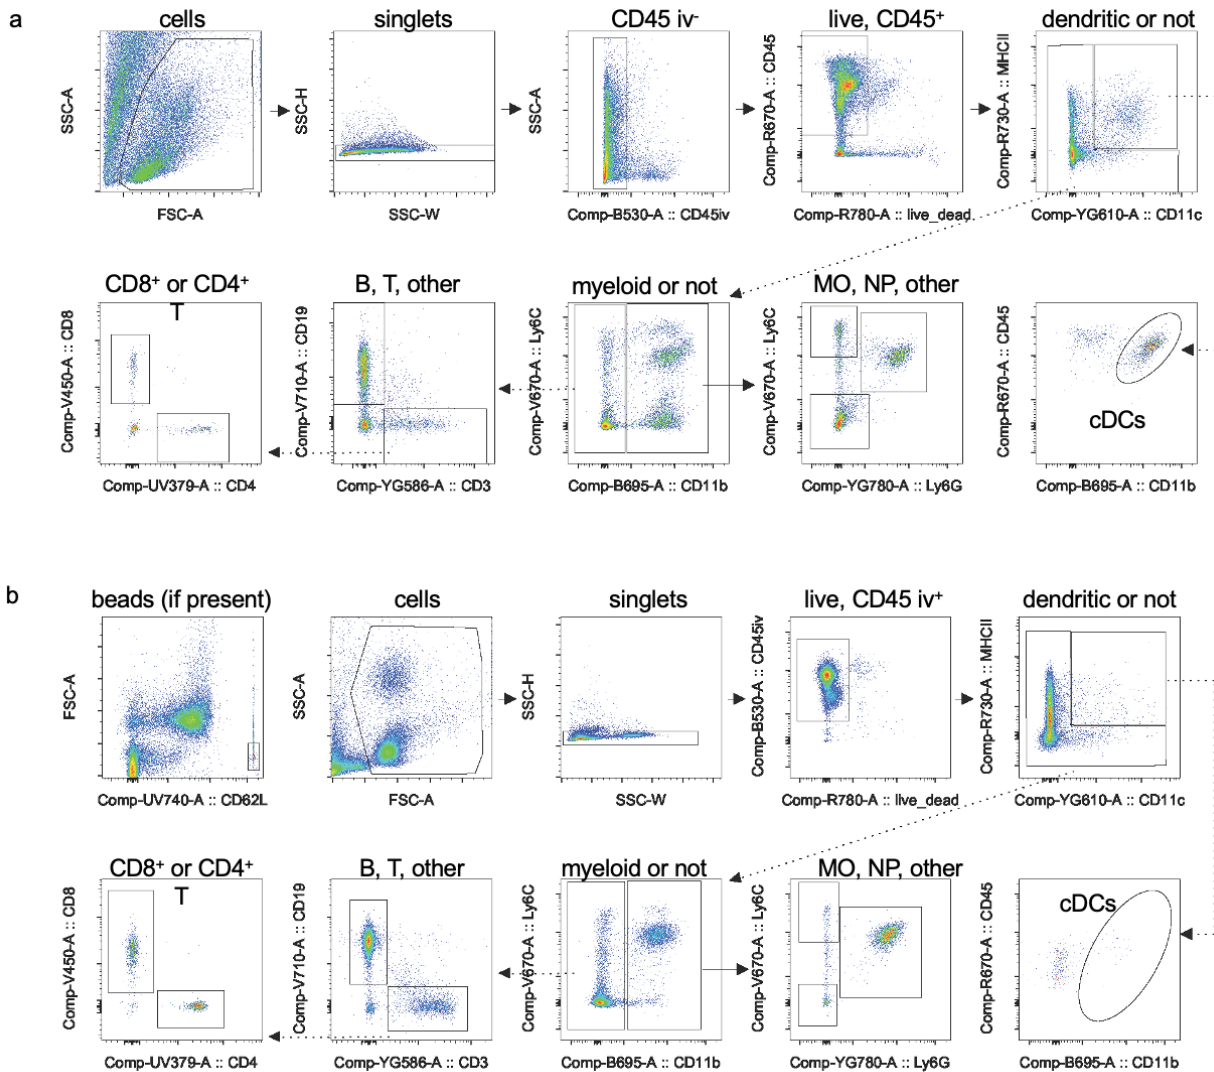

**Figure S2:** Full gating strategies for meninges and blood samples in C57BL/6J mice. **a)** Full gating strategy for meningeal tissue. Intravenous injection of a fluorescently labeled CD45 antibody prior to tissue harvest permitted differentiation of blood-exposed cells, e.g. due to imperfections in perfusion, fenestrated dural blood vessels permitting dye exposure, or persistent adherence to vascular lumen after perfusion. We assumed the resulting CD45iv population was enriched for leptomeningeal WBCs. To obtain absolute numbers of meningeal cells in a subset of samples, great care was taken to run the entire sample to completion. **b)** Full gating strategy for blood. To obtain absolute cell numbers in a subset of samples, CountBrite counting beads (ThermoFisher, catalog #C36950) were added just prior to data acquisition on a flow cytometer. HC = home cage, CSD = chronic social defeat stress, MO = monocyte, NP = neutrophil, cDCs = conventional dendritic cells.

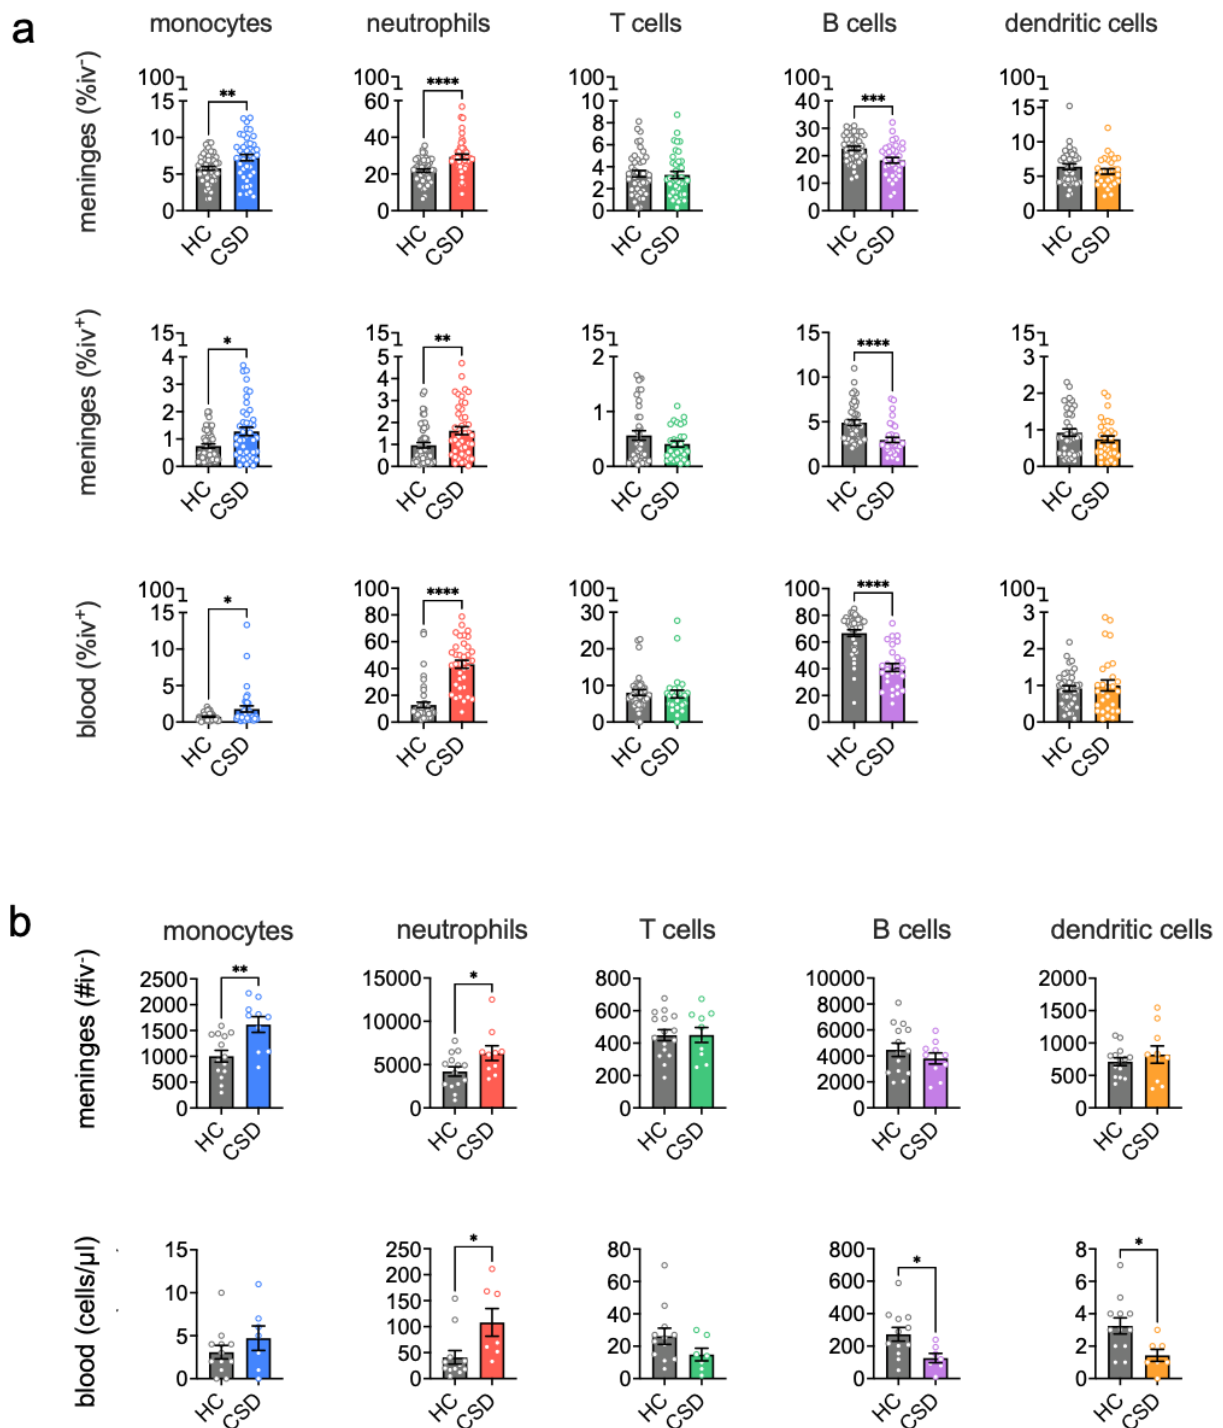

**Figure S3:** Chronic stress has multifactorial effects on immune cell subsets in different tissues. Note that these data are the same sample preparations presented in **Figure 1F-H**. Neutrophil data is shown to facilitate comparisons. **a** *Top:* iv<sup>-</sup> meningeal tissue results (proportion relative to total live CD45<sup>+</sup> cells). CSD causes an increase in iv<sup>-</sup> meningeal monocytes (Mann Whitney test: \*\* $p=0.0042$ ,  $U=758$ ,  $n_{HC}=52$ ,  $n_{CSD}=44$ ) and a decrease in iv<sup>-</sup> B cells (Unpaired t test: \*\*\* $p=0.0009$ ,  $t=3.5$ ,  $df=77$ ,  $n_{HC}=44$ ,  $n_{CSD}=35$ ). *Middle:* iv<sup>+</sup> meningeal tissue results (proportion

relative to total live CD45<sup>+</sup> cells). CSD causes an increase in iv<sup>+</sup> meningeal monocytes (Mann Whitney test: \* $p=0.012$ ,  $U=803$ ) and a decrease in iv<sup>+</sup> B cells (Unpaired t test: \*\*\*\* $p<0.0001$ ,  $t=4.3$ ,  $df=77$ ). *Bottom*: results from peripheral blood samples (proportion relative to total live CD45<sup>+</sup> cells). Monocyte levels are increased after CSD stress (Mann Whitney test: \* $p=0.044$ ,  $U=647$ ,  $n_{HC}=47$ ,  $n_{CSD}=37$ ). Blood B cell levels are decreased after CSD stress (Unpaired t test: \*\*\*\* $p<0.0001$ ,  $t=6.7$ ,  $df=65$ ,  $n_{HC}=39$ ,  $n_{CSD}=28$ ); a subset of these animals was used to generate data reported previously<sup>1</sup>. **b**) For a subset of the samples in **(a)**, absolute cell count information was available. *Top*: iv<sup>-</sup> meningeal tissue results. Consistently with **(a)**, iv<sup>-</sup> meningeal monocyte levels were elevated (Unpaired t test: \*\* $p=0.0031$ ,  $t=3.3$ ,  $df=22$ ,  $n_{HC}=14$ ,  $n_{CSD}=10$ ). *Bottom*: peripheral blood samples. While we did not detect an absolute decrease in meningeal B cells, we did detect the expected decrease in blood B cells (Unpaired t test: \* $p=0.026$ ,  $t=2.4$ ,  $df=17$ ;  $n_{HC}=12$ ,  $n_{CSD}=7$ ). There was also a decrease in blood dendritic cells (Unpaired t test: \* $p=0.020$ ,  $t=2.6$ ,  $df=17$ ;  $n_{HC}=12$ ,  $n_{CSD}=7$ ). Data points represent individual mice. All tests were two-tailed. HC = home cage, CSD = chronic social defeat stress. Data shown as mean±SEM. Source data are provided as a Supplemental Source Data file.

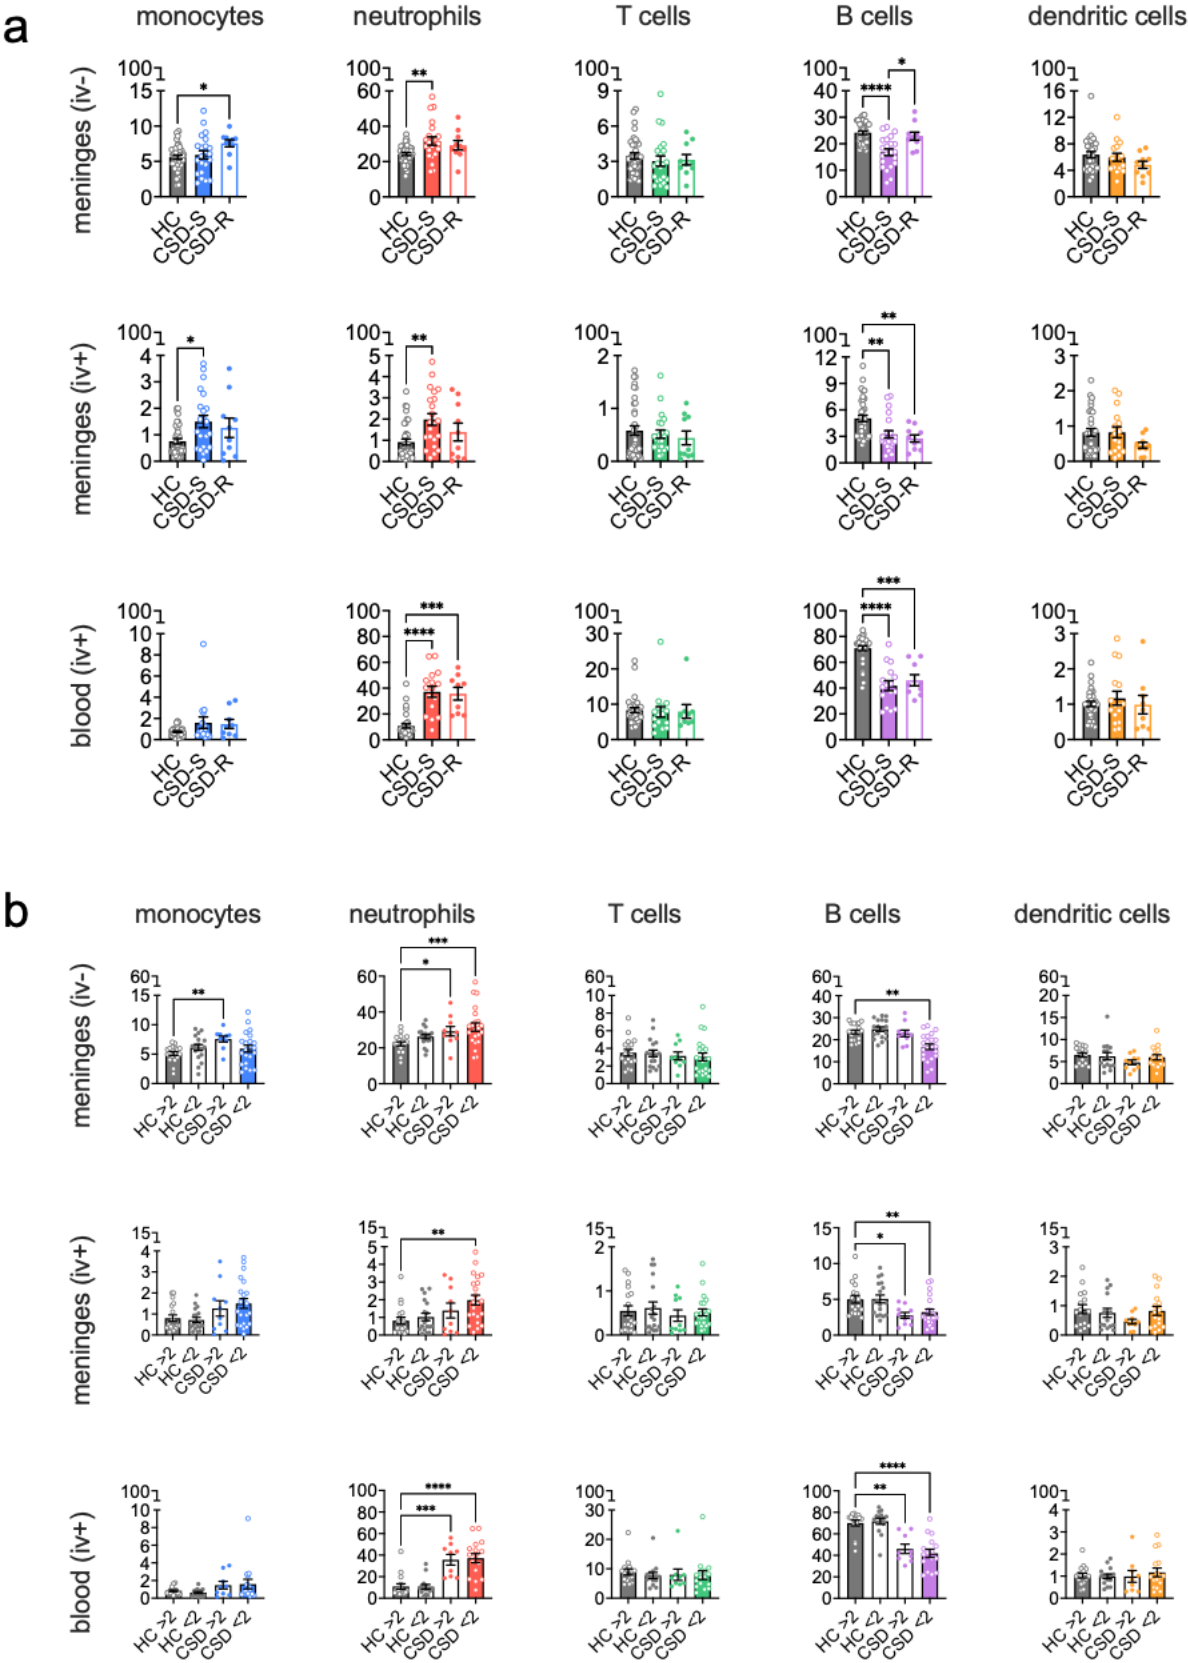

**Figure S4:** Stratifying mice into 'susceptible' (CSD-S) vs 'resilient' (CSD-R) has no effect on flow cytometry results shown in **Figure S3**. **a) Top:** iv<sup>+</sup> meningeal tissue results (proportion relative to total live CD45<sup>+</sup> cells). Increased monocytes (Kruskal-Wallis test:  $*P=0.025$ ,  $H=7.4$ ; Dunn's post-hoc:  $*p_{\text{HCvCSD-R}}=0.023$ ,  $Z_{\text{HCvCSD-R}}=2.7$ ). Increased neutrophils (Kruskal-Wallis test:  $*P=0.011$ ,  $H=9.1$ ; Dunn's post-hoc:  $*p_{\text{HCvCSD-S}}=0.015$ ,  $Z_{\text{HCvCSD-S}}=2.8$ ). Reduced B cells (Kruskal-Wallis test:  $****P<0.0001$ ,  $H=24$ ; Dunn's post-hoc:  $****p_{\text{HCvCSD-S}}<0.0001$ ,  $Z_{\text{HCvCSD-S}}=4.8$ ;  $*p_{\text{HCvCSD-R}}=0.012$ ,  $Z_{\text{HCvCSD-R}}=2.9$ ).  $n_{\text{HC}}=34$ ,  $n_{\text{CSD-S}}=20$ ,  $n_{\text{CSD-R}}=10$ . **Middle:** iv<sup>+</sup> meningeal tissue results (proportion relative to total live CD45<sup>+</sup> cells). Increased monocytes (Kruskal-Wallis test:  $*P=0.038$ ,  $H=6.6$ ; Dunn's post-hoc:  $*p_{\text{HCvCSD-S}}=0.035$ ,  $Z_{\text{HCvCSD-S}}=2.5$ ). Increased neutrophils (Kruskal-Wallis test:  $*P=0.010$ ,  $H=9.2$ ; Dunn's post-hoc:  $**p_{\text{HCvCSD-S}}=0.0073$ ,  $Z_{\text{HCvCSD-S}}=3.0$ ). Reduced B cells (Kruskal-Wallis test:  $***P=0.0004$ ,  $H=16$ ; Dunn's post-hoc:  $**p_{\text{HCvCSD-S}}=0.0015$ ,  $Z_{\text{HCvCSD-S}}=3.5$ ;  $*p_{\text{HCvCSD-R}}=0.014$ ,  $Z_{\text{HCvCSD-R}}=2.8$ ).  $n_{\text{HC}}=34$ ,  $n_{\text{CSD-S}}=20$ ,  $n_{\text{CSD-R}}=10$ . **Bottom:** peripheral blood results (proportion relative to total live CD45<sup>+</sup> cells). Increased neutrophils (Kruskal-Wallis test:  $****P<0.0001$ ,  $H=29$ ; Dunn's post-hoc:  $****p_{\text{HCvCSD-S}}<0.0001$ ,  $Z_{\text{HCvCSD-S}}=4.6$ ;  $***p_{\text{HCvCSD-R}}=0.0003$ ,  $Z_{\text{HCvCSD-R}}=3.9$ ). Reduced B cells (Kruskal-Wallis test:  $****P<0.0001$ ,  $H=30$ ; Dunn's post-hoc:  $****p_{\text{HCvCSD-S}}<0.0001$ ,  $Z_{\text{HCvCSD-S}}=4.9$ ;  $***p_{\text{HCvCSD-R}}=0.0007$ ,  $Z_{\text{HCvCSD-R}}=3.7$ ).  $n_{\text{HC}}=29$ ,  $n_{\text{CSD-S}}=14$ ,  $n_{\text{CSD-R}}=9$ . **b) Additional stratification of HC animals into those with SI>2 or SI<2. Top:** iv<sup>+</sup> meningeal tissue results (proportion relative to total live CD45<sup>+</sup> cells). Increased monocytes (Kruskal-Wallis test:  $*P=0.013$ ,  $H=11$ ; Dunn's post-hoc:  $**p_{\text{HC>2vCSD>2}}=0.0035$ ,  $Z_{\text{HC>2vCSD>2}}=3.2$ ). Increased neutrophils (Kruskal-Wallis test:  $**P=0.0018$ ,  $H=15$ ; Dunn's post-hoc:  $*p_{\text{HC>2vCSD>2}}=0.025$ ,  $Z_{\text{HC>2vCSD>2}}=2.6$ ;  $***p_{\text{HC>2vCSD<2}}=0.0006$ ,  $Z_{\text{HC>2vCSD<2}}=3.7$ ). Reduced B cells (Kruskal-Wallis test:  $***P=0.0001$ ,  $H=21$ ; Dunn's post-hoc:  $**p_{\text{HC>2vCSD<2}}=0.0020$ ,  $Z_{\text{HC>2vCSD<2}}=3.4$ ).  $n_{\text{HC>2}}=18$ ,  $n_{\text{HC<2}}=18$ ,  $n_{\text{CSD>2}}=10$ ,  $n_{\text{CSD<2}}=22$ . **Middle:** iv<sup>+</sup> meningeal tissue results (proportion relative to total live CD45<sup>+</sup> cells). Increased neutrophils (Kruskal-Wallis test:  $*P=0.013$ ,  $H=11$ ; Dunn's post-hoc:  $**p_{\text{HC>2vCSD<2}}=0.0063$ ,  $Z_{\text{HC>2vCSD<2}}=3.1$ ). Reduced B cells (Kruskal-Wallis test:  $***P=0.0009$ ,  $H=16$ ; Dunn's post-hoc:  $*p_{\text{HC>2vCSD>2}}=0.017$ ,  $Z_{\text{HC>2vCSD>2}}=2.8$ ;  $**p_{\text{HC>2vCSD<2}}=0.0069$ ,  $Z_{\text{HC>2vCSD<2}}=3.0$ ).  $n_{\text{HC>2}}=18$ ,  $n_{\text{HC<2}}=18$ ,  $n_{\text{CSD>2}}=10$ ,  $n_{\text{CSD<2}}=22$ . **Bottom:** peripheral blood results (proportion relative to total live CD45<sup>+</sup> cells). Increased neutrophils (Kruskal-Wallis test:  $****P<0.0001$ ,  $H=30$ ; Dunn's post-hoc:  $***p_{\text{HC>2vCSD>2}}=0.0007$ ,  $Z_{\text{HC>2vCSD>2}}=3.7$ ;  $****p_{\text{HC>2vCSD<2}}<0.0001$ ,  $Z_{\text{HC>2vCSD<2}}=4.3$ ). Reduced B cells (Kruskal-Wallis test:  $****P<0.0001$ ,  $H=31$ ; Dunn's post-hoc:  $**p_{\text{HC>2vCSD>2}}=0.0030$ ,  $Z_{\text{HC>2vCSD>2}}=3.3$ ;  $****p_{\text{HC>2vCSD<2}}<0.0001$ ,  $Z_{\text{HC>2vCSD<2}}=4.2$ ).  $n_{\text{HC>2}}=16$ ,  $n_{\text{HC<2}}=15$ ,  $n_{\text{CSD>2}}=9$ ,  $n_{\text{CSD<2}}=16$ . Data shown as mean±SEM. Data points represent individual mice. HC = home cage, CSD = chronic social defeat stress. Source data are provided as a Supplemental Source Data file.

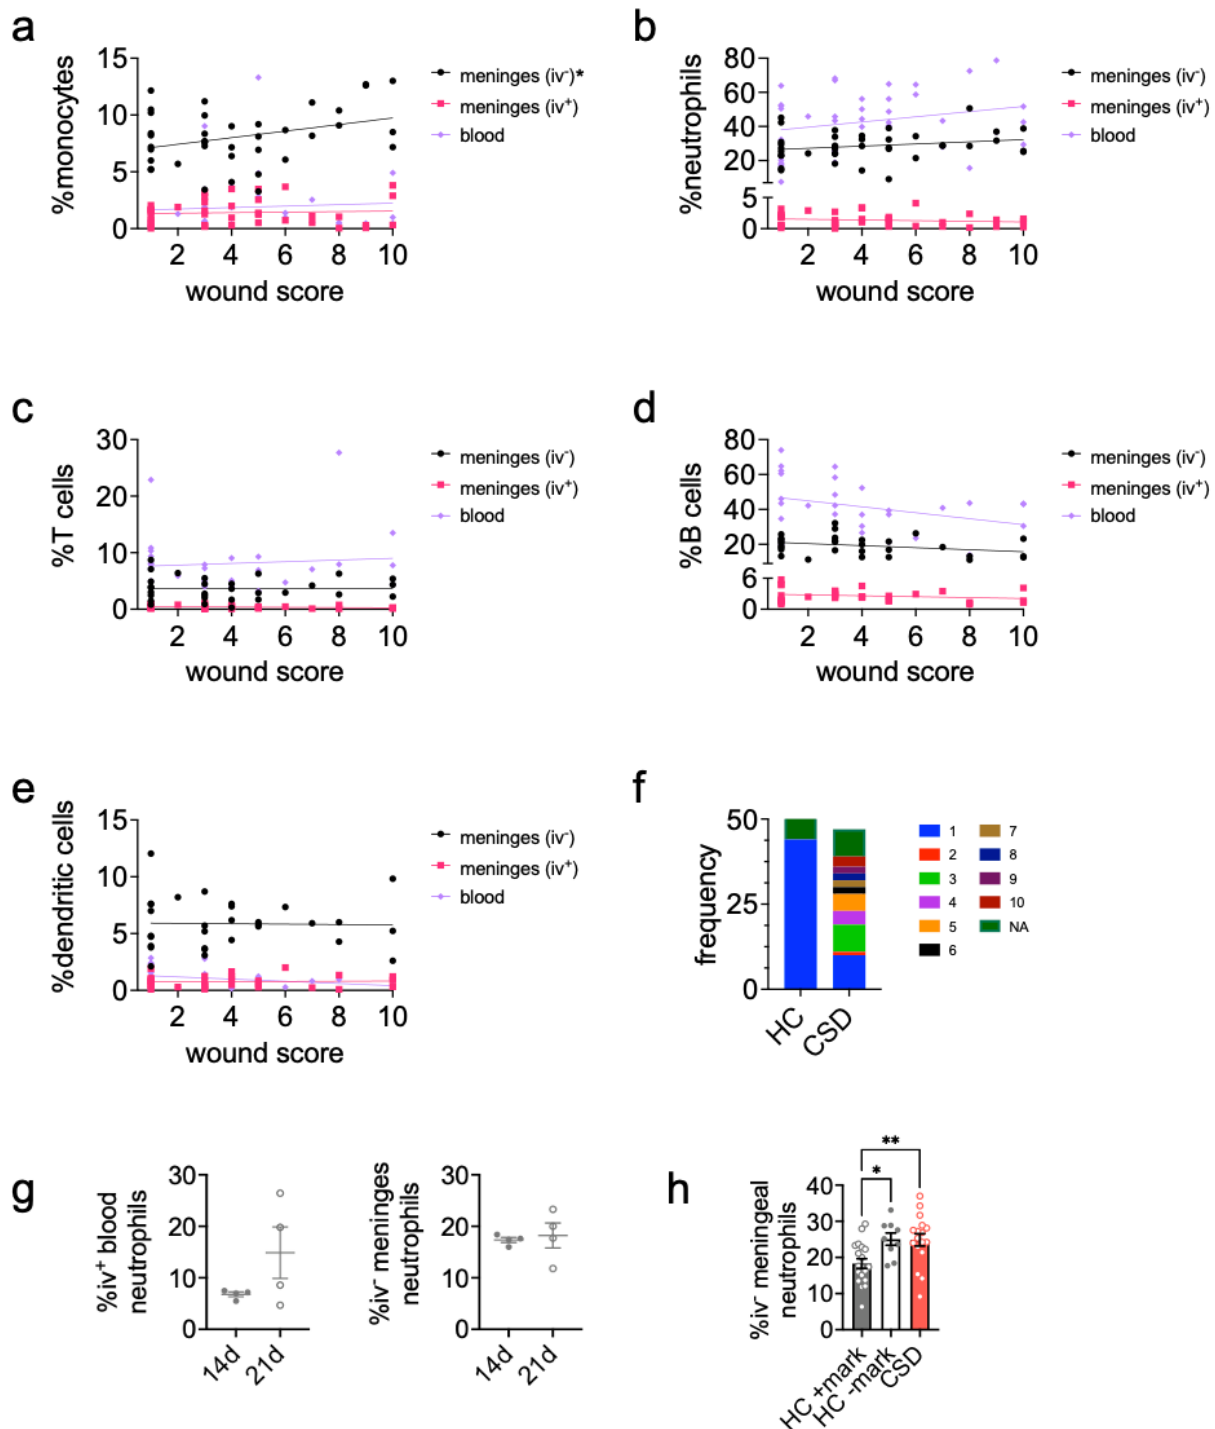

**Figure S5:** No relationships between neutrophils and wounding scores in CSD mice. However, wounding severity was associated with iv<sup>-</sup> meningeal monocyte levels. HC mice were excluded from this analysis as the distribution of their wound scores at 1 skews the analysis. **a)** *Monocytes*. iv<sup>-</sup> meningeal:  $\beta=0.30$ , Std error=0.14,  $*p=0.034$ ,  $n=37$ ; iv<sup>+</sup> meningeal:  $\beta=0.0068$ , Std error=0.064,  $p=0.92$ ,  $n=37$ ; blood:  $\beta=0.054$ , Std error=0.15,  $p=0.73$ ,  $n=36$ . **b)** *Neutrophils*. iv<sup>-</sup> meningeal:  $\beta=0.63$ , Std error=0.47,  $p=0.19$ ,  $n=39$ ; iv<sup>+</sup> meningeal:  $\beta=0.0068$ , Std error=0.47,  $p=0.37$ ,  $n=39$ ; blood:  $\beta=1.5$ , Std error=0.99,  $p=0.13$ ,  $n=38$ . **c)** *T cells*. iv<sup>-</sup> meningeal:  $\beta=0.600$ ,

Std error=0.13,  $p=0.98$ ,  $n=30$ ; iv<sup>+</sup> meningeal:  $\beta=-0.024$ , Std error=0.019,  $p=0.21$ ,  $n=30$ ; blood:  $\beta=0.15$ , Std error=0.36,  $p=0.68$ ,  $n=29$ . **d) B cells.** iv<sup>-</sup> meningeal:  $\beta=-0.59$ , Std error=0.33,  $p=0.090$ ,  $n=30$ ; iv<sup>+</sup> meningeal:  $\beta=-0.088$ , Std error=0.078,  $p=0.27$ ,  $n=30$ ; blood:  $\beta=-1.7$ , Std error=0.92,  $p=0.074$ ,  $n=29$ . **e) Dendritic cells.** iv<sup>-</sup> meningeal:  $\beta=-0.017$ , Std error=0.14,  $p=0.090$ ,  $n=30$ ; iv<sup>+</sup> meningeal:  $\beta=0.0089$ , Std error=0.034,  $p=0.79$ ,  $n=30$ ; blood:  $\beta=-0.096$ , Std error=0.047,  $p=0.051$ ,  $n=29$ . **f) Distribution of wound scores across both groups.** **g) Flow cytometry data from mice that arrived in our colony on the same day but were sacrificed a week apart (14 days post-delivery from Jackson Labs vs. 21 days).** Critically, for iv<sup>-</sup> meningeal neutrophils there are no significant differences between mice housed in our facility for 14 days vs 21 days—though there is indeed more variation in blood neutrophils for HC mice at the 21 day time point, potentially underscoring the non-specific nature of the blood (compared to meningeal) neutrophils as a read-out for response ( $n = 4$  per group; two-tailed tests run) **h) HC mice that are ‘anhedonic’, i.e., do not show preference for female in the USM task, have elevated levels of neutrophils in the absence of other stressors (1-way ANOVA,  $**p=0.0040$ ,  $F_{(2,42)}=6.31$ . Dunnett’s post-hoc test:  $*p_{\text{HC+mark}/\text{HC-mark}}=0.019$ ,  $q_{\text{HC+mark}/\text{HC-mark}}=2.7$ ;  $**p_{\text{HC+mark}/\text{CSD}}=0.0055$ ,  $q_{\text{HC+mark}/\text{CSD}}=3.2$ ;  $n_{\text{HC+mark}}=19$ ,  $n_{\text{HC-mark}}=9$ ,  $n_{\text{CSD}}=17$ ). Uncorrected p values for (a-e). Data points represent individual mice. HC = home cage, CSD = chronic social defeat stress, NA = not assessed. Data in (g,h) shown as mean $\pm$ SEM. Source data are provided as a Supplemental Source Data file.**

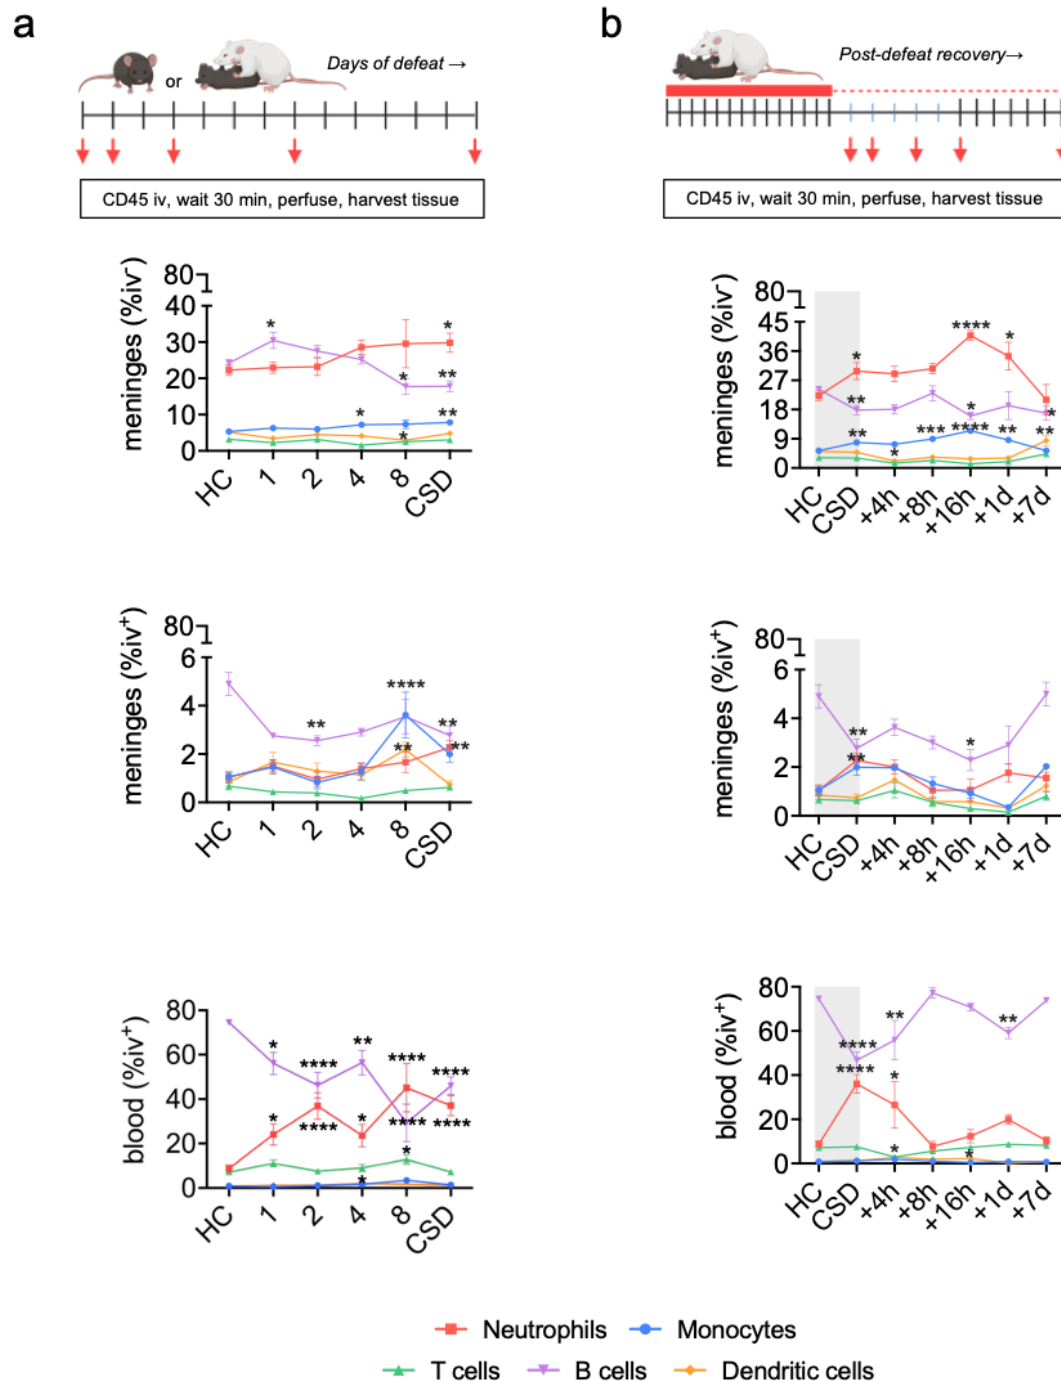

**Figure S6:** Chronic and acute stress, as well as recovery from CSD, cause tissue-specific immune cell fluctuations over time. Note that these data are the same sample preparations presented in **Figure 3**. **a) Top:** Schematic of acute vs chronic stress study; red arrows indicate time points in days at which mice were killed and tissue was harvested. **Bottom:** Visualization of different immune cell populations in iv<sup>-</sup> meninges, iv<sup>+</sup> meninges, and blood following increasing exposure to social defeat stress (subscript indicates days of defeat: n<sub>HC</sub> = 8; n<sub>1</sub> = 7; n<sub>2</sub> = 7; n<sub>4</sub> = 9; n<sub>8</sub> = 4; n<sub>CSD</sub> = 10). **b) Top:** Schematic of post-CSD recovery study; red arrows indicate time points in hours (blue ticks) or days (black ticks) at which mice were killed and tissue was

272 harvested. Gray shading indicates shared HC and CSD animals with (a), as experiments were  
273 done contemporaneously. *Bottom*: Visualization of different immune cell populations in iv<sup>-</sup>  
274 meninges, iv<sup>+</sup> meninges, and blood for increasing intervals of CSD recovery (subscript indicates  
275 time post-CSD: n<sub>4h</sub> = 3, n<sub>8h</sub> = 5; n<sub>16h</sub> = 4; n<sub>1d</sub> = 4; n<sub>7d</sub> = 4). See **Figure S7** for individual bar  
276 graphs and full statistics. HC = home cage, CSD = chronic social defeat. Data shown as mean ±  
277 SEM. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001. Source data are provided as a  
278 Supplemental Source Data file. Schematics created in BioRender. Kigar, S. (2025)  
279 <https://BioRender.com/djwvueb>.

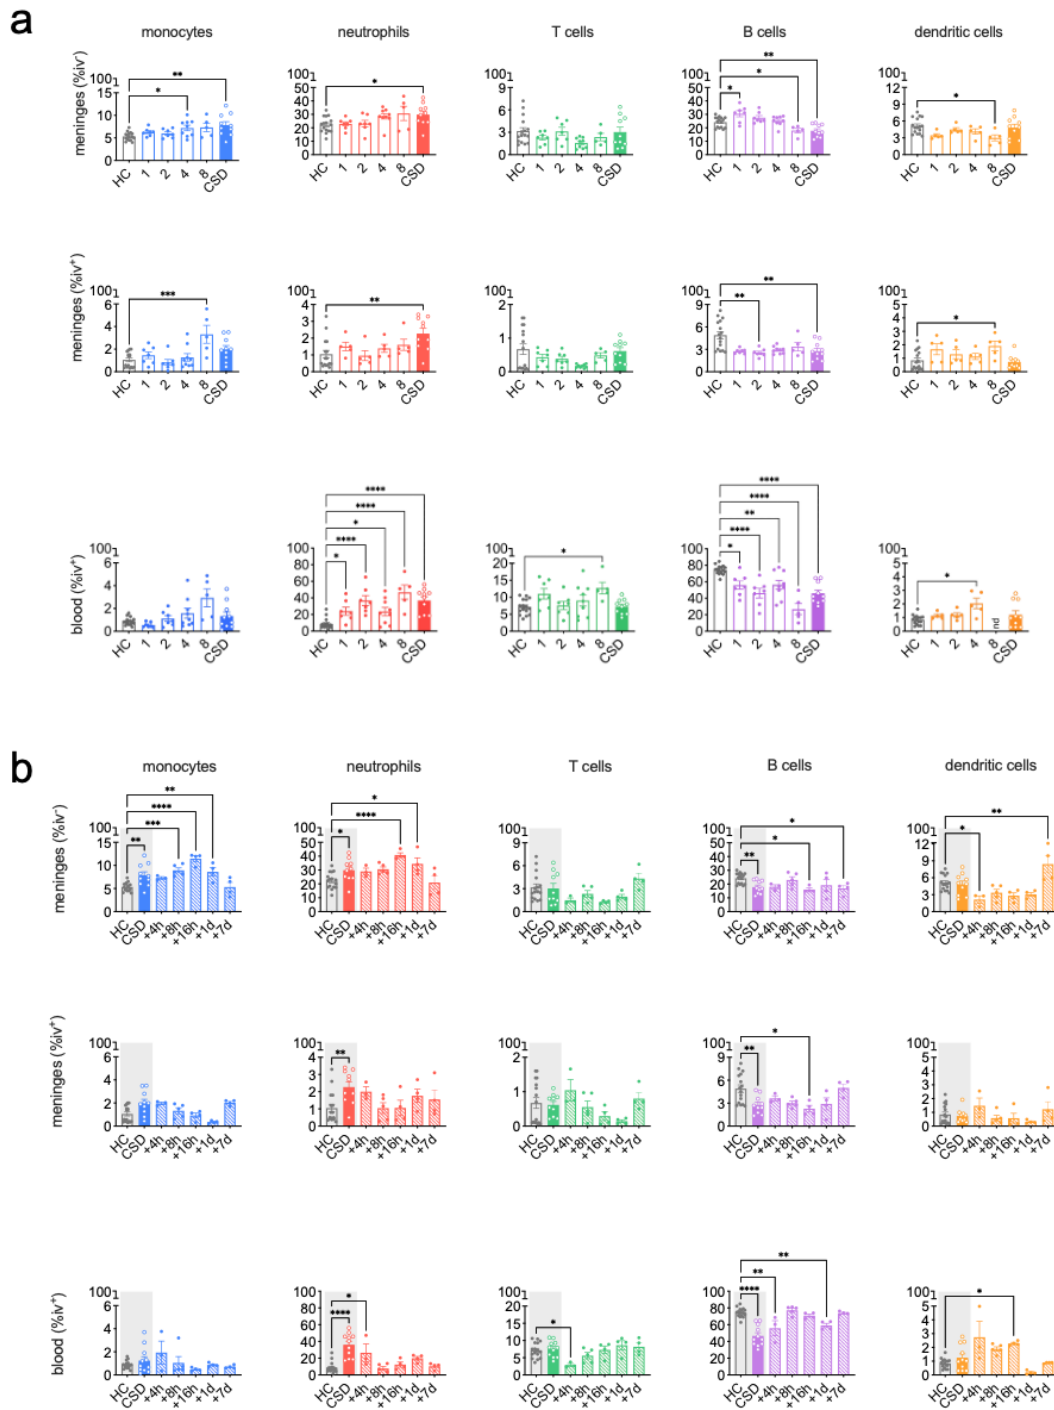

**Figure S7:** Chronic and acute stress act on immune cell subsets in a temporal- and tissue-specific manner. Note that these data are the same sample preparations presented in **Figure 3** and **S6**. **a)** Like neutrophils,  $iv^+$  monocytes accumulate in the meninges after 14 days of defeat stress, though they were also elevated after 4 days (Kruskal-Wallis test:  $*P=0.015$ ,  $H=14.0$ ; Dunn's test:  $*p_4=0.039$ ,  $Z_4=2.7$ ;  $**p_{14}=0.0068$ ,  $Z_{14}=3.2$ ). Likewise,  $iv^+$  neutrophils were elevated after 14 days (1-way ANOVA,  $*p=0.017$ ,  $F_{(5,40)}=3.2$ . Dunnett's test,  $q_{14}=3.7$ ,  $**p_{14}<0.0033$ ).  $iv^+$  monocytes were significantly elevated after 8 days, but not 14 (1-way ANOVA,  $***p=0.0004$ ,  $F_{(5,48)}=5.6$ . Dunnett's test,  $q_8=4.6$ ,  $***p_8=0.0001$ ). For blood monocytes, there was a trend for

elevation at day 8 (Kruskal-Wallis test:  $*P=0.024$ ,  $H=12.9$ ; Dunn's test:  $p_8=0.08$ ,  $Z_8=2.4$ ).  $lv^-$  meningeal B cell levels first increased on day 1, then decreased by day 8 (1-way ANOVA:  $****p<0.0001$ ,  $F_{(5,48)}=10.1$ ; Dunnett's test:  $*p_1=0.012$ ,  $q_1=3.2$ ;  $*p_8=0.033$ ,  $q_8=2.8$ ;  $**p_{14}=0.0032$ ,  $q_{14}=3.6$ ).  $lv^+$  meningeal B cells were decreased after 2 defeat encounters and remained decreased (Kruskal-Wallis test:  $**P=0.0047$ ,  $H=16.9$ ; Dunn's test:  $**p_2=0.0049$ ,  $Z_2=3.3$ ;  $**p_{14}=0.0086$ ,  $Z_{14}=3.1$ ). Blood B cell levels were reduced after the 1<sup>st</sup> defeat encounter (1-way ANOVA:  $****P<0.0001$ ,  $F_{(5,48)}=14.6$ ; Dunnett's test:  $*p_1=0.010$ ,  $q_1=3.2$ ;  $****p_2<0.0001$ ,  $q_2=5.0$ ;  $**p_4=0.0052$ ,  $q_4=3.5$ ;  $****p_8<0.0001$ ,  $q_8=7.4$ ;  $****p_{14}<0.0001$ ,  $q_{14}=5.7$ ). Additionally, there was a significant decrease in  $lv^-$  meningeal DCs at day 8 (1-way ANOVA:  $*P=0.036$ ,  $F_{(5,40)}=2.7$ ; Dunnett's test:  $*p_8=0.019$ ,  $Z_8=3.1$ ). Blood T cell levels increased after 8 defeats (1-way ANOVA:  $*P=0.011$ ,  $F_{(5,48)}=3.4$ ; Dunnett's test:  $*p_8=0.010$ ,  $Z_8=3.3$ ). Conversely,  $lv^+$  meningeal DCs increased at the same time point (1-way ANOVA:  $*P=0.017$ ,  $F_{(5,40)}=3.1$ ; Dunnett's test:  $*p_8=0.021$ ,  $Z_8=3.0$ ). No data are available for DCs in blood at day 8, but there was a trend for an increase in this population at day 4 (Kruskal-Wallis test:  $P=0.057$ ,  $H=9.2$ ; Dunn's test:  $*p_4=0.021$ ,  $Z_4=2.8$ ). **b)** Subscripts indicate hours post-defeat. *Top:* Like neutrophils, CSD meningeal  $lv^-$  monocyte levels showed a main effect of time following stress cessation (One-way ANOVA:  $****P<0.0001$ ,  $F_{(6,39)}=11.2$ ), remaining elevated for at least 24h (Dunnett's test:  $***p_8=0.0004$ ,  $q_8=4.4$ ;  $****p_{16}<0.0001$ ,  $q_{16}=6.9$ ;  $**p_{24}=0.0042$ ,  $q_{24}=3.7$ ).  $lv^-$  meningeal B cell levels also showed a main effect of time (One-way ANOVA:  $**P=0.0050$ ,  $F_{(6,39)}=3.7$ ), with reduced levels persisting for at least 7d (Dunnett's test:  $*p_{16}=0.018$ ,  $q_{16}=3.2$ ;  $*p_{168}=0.040$ ,  $q_{168}=2.8$ ).  $lv^-$  meningeal dendritic cells levels fluctuate over time (One-way ANOVA:  $****P<0.0001$ ,  $F_{(6,39)}=7.0$ ), with reduced levels persisting for at least 7d (Dunnett's test:  $*p_4=0.033$ ,  $q_4=2.9$ ;  $**p_{168}=0.0050$ ,  $q_{168}=3.6$ ). *Middle:*  $lv^+$  meningeal monocytes and neutrophils both showed a main effect of time (Monocytes, Kruskal-Wallis test:  $**P=0.0016$ ,  $H=21.3$ . Neutrophils, One-way ANOVA:  $*P=0.036$ ,  $F_{(6,39)}=2.5$ ), though neither showed statistically significant post-hoc differences.  $lv^+$  meningeal B cell levels were persistently reduced (One-way ANOVA:  $**P=0.0030$ ,  $F_{(6,39)}=4.1$ ) lasting at least 16h (Dunnett's test:  $*p_{16}=0.015$ ,  $q_{16}=3.2$ ). *Bottom:* There was a main effect of time post-CSD on blood T cell levels (One-way ANOVA:  $*P=0.026$ ,  $F_{(6,40)}=2.7$ ), dropping 4h into recovery ( $*p_4=0.023$ ,  $q_4=3.0$ ). Blood B cell levels were likewise reduced (One-way ANOVA:  $****P<0.0001$ ,  $F_{(6,40)}=16.7$ ) up to 24h post-CSD (Dunnett's test:  $**p_4=0.0046$ ,  $q_4=3.6$ ;  $**p_{24}=0.0096$ ,  $q_{24}=3.4$ ). Blood dendritic cell levels fluctuate with time (Kruskal-Wallis test:  $***P=0.0003$ ,  $H=25.3$ ), with elevated levels 16h post-CSD (Dunnett's test:  $*p_{16}=0.024$ ,  $Z_{16}=2.9$ ). Data points represent individual mice. Open bars indicate fewer defeat encounters than standard CSD paradigm, shaded bars indicate animals that underwent complete CSD paradigm and were given time to recover. HC=home cage, CSD=chronic social defeat stress, na=not assessed. Data shown as mean $\pm$ SEM. Source data are provided as a Supplemental Source Data file.

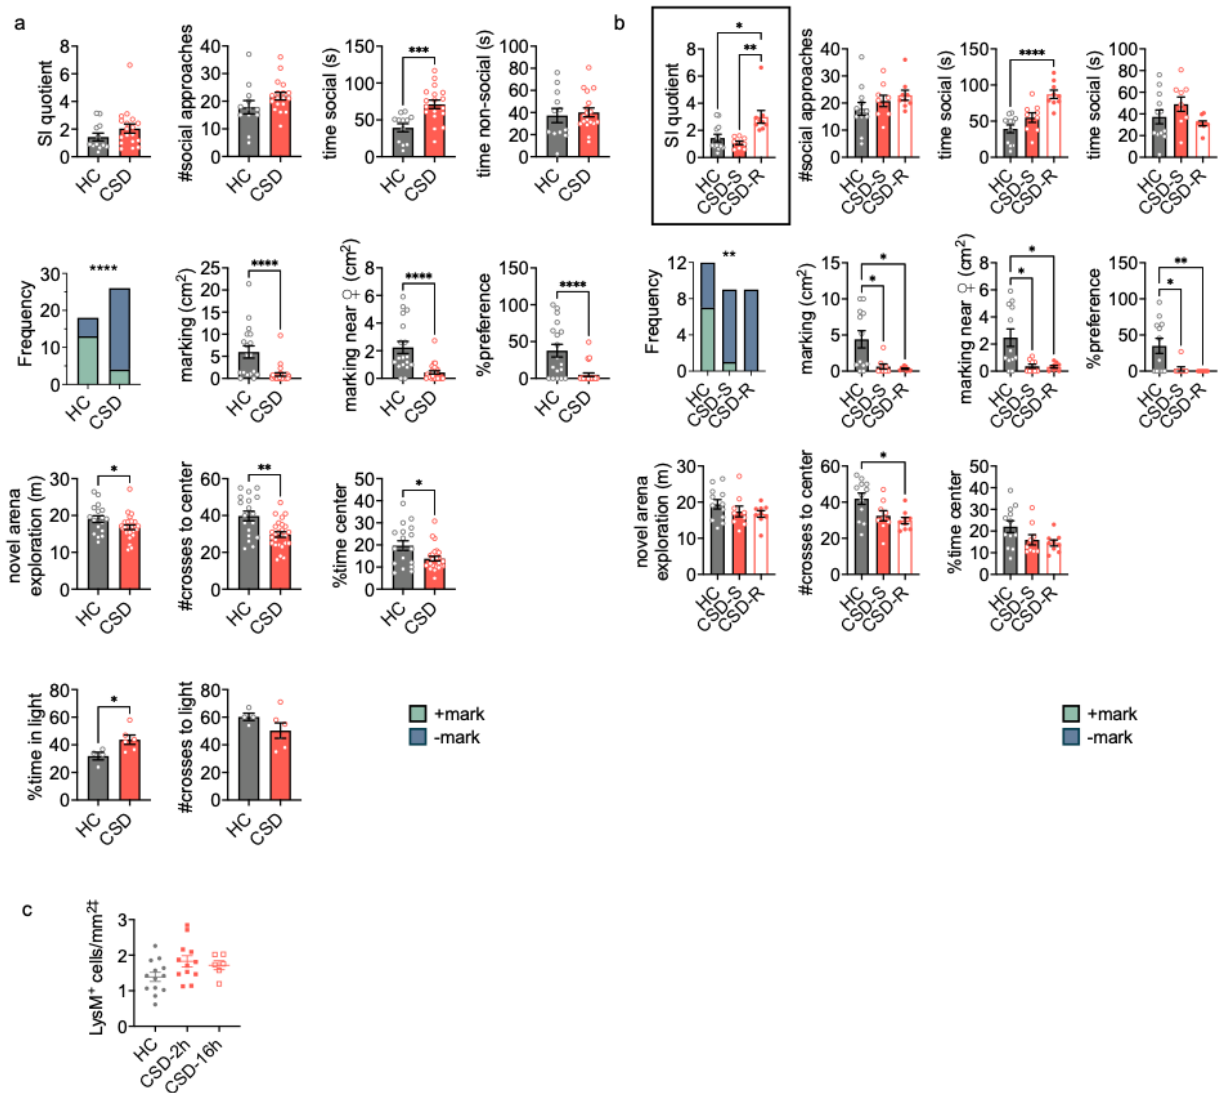

**Figure S8:** *LysM<sup>gfp/+</sup>* mice recapitulate expected behavioral phenotype following CSD stress. Note these animals were also used to generate data for **Figures 4C-F, S9, and S10A-D**. Behavioral testing began after 10 days of defeat stress; results are shown with all CSD animals combined (**a**), or with CSD animals stratified into susceptible vs resilient based on their performance in the social interaction (SI) test (**b**). By our non-formalized metrics, *LysM* mice were 'defeated' normally, and exhibited other signs typical of 'depressed' mice: e.g., poor coat quality. However, the social interaction test gave opposite to expected results. *Top row:* CSD mice spent more time in proximity to the social stimulus overall [(**a**) Mann Whitney test: \*\*\* $p=0.0003$ ,  $U=27$ .  $n_{HC}=12$ ,  $n_{CSD}=18$ ], though this seems to be driven mostly by CSD-R mice—which represented 50% of the CSD group [(**b**) Kruskal-Wallis test: \*\*\* $P=0.0002$ ,  $H=17.3$ ; Dunn's post-hoc: \*\*\*\* $p_{HCvCSD-R}<0.0001$ ,  $Z_{HCvCSD-R}=4.2$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ]. Splitting mice into susceptible vs resilient based on SI quotient scores also did not generate the expected difference between HC and CSD-S [(**b**) Kruskal-Wallis test: \*\* $P=0.0023$ ,  $H=12.2$ ; Dunn's post-hoc: \* $p_{HCvCSD-R}=0.016$ ,  $Z_{HCvCSD-R}=2.8$ ; \*\* $p_{CSD-SvCSD-R}=0.0033$ ,  $Z_{CSD-SvCSD-R}=3.3$ ], but the HC group appeared to be less social than expected (SI scores < 2). This may be influenced by group housing of *LysM<sup>gfp/+</sup>* mice with their littermates post-weaning, as opposed to C57BL/6J mice that were purchased and pair-housed in cages with dividers upon arrival to our facility, though at this

time we cannot explain their behavior further. *Second row:* LysM<sup>gfp/+</sup> mice showed an expected 'anhedonic' response to CSD stress in the USM test: marking [(a) Fisher's exact test, \*\*\* $p=0.0003$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Fisher's exact test, \*\* $p=0.0057$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ], total urine area [(a) Mann Whitney test: \*\*\*\* $p<0.001$ ,  $U=76$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Kruskal-Wallis test: \* $P=0.012$ ,  $H=8.9$ ; Dunn's post-hoc: \* $p_{HCvCSD-S}=0.031$ ,  $Z_{HCvCSD-S}=2.6$ ; \* $p_{HCvCSD-R}=0.040$ ,  $Z_{HCvCSD-R}=2.5$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ], urine area near female scent [(a) Mann Whitney test: \*\*\*\* $p<0.0001$ ,  $U=64$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Kruskal-Wallis test: \*\* $P=0.0074$ ,  $H=9.8$ ; Dunn's post-hoc: \* $p_{HCvCSD-S}=0.023$ ,  $Z_{HCvCSD-S}=2.7$ ; \* $p_{HCvCSD-R}=0.025$ ,  $Z_{HCvCSD-R}=2.6$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ], and preference for female [(a) Mann Whitney test: \*\*\*\* $p<0.0001$ ,  $U=93$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Kruskal-Wallis test: \*\* $P=0.0049$ ,  $H=10.7$ ; Dunn's post-hoc: \* $p_{HCvCSD-S}=0.037$ ,  $Z_{HCvCSD-S}=2.5$ ; \*\* $p_{HCvCSD-R}=0.0091$ ,  $Z_{HCvCSD-R}=3.0$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ]. *Third row:* LysM<sup>gfp/+</sup> mice showed an expected anxiety-like behavioral response to CSD in the OF test: novel arena exploration [(a) Mann Whitney test: \* $p=0.045$ ,  $U=150$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ ], crosses to center [(a) Mann Whitney test: \*\* $p=0.0041$ ,  $U=116$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Kruskal-Wallis test: \* $P=0.028$ ,  $H=7.2$ ; Dunn's post-hoc: \* $p_{HCvCSD-R}=0.030$ ,  $Z_{HCvCSD-R}=2.6$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ], and time spent in the center of the arena [(a) Mann Whitney test: \* $p=0.045$ ,  $U=150$ .  $n_{HC}=18$ ,  $n_{CSD}=26$ . (b) Kruskal-Wallis test:  $P=0.071$ ,  $H=5.3$ .  $n_{HC}=12$ ,  $n_{CSD-S}=9$ ,  $n_{CSD-R}=9$ ]. *Bottom row:* We did not test both L/D and SI in the same animals, so we cannot examine the effect of stress resiliency on this task. However, LysM<sup>gfp/+</sup> behavior was also in an unexpected direction on this test. a) CSD mice spent significantly more time in the light (Mann Whitney test: \* $p=0.038$ ,  $U=2$ .  $n_{HC}=4$ ,  $n_{CSD}=6$ ). This may represent freezing, as crosses to light seemed to be in the expected direction (fewer in CSD). c) Quantification of total meningeal LysM-GFP<sup>+</sup> cells 16 h post-CSD stress is consistent with the pattern seen in **Figure 3B** for C57BL/6J mice (One-way ANOVA:  $P=0.080$ ,  $F_{(2,28)}=2.8$ ; Tukey's post-hoc:  $p_{CSD-2h/HC}=0.073$ ,  $q_{CSD-2h/HC}=3.2$ ). †natural log-transformed. Data points represent individual mice. Univariate tests were two-tailed. Data shown as mean±SEM. Source data are provided as a Supplemental Source Data file.

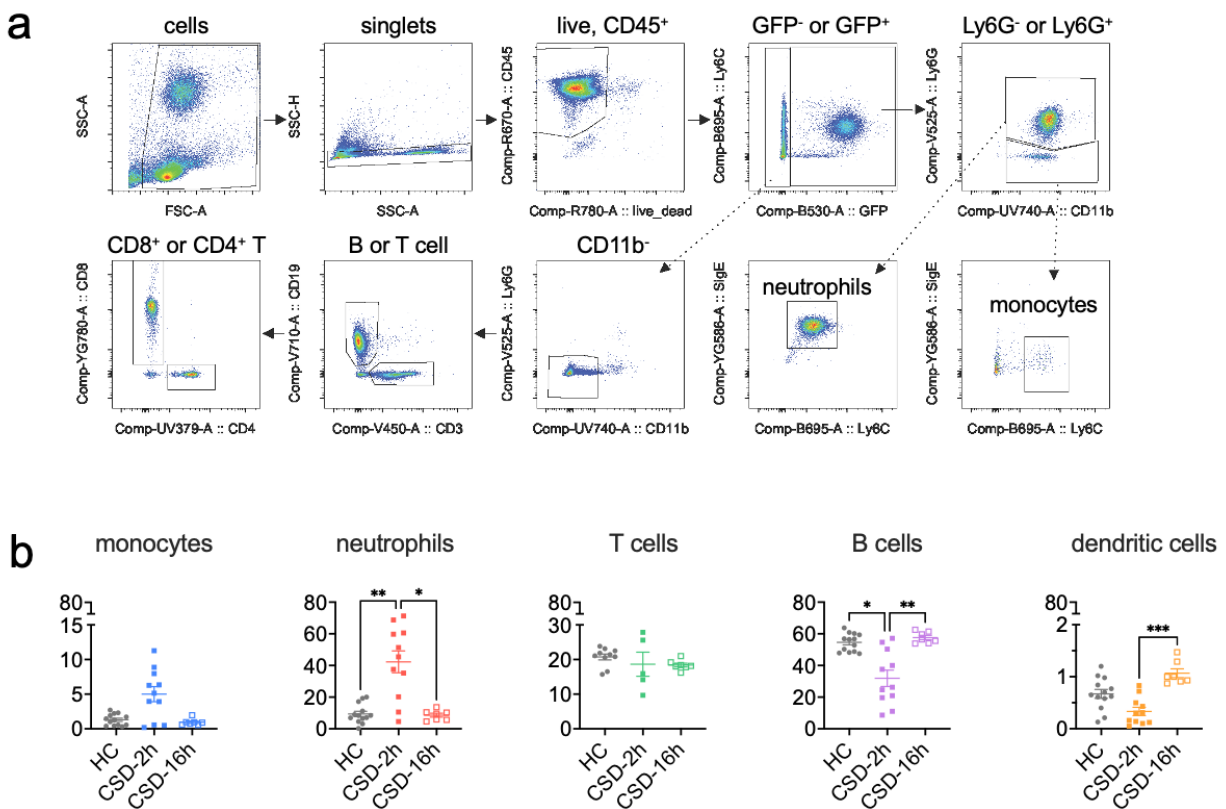

**Figure S9:** *LysM<sup>gfp/+</sup>* mice recapitulate blood immune responses to CSD stress seen in C57BL/6J mice. Note these animals were also used to generate data for **Figures 4C-F, S8, and S10A-D**. Compare results with **Figures 3B and S7B**. **a**) Gating strategy used to identify distinct white blood cell (WBC) populations collected from submandibular venous blood prior to tomato lectin (TomL) injection, exsanguination, and cardiac perfusion with formaldehyde. Value shown as a percent of live, CD45<sup>+</sup> cells. **b**) CSD increases blood monocyte (GFP<sup>int</sup>;CD11b<sup>+</sup>;Ly6G<sup>-</sup>;Ly6C<sup>hi</sup>; Kruskal-Wallis test,  $P = 0.053$ ,  $H = 5.9$ ) and neutrophil (GFP<sup>hi</sup>;CD11b<sup>+</sup>;Ly6G<sup>+</sup>;Ly6C<sup>int</sup>; Kruskal-Wallis test,  $**P = 0.0016$ ,  $H = 12.9$ ) levels. Blood neutrophil levels return to control levels within 16h of CSD stress cessation (Dunn's post-hoc:  $**p_{HCvCSD-2h} = 0.0029$ ,  $Z_{HCvCSD-2h} = 3.3$ ;  $*p_{CSD-2h v CSD-16h} = 0.017$ ,  $Z_{CSD-2h v CSD-16h} = 2.8$ ). CSD stress led to a decreased percentage of B cells that recovered within 16h post-CSD (defined as GFP<sup>-</sup>;CD11b<sup>-</sup>;CD19<sup>+</sup>; Kruskal-Wallis test,  $**P = 0.0018$ ,  $H = 12.7$ ; Dunn's post-hoc:  $*p_{HCvCSD-2h} = 0.013$ ,  $Z_{HCvCSD-2h} = 2.9$ ;  $**p_{CSD-2h v CSD-16h} = 0.0041$ ,  $Z_{CSD-2h v CSD-16h} = 3.2$ ). With 16 h of recovery from CSD, dendritic cell levels were elevated relatively to the CSD+2 h timepoint (CD11c<sup>+</sup>;MHCII<sup>+</sup>;GFP-mixed: Kruskal-Wallis test,  $***P = 0.0003$ ,  $H = 16.0$ ; Dunn's post-hoc:  $***p_{CSD-2h v CSD-16h} = 0.0002$ ,  $Z_{CSD-2h v CSD-16h} = 4.0$ ).  $n_{HC} = 13$ ,  $n_{CSD-2h} = 11$ ,  $n_{CSD-16h} = 7$ . Data points in **(b)** represent individual mice. Data shown as mean  $\pm$  SEM. Source data are provided as a Supplemental Source Data file.

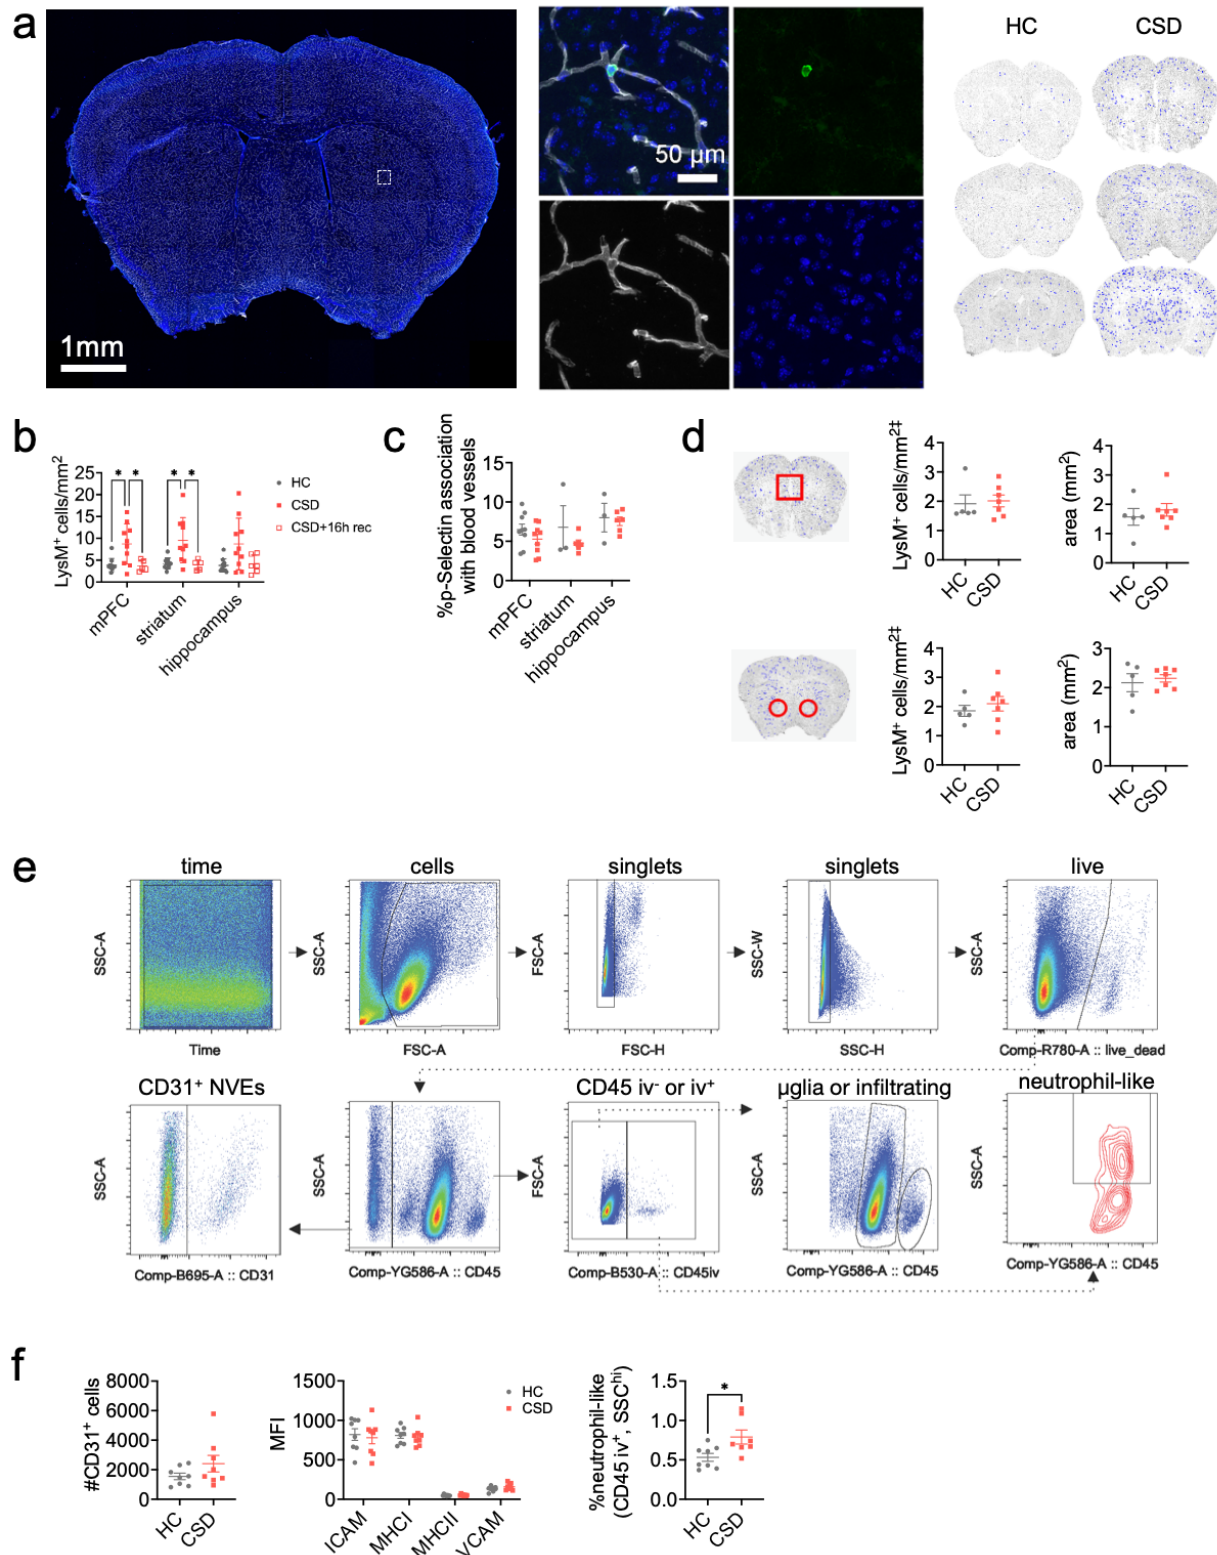

**Figure S10:** CSD increases LysM<sup>+</sup> myeloid cells in neurovasculature, but not brain parenchyma. **a)** Confocal images of GFP<sup>+</sup> cells in brains from LysM<sup>GFP/+</sup> mice (note these are the same mice presented in **Figures 4C-F** and **S8-9**). Representative coronal section containing striatum showing nuclei (DAPI, blue), blood vessels (TomL, white), and LysM<sup>+</sup> cells (GFP,

green). *Left*: 20x magnification composite with online stitching. *Middle* (clockwise from top left): 60x oil magnification, three color merge showing LysM<sup>+</sup> cells contained within blood vessels, GFP signal alone, nuclei alone, and blood vessels alone. *Right*: Representative, inverted images of sections containing medial prefrontal cortex (mPFC, *top*), striatum (*middle*), or hippocampus (*bottom*). Images show blood vessels (gray) overlaid with hand-counted LysM<sup>+</sup> cells (blue dots). **b**) Quantification of LysM<sup>+</sup> cells per mm<sup>2</sup> of tissue analyzed show a main effect of CSD stress on greater LysM<sup>+</sup> cell accumulation in blood vessels. Within 16 h of stress cessation, LysM-GFP<sup>+</sup> cell levels had returned to control levels (REML: main effect of group,  $^{**}p=0.0042$ ,  $F_{(2,23)}=7.0$ . Šídák's post hoc. *mPFC*:  $^{*}p_{\text{HCvCSD-2h}}=0.024$ ,  $q_{\text{HCvCSD-2h}}=4.4$ ;  $^{*}p_{\text{CSD-2h/CSD-16h}}=0.021$ ,  $q_{\text{CSD-2h/CSD-16h}}=4.5$ . *Striatum*:  $^{*}p_{\text{HCvCSD-2h}}=0.025$ ,  $q_{\text{HCvCSD-2h}}=4.5$ ;  $^{*}p_{\text{CSD-2h/CSD-16h}}=0.019$ ,  $q_{\text{CSD-2h/CSD-16h}}=4.6$ ).  $n_{\text{HC}}=10$ ,  $n_{\text{CSD-2h}}=10$ ,  $n_{\text{CSD-16h}}=5$  mPFC/striatum or 6 hippocampus. No LysM<sup>+</sup> cells were observed outside of blood vessels, i.e. in brain parenchyma. **c**) We counter-stained a subset of samples with antibodies to p-Selectin, a protein that 'captures' circulating neutrophils onto vascular endothelial cells<sup>2</sup>, but found no significant group differences in p-Selectin co-localization with blood vessels ( $n_{\text{HC}}=3$  striatum/hippocampus or 10 mPFC,  $n_{\text{CSD}}=6$  striatum/hippocampus or 9 mPFC). **d**) In a subset of samples, we looked at LysM-GFP<sup>+</sup> myeloid cell sticking in the prelimbic cortex (PrL) and nucleus accumbens (NAc) given previous work highlighting a key role for these areas in stress-related anhedonic behavioral changes<sup>3-5</sup>. *Left*: representative section showing area of tissue examined for neutrophil counting. *Middle*: No differences between HC and CSD mice in LysM-GFP<sup>+</sup> cell vascular sticking in either region of interest (ROI). GFP<sup>+</sup> cell counts were normalized to the ROI investigated. <sup>‡</sup>natural log-transformed values to improve normality. *Right*: no differences in the ROI areas examined between groups.  $n_{\text{HC}}=5$ ,  $n_{\text{CSD}}=7$ . **e**) Neurovascular endothelial (NVE) isolations were performed to examine expression of other adhesion or otherwise anchoring molecules in C57BL/6J wild type mice. Samples were stained for flow cytometric analysis and gated according to this strategy. **f**) *Left*: Comparable yields of CD31<sup>+</sup>;CD45<sup>-</sup> NVEs were obtained ( $n_{\text{HC}}=8$ ,  $n_{\text{CSD}}=8$ ). *Middle*: NVEs were examined for expression of the indicated adhesion or antigen-presenting molecules; no differences in expression of these proteins were observed between groups. *Right*: 'Neutrophil-like' (i.e., SSC<sup>hi</sup>;CD45<sup>hi</sup>) cells were pulled down in our NVE isolations more frequently for CSD mice than HC mice, consistent with our observations in fixed tissue. Data points in (**b,c,d,f**) represent individual mice. Univariate tests were two-tailed. HC = home cage, CSD = chronic social defeat stress. Data shown as mean±SEM. Source data are provided as a Supplemental Source Data file.

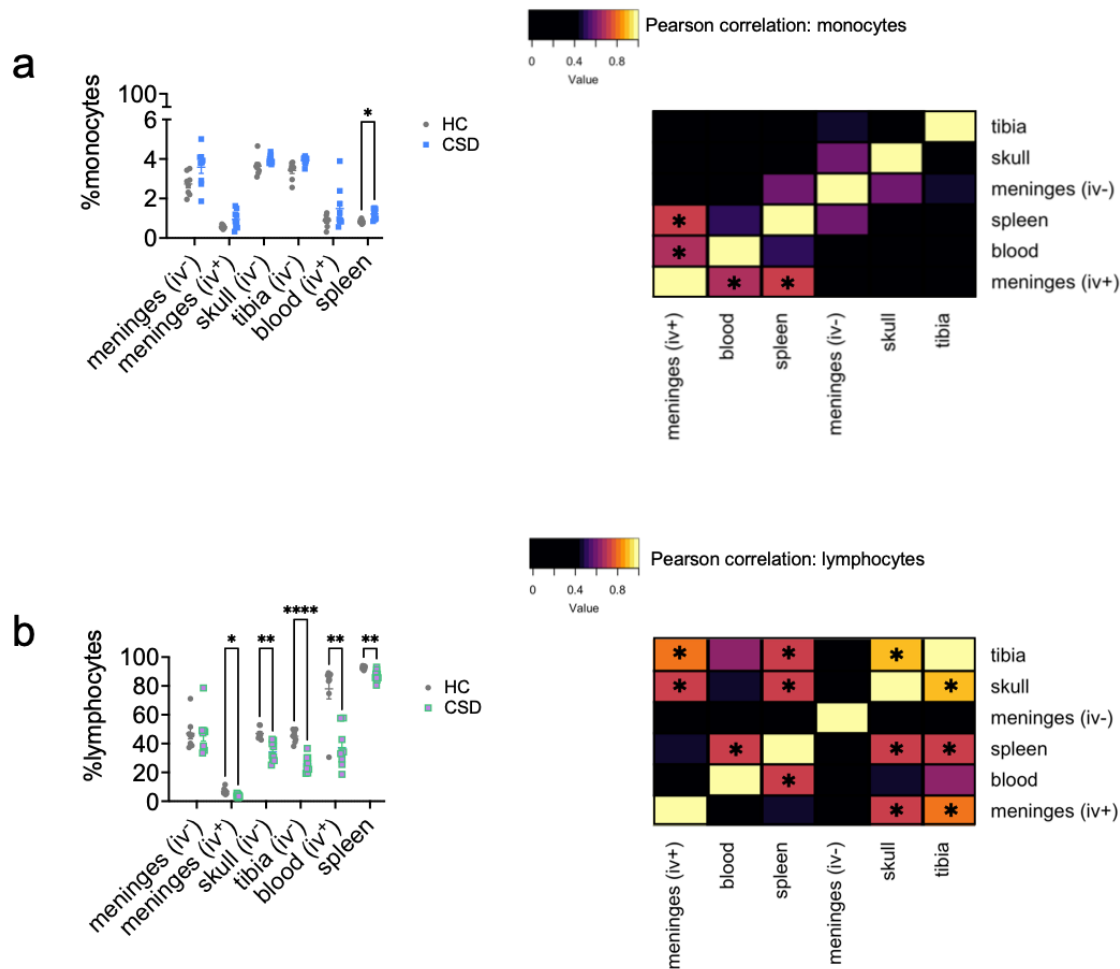

**Figure S11:** Cross-tissue effects of CSD on monocytes and lymphocytes. Unlike for neutrophils (Figure 5A), meningeal monocyte and lymphocyte populations do not correlate with their corresponding populations in skull bone marrow in C57BL/6J mice. **a)** Flow cytometry shows a main effect of stress on monocyte levels throughout the body, though only the spleen was significant with multiple comparisons corrections (2-way ANOVA with RM measures, main effect of group,  $***p = 0.0002$ ,  $F_{(1,15)} = 24.7$ . Šídák's post hoc: *spleen iv<sup>+</sup>*,  $*p = 0.012$ ,  $t = 4.1$ ). Supervised hierarchical clustering, based on neutrophil clustering pattern, shows *iv<sup>+</sup>* meningeal, blood, and spleen monocytes significantly correlate with each other, but *iv<sup>-</sup>* meningeal and bone marrow monocyte levels do not. This is in contrast to the pattern seen in neutrophils, shown in Figure 5B. **b)** To examine inter-tissue relationships between lymphocytes in this data set, which did not include CD3 or CD19 markers, we gated on CD11b<sup>+</sup>;FSC<sup>lo</sup>; SSC<sup>lo</sup> cells. As with other studies, we saw decreased lymphocytes (likely representing B cells) across multiple tissues (2-way ANOVA with RM measures, main effect of group,  $****p < 0.0001$ ,  $F_{(1,15)} = 85.9$ . Šídák's post hoc: *meninges iv<sup>+</sup>*,  $*p = 0.038$ ,  $t = 3.5$ ; *skull iv<sup>-</sup>*,  $**p = 0.0016$ ,  $t = 4.9$ ; *tibia iv<sup>-</sup>*,  $****p < 0.0001$ ,  $t = 8.0$ ; *blood iv<sup>+</sup>*,  $**p < 0.0020$ ,  $t = 4.9$ ; *spleen iv<sup>+</sup>*,  $**p < 0.0077$ ,  $t = 4.5$ ). Supervised hierarchical clustering, based on neutrophil clustering pattern, shows *iv<sup>+</sup>* meningeal relationships, but no *iv<sup>-</sup>* meningeal relationships, in contrast to Figure 5B.  $n_{HC} = 8$ ,  $n_{CSD} = 9$ ; for blood,  $n_{HC} = 7$ . Data points represent individual mice. Data shown as mean  $\pm$  SEM. Source data are provided as a Supplemental Source Data file.

**a** Marker genes by % of cells expressing gene

**b** Marker genes by level of expression

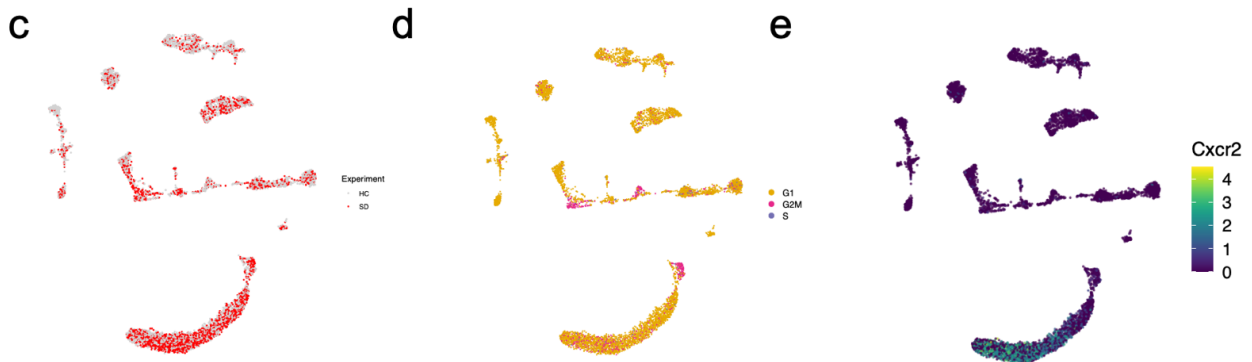

**Figure 12:** Cell-type specific gene expression analysis via the 10x Genomics platform was used to identify unique cell populations in the meninges. Data shown here indicate cell type-specific genes ranked for either **a**) genes for which frequency of expression in the cluster is most predictive of cluster (TF-IDF method) or **b**) differential expression between clusters (see **Methods**). **c**) Home cage (HC) control and chronic social defeat (CSD) stress samples were barcoded then pooled for analysis and clustering shown in **Figure 6C**. Here, group status for individual cells is shown in a uniform manifold approximation and projection (UMAP), with HC in gray and CSD in red. **d**) Meningeal single cell UMAP, colored by inferred cell cycle phase (G1, beginning of interphase; S, synthesis phase; or G2M, end of interphase or mitosis, see **Methods**). **e**) *Cxcr2* expression, which is highly specific to neutrophils<sup>6</sup>, overlain on the meningeal UMAP. As *Cxcr2* expression was differentially expressed, we explored this as a potential signaling mechanism further; see **Figures S10C-E**. Data points represent individual cells from pooled sample.

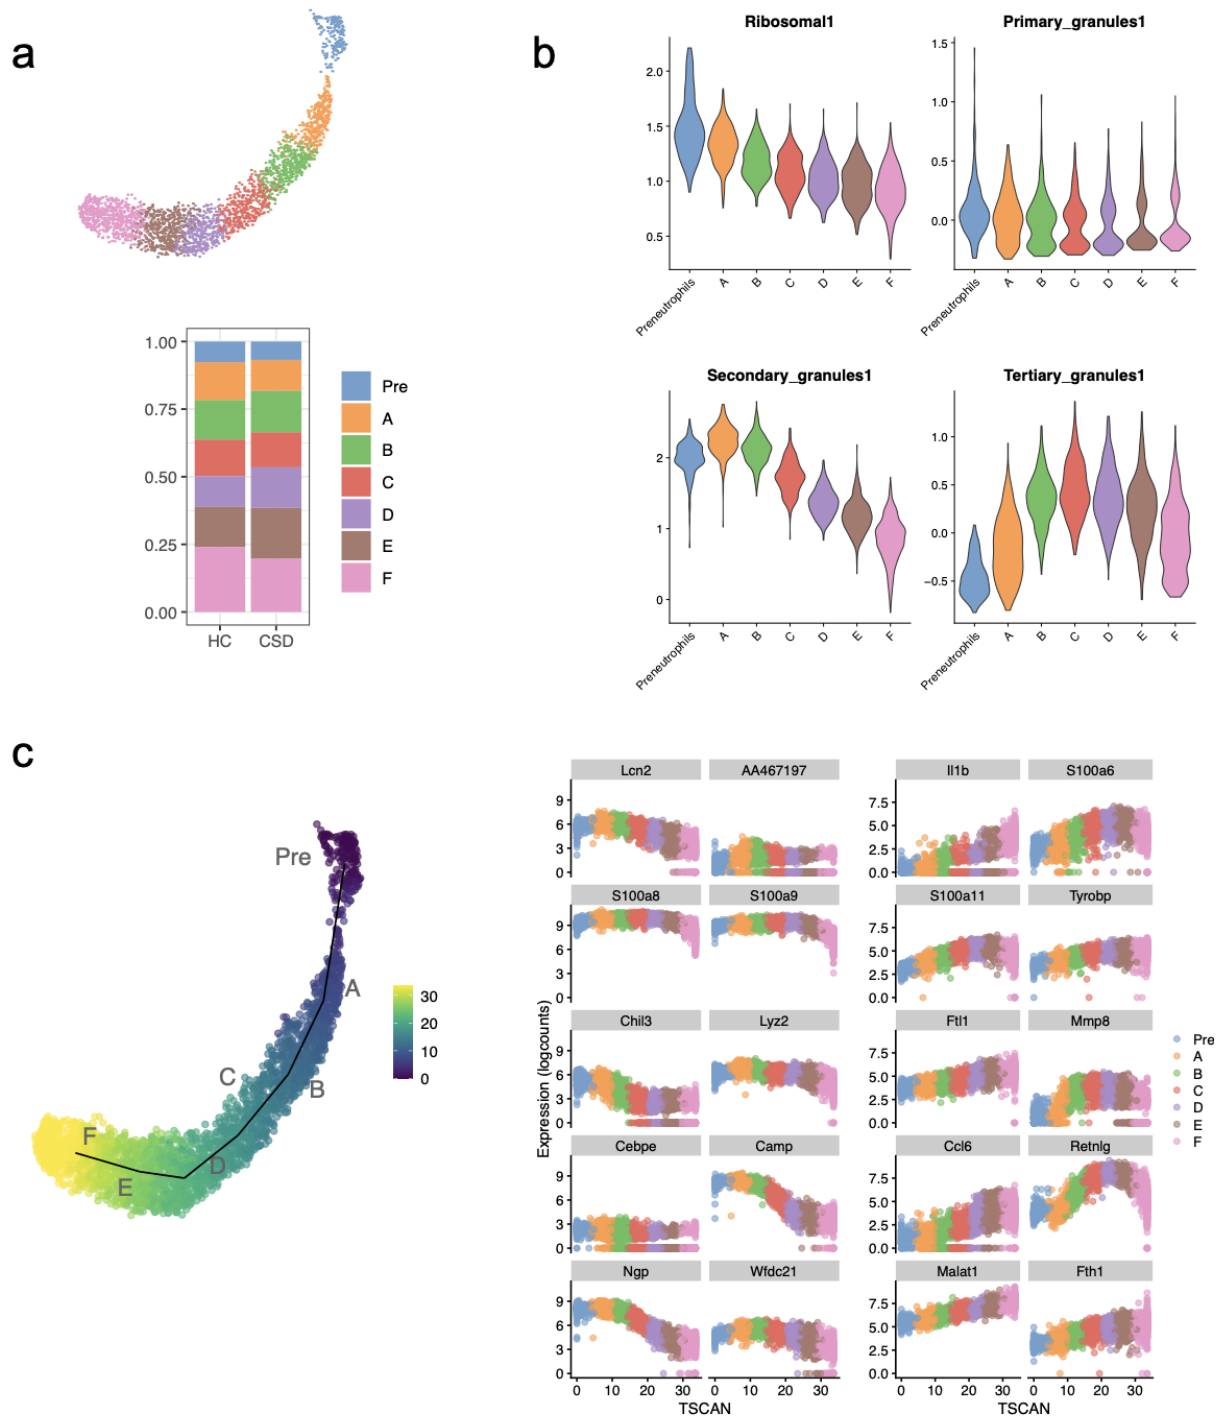

**Figure S13:** Neutrophil population heterogeneity represents various states of maturation. **a)** Reclustering neutrophils alone generated 6 subclusters (plotted here with 'preneutrophils'). Relative proportions of each of these subclusters were similar between groups. **b)** Expression of gene sets corresponding to primary, secondary and tertiary granules within each neutrophil cluster, corresponding to neutrophil maturation (A to F); gene lists from<sup>7</sup>. **c) Left:** Pseudotime analysis (see **Methods**) of the meningeal cluster suggests that the subclusters represent a gradient of neutrophil maturation (less mature to more mature, moving away from preneutrophils). **Right:** Genes most significantly down-regulated (left hand side) and up-

regulated (right hand side) with pseudotime gradient, colored by cluster. 

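Neutrophil subclusters 1 to 3, the nearest to the preneutrophil-like cells, held most of *Chil3*, *Camp* and *Ngp*. *Chil3* stood at 6632 ± 1227 CPM (SD, n = 3 libraries) in subcluster 1, 4107 ± 844 in subcluster 2 and 1604 ± 416 in subcluster 3. In subclusters 4, 5 and 6 it stood at 844, 686 and 757. *Camp* fell from 66328 ± 1462 in subcluster 1 to 26066 ± 2609 in subcluster 3 and 3452 ± 571 in subcluster 4. *Ngp* went from 56162 ± 9270 in subcluster 1 to 25420 ± 4984 in subcluster 3 and 3652 ± 701 in subcluster 4. *Camp* and *Ngp* were higher in subcluster 5, at 6731 and 9717, than in subclusters 4 and 6. All 3 genes are on the list that named the preneutrophil-like cells, so part of their fall may be built into the order.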

Based on relatively high expression of *Chil3*, *Camp*, and *Ngp*, as well as their proximity to an adjacent 'preneutrophil' cluster, subclusters A-C most likely represent immature, bone-marrow like neutrophils that may have either recently migrated from the skull via diploic veins connected to meninges<sup>8-11</sup> or that may be skull bone marrow resident cells and thus a technical artifact from meningeal tissue preparation. Conversely, increased expression of *Ccl6* and *Il1b* in subclusters D-F is consistent with the transcriptome of mature blood and tissue neutrophils<sup>7,12,13</sup>. 

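*Ccl6* stood at 314 ± 79.0 CPM (SD, n = 3 libraries) in subcluster 1, 448 ± 74.3 in subcluster 2 and 593 ± 119 in subcluster 3. It was 5418 ± 422 in subcluster 4, 1976 ± 189 in subcluster 5 and 4443 ± 326 in subcluster 6. *Il1b* stood at 66.7, 97.1 and 124 in subclusters 1, 2 and 3. Its level was 3341 ± 547 in subcluster 4, 199 ± 59.5 in subcluster 5 and 632 ± 154 in subcluster 6.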

Data points represent individual cells from pooled sample. HC = home cage, CSD = chronic social defeat stress.

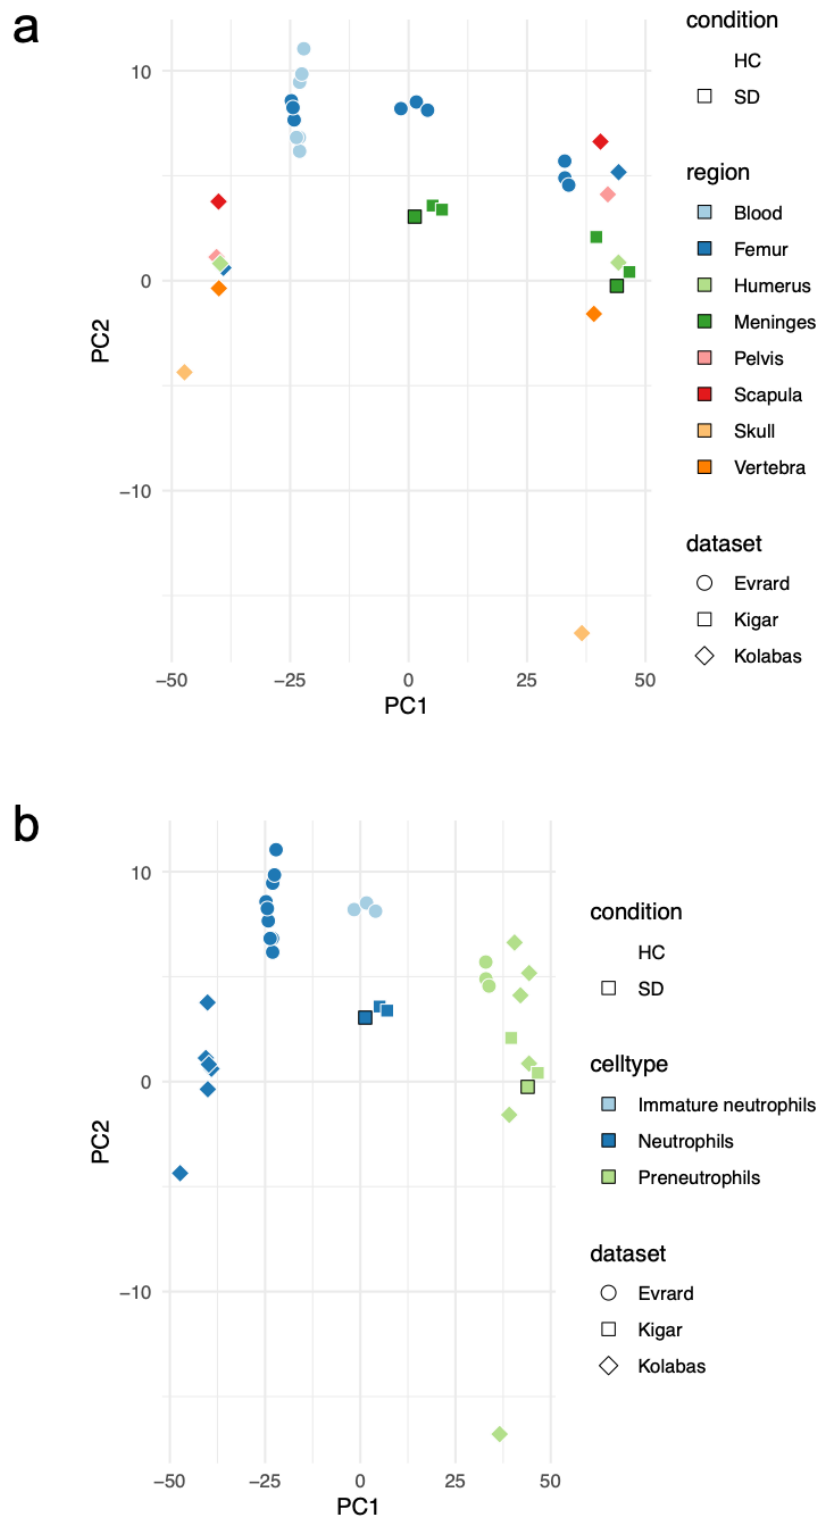

**Figure S14:** Principal Component Analysis (PCA) plots visualize the transcriptomic similarity of neutrophil and preneutrophil populations across tissues (blood, meninges and various bone marrow locations), cell types (neutrophils and preneutrophils), condition (HC, control and CSD, stress), and dataset. We integrated our meningeal dataset with two publicly available mouse

RNA-seq datasets<sup>7,10</sup> containing neutrophils and pre-neutrophils from blood and multiple bone marrow sites. Variance stabilising transform was applied to the bulk (Evrard) and pseudobulked (our meningeal data and Kolabas) samples (see **Methods**). PCA was performed on Kolabas pseudobulk samples using the 20% most variable genes intersected with genes present in all three datasets. VST matrices from our data and Evrard's were quantile-normalized and projected into this PCA space. **a)** PCA plot highlighting tissue origin (predominantly PC2) **b)** PCA plot highlighting cell types (reflected by PC1). Meningeal pre-neutrophils cluster with pre-neutrophils from Kolabas and Evrard samples but meningeal neutrophils are most similar to bone marrow immature neutrophils. HC = control (white outlines), SD = social defeat (black outlines). Data points represent individual samples.

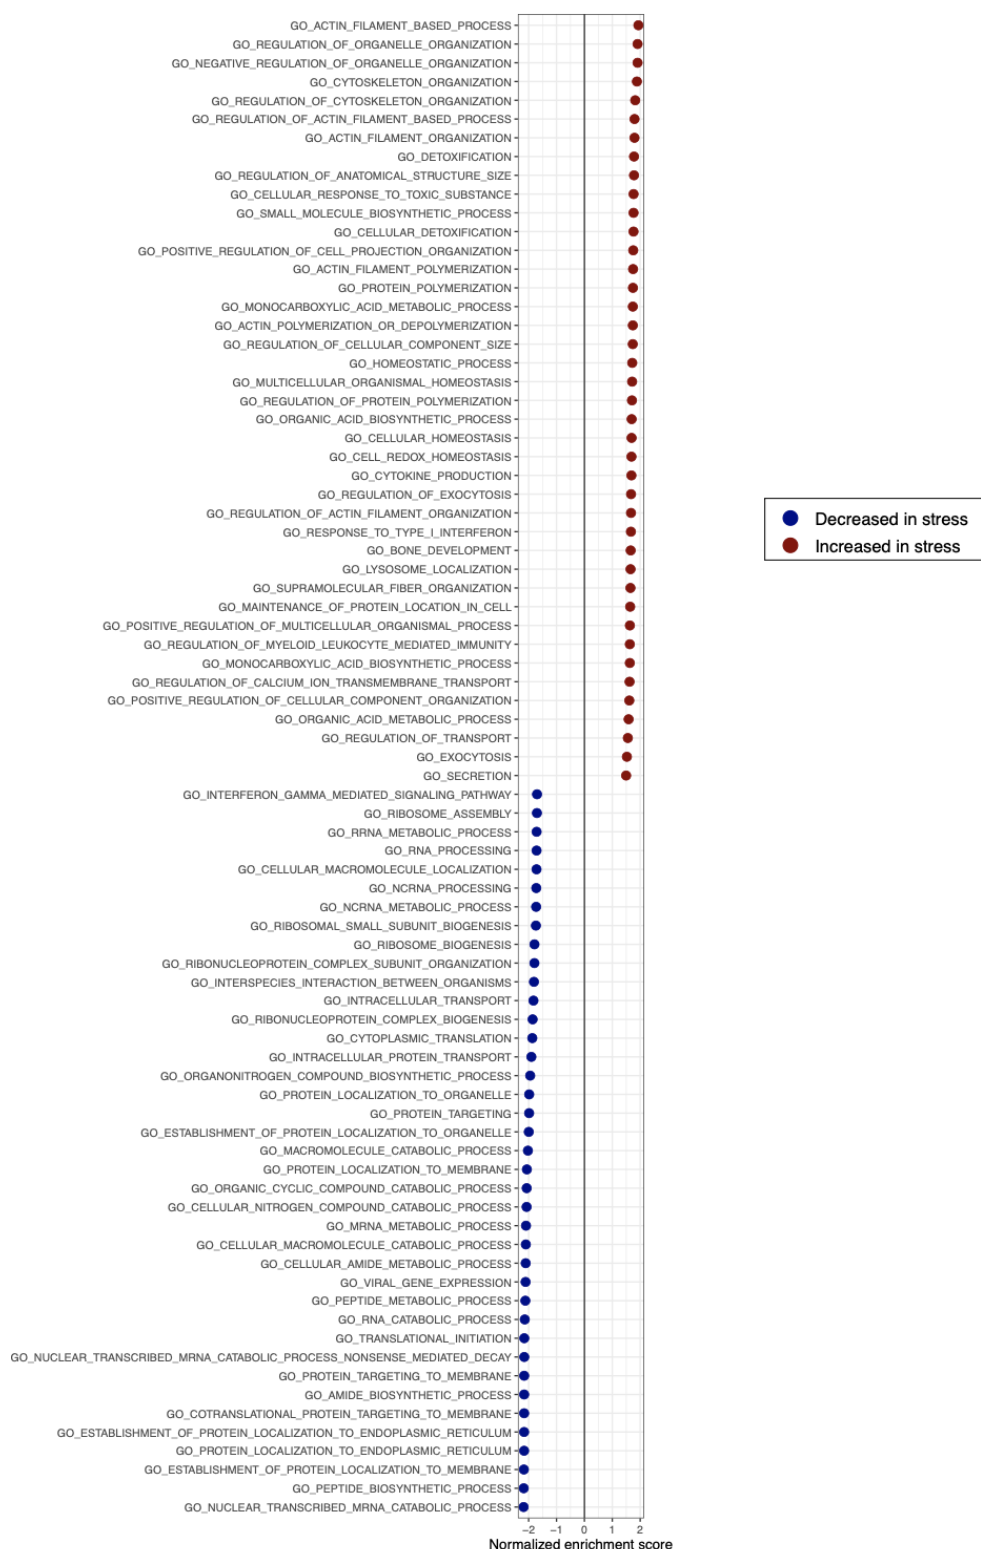

**Figure S15:** Identification of biological pathways associated with differentially expressed genes in chronic social defeat stressed vs control animals via gene set enrichment analysis (GSEA). Plot shows gene ontology (GO) Biological Process pathways significant at FDR < 0.05. We systematically explored several of the top pathways using biological assays, including those

510 related to actin and cell size (**Figure 6G, Figure S16**), cytokine production (**Figure S17**), and  
511 reactive oxygen species (ROS) production (**Figure S18**).

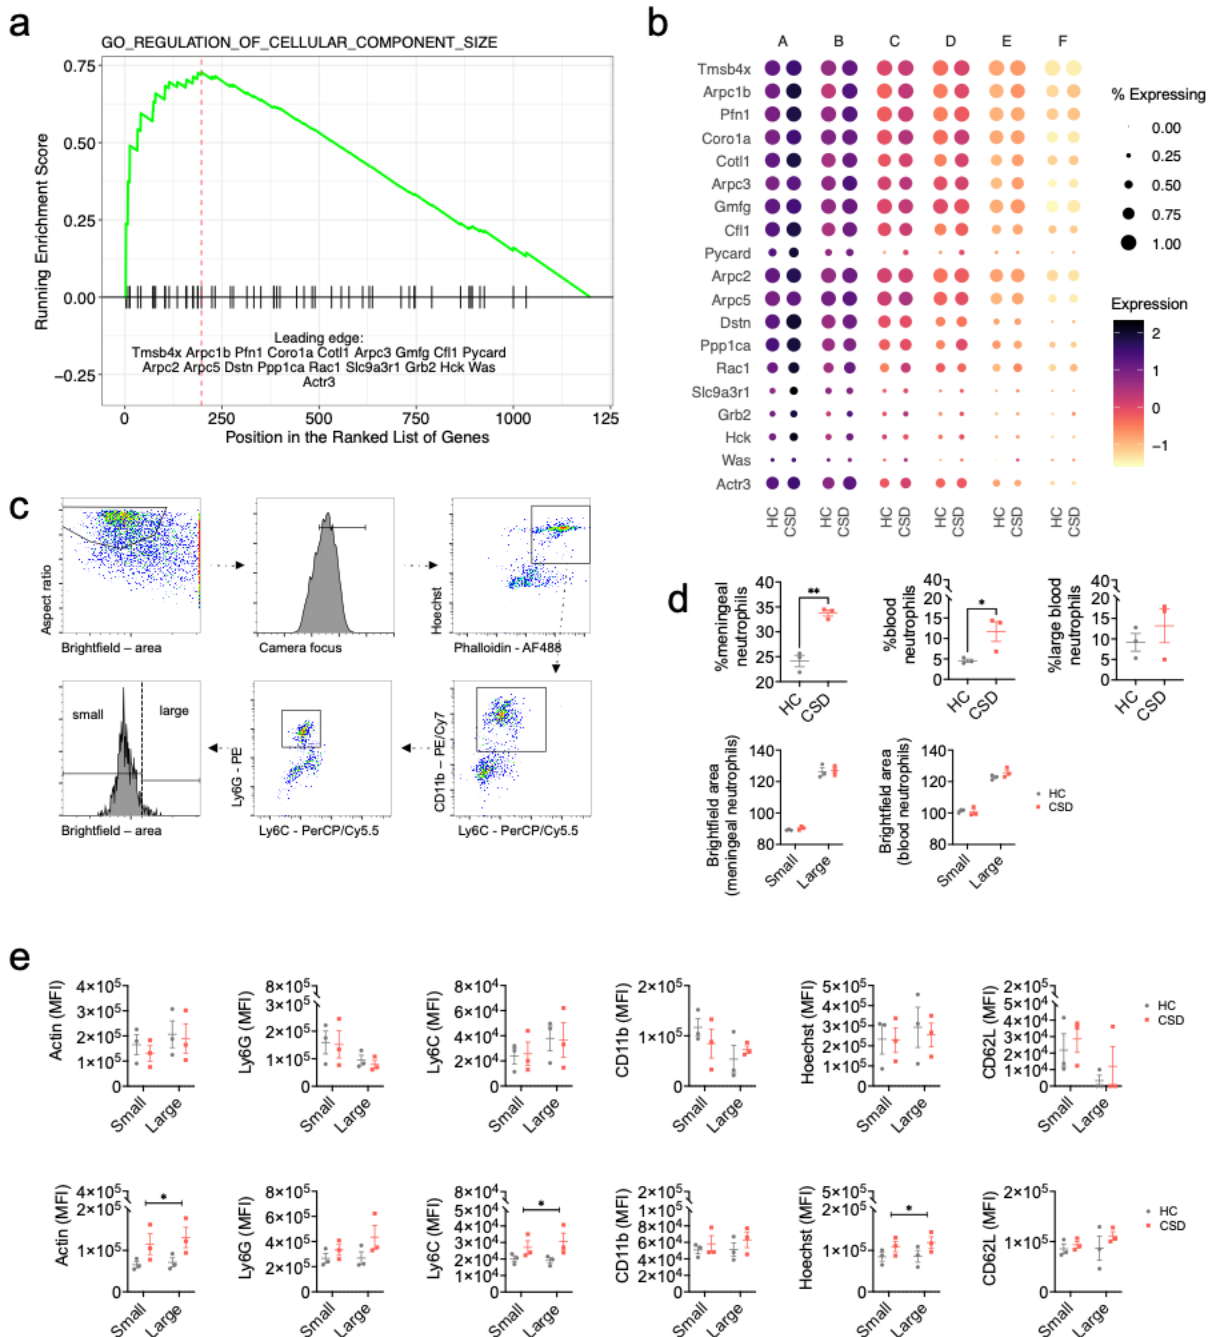

**Figure S16:** Actin-based gene signature in meningeal and blood neutrophils. **a)** Escarpment plot showing enrichment of GO: Regulation of cellular component size pathway in meningeal neutrophils; leading edge genes are listed as overlay. **b)** Dot plot showing expression of leading-edge genes in each neutrophil subcluster for all genes comprising the GO: Regulation of cellular component size pathway. Expression is scaled to mean $\pm$ standard deviation. Leading edge genes included 5 of 7 subunits comprising the Arp2/3 complex (*Arpc1b*, *Arpc2*, *Arpc3*, *Arpc5*, *Actr3*) and the small GTPase *Rac1*, which works together with Arp2/3 in neutrophils to promote actin filament branching and cell migration in response to danger- and pathogen-associated molecular patterns (DAMPs/PAMPs)<sup>14,15</sup>. In neutrophil subclusters B, D, and E, CSD neutrophils expressed more *Tmsb4x*, which sequesters actin monomers, prevents rigid

filamentous actin polymerization, and facilitates cell motility<sup>16</sup>. 

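Genes of actin polymerization were summed in the 6 neutrophil subclusters, ordered from the one nearest the preneutrophil-like cells. For the list of 54 genes the sums were 304, 262 and 183 UMIs per cell in subclusters 1, 2 and 3 and 75.4, 154 and 112 in subclusters 4, 5 and 6. As a part of all UMIs they went the other way, from 54621 ± 3191 CPM (SD, n = 3 libraries) in subcluster 1 to 72449 ± 1101 in subcluster 4 and 67334 ± 4373 in subcluster 6. The 7 genes named in the legend gave 152 UMIs per cell in subcluster 1, 44.2 in subcluster 4 and 64.6 in subcluster 6. In CPM they gave 27414, 42676 and 38923. *Tmsb4x* alone rose from 23174 CPM in subcluster 1 to 36422 in subcluster 4.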

There was a notable gradient in the expression of actin process-related transcripts across subclusters, with highest expression in the less mature neutrophils and lowest expression in the most mature neutrophils. This could reflect extravasation of maturing neutrophils as they migrate from proximal skull bone marrow to the meninges. **c)** Gating strategy for neutrophil identification in the Amnis ImageStream study; note that the “Brightfield” parameter permits microscopic analysis of cell area. Cells were stained with phalloidin to label actin filaments, Hoechst dye to label DNA, and with lineage markers to identify neutrophils. **d)** *Top*: Validation of increased meningeal (Unpaired t test:  $**p=0.0018$ ,  $t=7.4$ ,  $df=4$ ) and blood (Unpaired t test:  $*p=0.045$ ,  $t=2.9$ ,  $df=4$ ) neutrophils for animals in this study ( $n_{HC}=3$ ,  $n_{CSD}=3$ ). No difference in ‘enlarged’ blood neutrophil population (compare with **Figure 6G**). NB: tests were two-tailed. *Bottom*: Stratification of neutrophils by size revealed no further differences in area between groups. **e)** Median fluorescence intensity (MFI) for all parameters other than brightfield (see **d**) in the Amnis study. *Top*: meningeal neutrophil parameters. *Bottom*: blood neutrophil parameters. In meningeal neutrophils, there was a trend for lower Ly6G and CD62L (Ly6G: main effect of cell size,  $p=0.06$ ,  $F_{(1,9)}=4.5$ ; CD62L: main effect of cell size,  $p=0.07$ ,  $F_{(1,9)}=4.3$ ). In blood neutrophils, actin staining intensity was increased in both large and small subsets, suggesting increased rigidity (main effect of group,  $*p=0.013$ ,  $F_{(1,9)}=9.6$ . Tukey’s post hoc,  $q=4.4$ ,  $p=0.052$ ). There was also an effect of CSD stress on Ly6C MFI (main effect of group,  $*p=0.024$ ,  $F_{(1,9)}=7.4$ . Tukey’s post hoc,  $q=3.9$ ,  $p=0.091$ ) as well as increased MFI for the DNA-binding dye, Hoechst (main effect of group,  $*p=0.040$ ,  $F_{(1,9)}=5.8$ . Tukey’s post hoc,  $q=3.4$ ,  $p=0.15$ ). Data points in (**d,e**) represent individual mice. HC=home cage, CSD=chronic social defeat stress. Data shown as mean±SEM. Source data are provided as a Supplemental Source Data file.

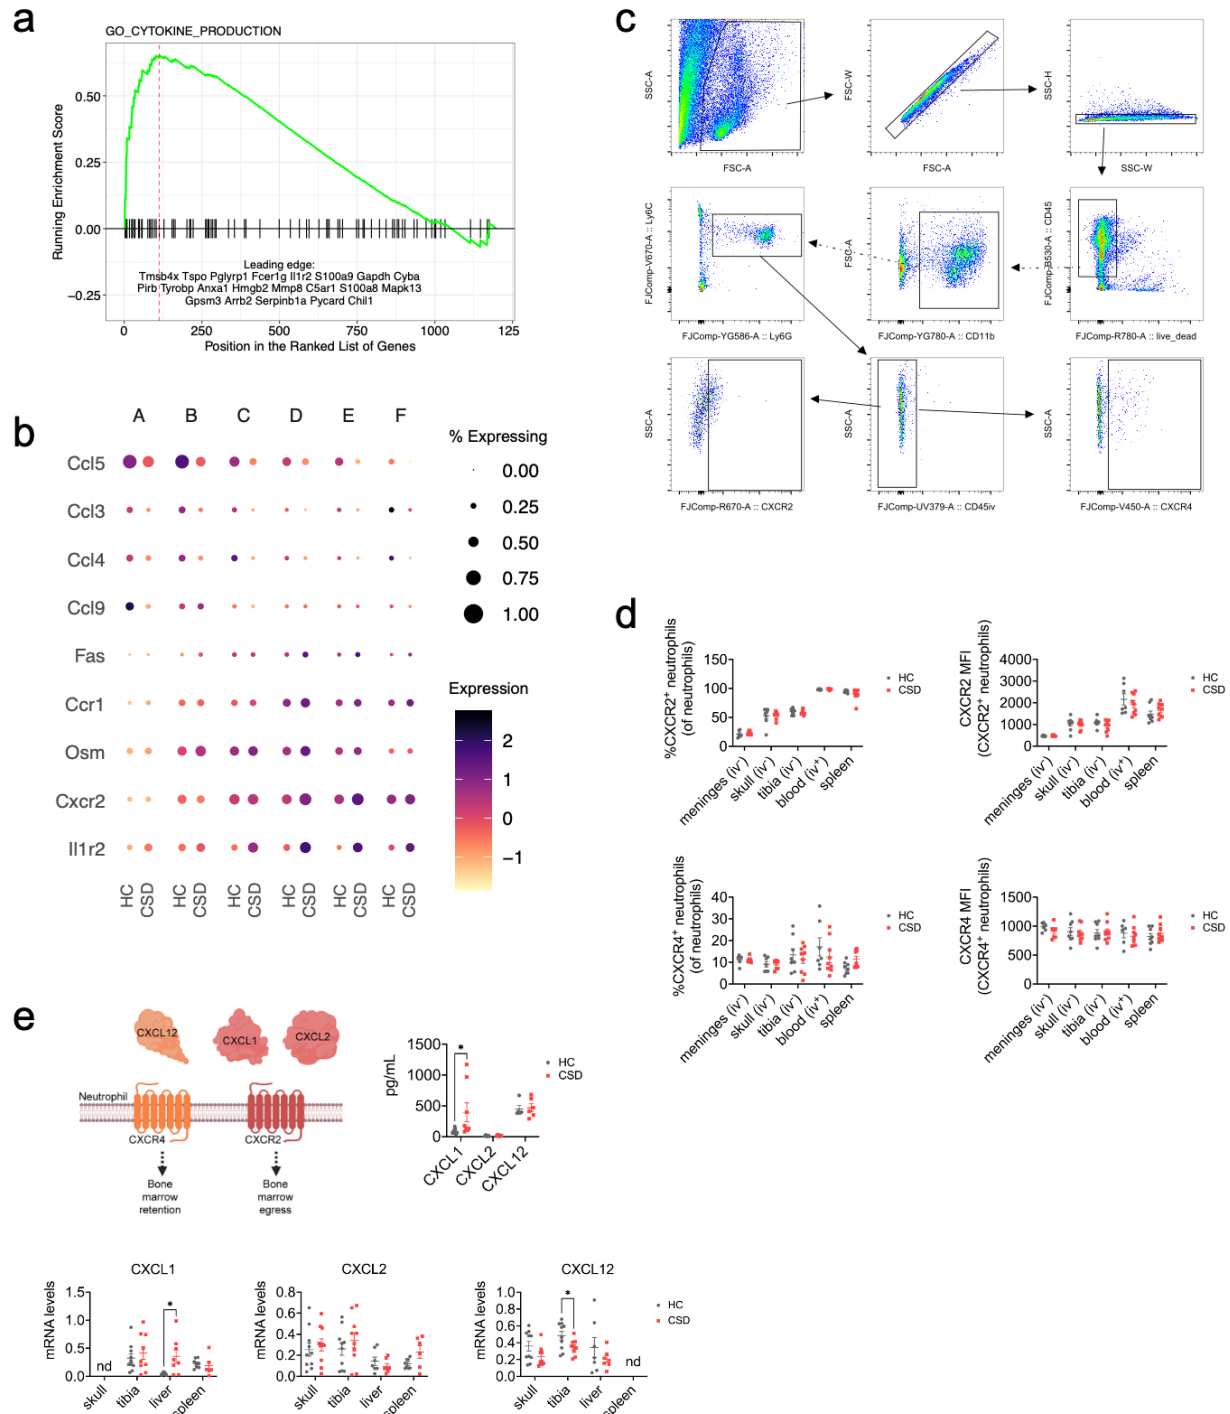

**Figure S17:** Cytokine & chemokine signaling in meningeal neutrophils and peripheral immune tissues. **a)** Escarpment plot showing enrichment of GO:Cytokine production pathway in meningeal neutrophils; leading edge genes are listed as overlay. **b)** Dot plot showing genes from KEGG pathway Cytokine-cytokine receptor interaction that were differentially expressed at FDR  $p < 0.05$  in the pooled neutrophil cluster; LFC for these genes is shown per neutrophil subcluster. *Pycard*—also known as ASC—is a protein involved in formation of the IL-1 $\beta$ -producing inflammasome<sup>17</sup>, and *Il1r2*—the decoy receptor for IL-1 $\beta$  which becomes upregulated on neutrophils in situations of acute inflammation like sepsis<sup>18,19</sup>. There were also CSD-associated

changes in specific cytokines and cytokine receptors in neutrophils, including increased expression of *Fas*, *Ccr1*, and *Osm*. 

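*Fas* (ENSMUSG00000024778) stood at 68.8 and 52.5 TMM-normalized CPM in HC replicates 1 and 2 and at 91.1 in CSD replicate 1 in the neutrophil-like clusters. CSD against HC gave a log2 fold change of 0.57 (standard error 0.27, adjusted p = 0.363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ccr1* (ENSMUSG00000025804) stood at 162, 160.4 and 192, a log2 fold change of 0.25 (standard error 0.17, adjusted p = 0.560 by edgeR). *Osm* (ENSMUSG00000058755) stood at 211, 242 and 279, a log2 fold change of 0.30 (standard error 0.17, adjusted p = 0.451 by edgeR), and 0.20 without HC replicate 1. Each lay above both HC libraries in CSD, and none was past the threshold under the alternatives that gave a test.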

*Fas* is a death receptor whose expression on mature neutrophils makes them uniquely primed for rapid apoptosis<sup>20</sup>. *Ccr1* signaling in neutrophils promotes phagocytic activity in tissue-resident macrophages<sup>21,22</sup>, which may facilitate clearance of *Fas*-mediated dying neutrophils. Finally, neutrophil expression of *Osm* leads to the recruitment of more neutrophils<sup>23</sup>; this feed-forward mechanism is seen in chronic inflammatory disorders like rheumatoid arthritis<sup>24</sup>. **c)** *Cxcr2* expression was also significantly increased in CSD neutrophils; because it regulates neutrophil egress from bone marrow under conditions of stress<sup>25</sup>, we further investigated this pathway. Gating strategy for assessing CXCR2<sup>+</sup> and CXCR4<sup>+</sup> neutrophil staining; a fluorescence minus one (FMO) control was used to set the negative gates for each tissue on each day of data acquisition. **d)** No significant differences between HC and CSD seen in %CXCR-2,4<sup>+</sup> neutrophils in any tissues (normalized to live, CD45<sup>+</sup> neutrophils).  $n_{HC}=8$  (in blood,  $n=7$ ),  $n_{CSD}=9$ . Note: these data were also used to generate the correlation matrices and hierarchical clustering maps shown in **Figures 5** and **S11**. **e) Top:** Schematic showing typical chemokine regulation of neutrophil retention or egress from bone marrow to blood. Specifically, CXCL12 binding to CXCR4 maintains neutrophil localization to bone marrow. Both CXCL1 and CXCL2 binding to CXCR2 cause neutrophil egress out of the bone marrow. 3 independent ELISA assays were run; results showed increased circulating levels of CXCL1 in plasma (Mann Whitney test:  $**p=0.0079$ ,  $U=9$ ,  $n_{HC}=9$ ,  $n_{CSD}=8$ ). There were no effects of CSD on plasma CXCL2 ( $n_{HC}=7$ ,  $n_{CSD}=6$ ) or CXCL12 ( $n_{HC}=5$ ,  $n_{CSD}=6$ ). **Bottom:** qPCR expression of chemokines in immunoregulatory tissues (*Liver*:  $n_{HC}=7$ ,  $n_{CSD}=8$ . *Skull*:  $n_{HC}=10$ ,  $n_{CSD}=10$ . *Spleen*:  $n_{HC}=8$ ,  $n_{CSD}=6$ . *Tibia*:  $n_{HC}=10$ ,  $n_{CSD}=10$ ). There was a significant increase in liver *Cxcl1* mRNA expression from CSD mice (Mann Whitney test:  $*p=0.039$ ,  $U=8$ ), and no detection in skull bone marrow ( $n_{HC}=10$ ,  $n_{CSD}=10$ ). No effects of CSD stress were observed in *Cxcl2* mRNA. CSD stress significantly decreased CXCL12 expression in tibia bone marrow (Unpaired t test:  $*p=0.037$ ,  $t=2.3$ ,  $df=17$ ); there was also a trend towards less expression in skull bone marrow (Unpaired t test:  $p=0.078$ ,  $t=1.9$ ,  $df=18$ ). No CXCL12 expression was detected in the spleen. Data points in **(d,e)** represent individual mice. Data shown as mean $\pm$ SEM. HC=home cage, CSD=chronic social defeat stress, LFC=log fold change. Source data are provided as a Supplemental Source Data file. Schematic figure created in BioRender. Kigar, S. (2025) <https://BioRender.com/tgefnj3>

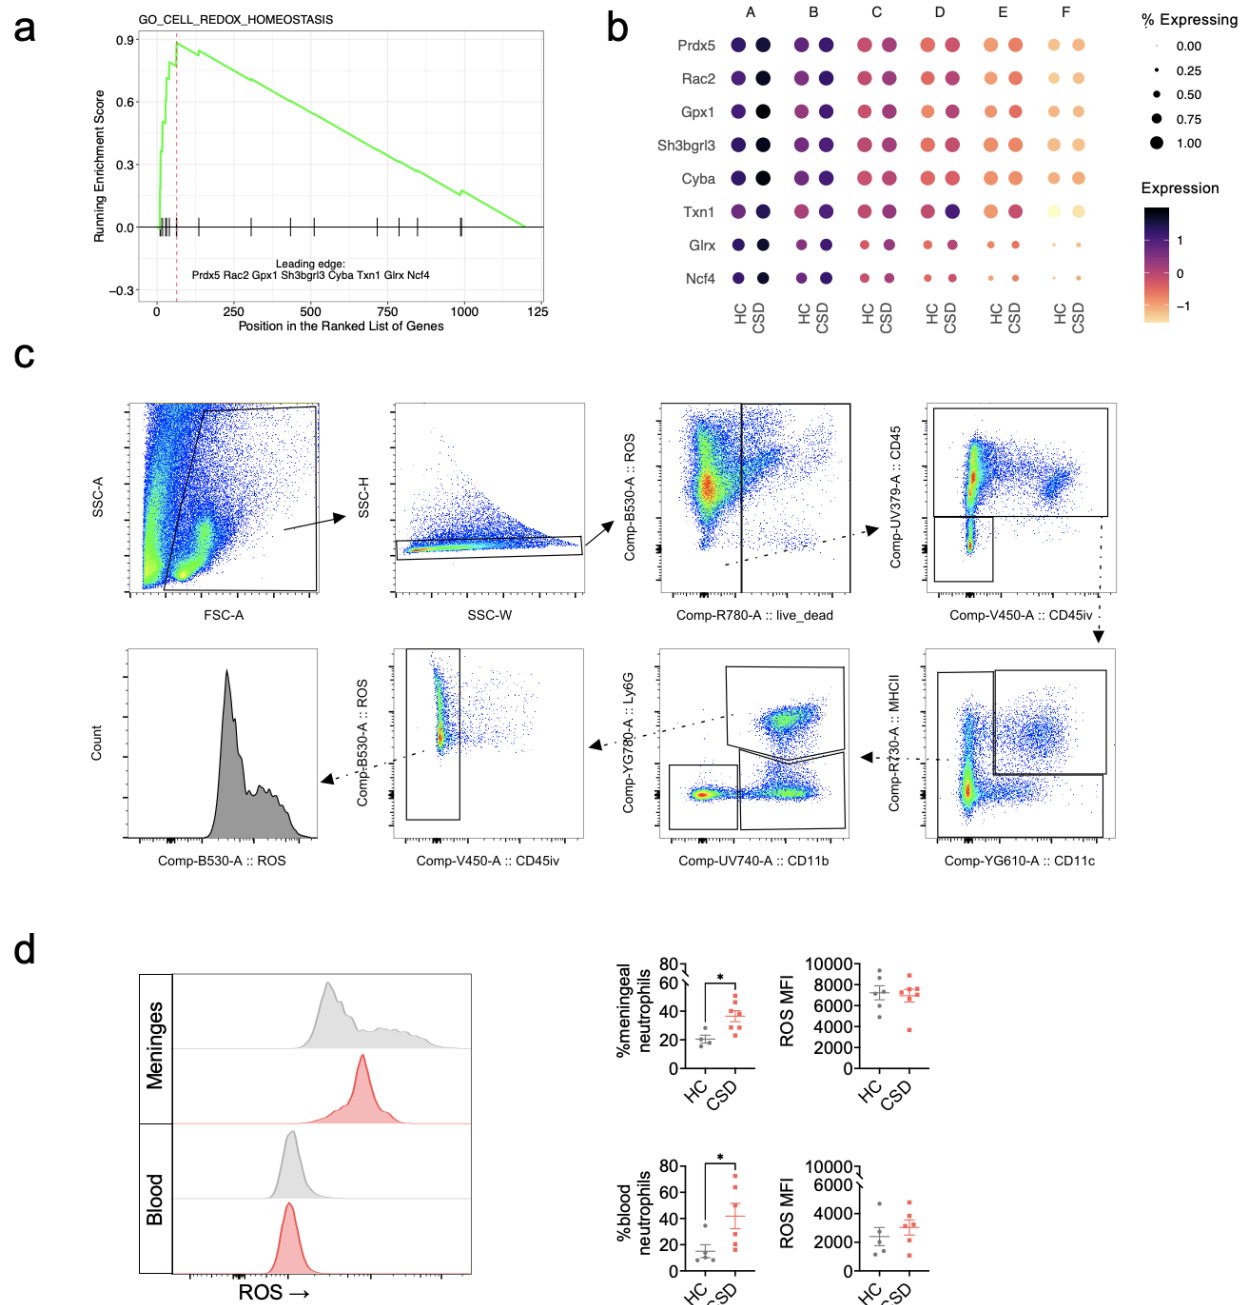

**Figure S18:** Response to reactive oxygen species (ROS)-based signaling in meningeal and blood neutrophils. **a)** Escarpment plot showing enrichment of GO: Cell redox homeostasis pathway in meningeal neutrophils; leading edge genes are listed as overlay. *Rac2*, *Cyba* and *Ncf4* are involved in formation of the phagocyte oxidase (phox) complex, which is in turn responsible for neutrophils' well-characterized ability to produce large amounts of reactive oxygen species (ROS) as an innate immune system defense mechanism<sup>26</sup>. **b)** Dot plot showing gene expression of leading-edge genes in each neutrophil subcluster for all genes comprising the GO:Cell redox homeostasis pathway. Expression is scaled to mean±standard deviation **c)** An intracellular ROS-labeling kit for flow cytometry was used to assess whether increased transcription of phox complex components was associated with increased ROS production in CSD meningeal neutrophils; gating strategy shown here. **d)** On a per-cell basis, there was no

600 difference in ROS production. This may stem from the counterbalancing effect of concomitantly  
601 increased antioxidant gene expression – including *Prdx5*, *Gpx1*, and *Txn1* and *Glrx*–in CSD  
602 meningeal neutrophils *Left*: Histograms showing representative intensity of ROS<sup>+</sup> cell staining in  
603 meningeal (*top*) and blood (*bottom*) neutrophils. *Right*: Validation of increased meningeal (*Top*;  
604 Unpaired t test: \* $p=0.019$ ,  $t=2.9$ ,  $df=9$ ,  $n_{HC}=4$ ,  $n_{CSD}=7$ ) and blood (*Bottom*; Unpaired t test:  
605 \* $p=0.046$ ,  $t=2.3$ ,  $df=9$ ,  $n_{HC}=5$ ,  $n_{CSD}=6$ ) neutrophils for animals in this study. No difference in  
606 ROS<sup>+</sup> staining between HC and CSD stress neutrophils (NB: there were three cohorts of mice  
607 included in this analysis. There was a large difference in average ROS MFIs between cohort 1  
608 and cohorts 2 & 3, so a cohort average was generated for cohort 1 and cohorts 2 & 3, and a  
609 ratio of the two used to adjust cohort 1 values). The data generated in this experiment are  
610 included in the data presented in **Figures 1F-H** and **6G**; removal of these data does not affect  
611 the significant difference between groups shown in the figure. Tests were two-tailed. Data points  
612 in (**d**) represent individual mice. HC=home cage, CSD=chronic social defeat stress,  
613 MFI=median fluorescence intensity. Data shown as mean±SEM. Source data are provided as a  
614 Supplemental Source Data file.

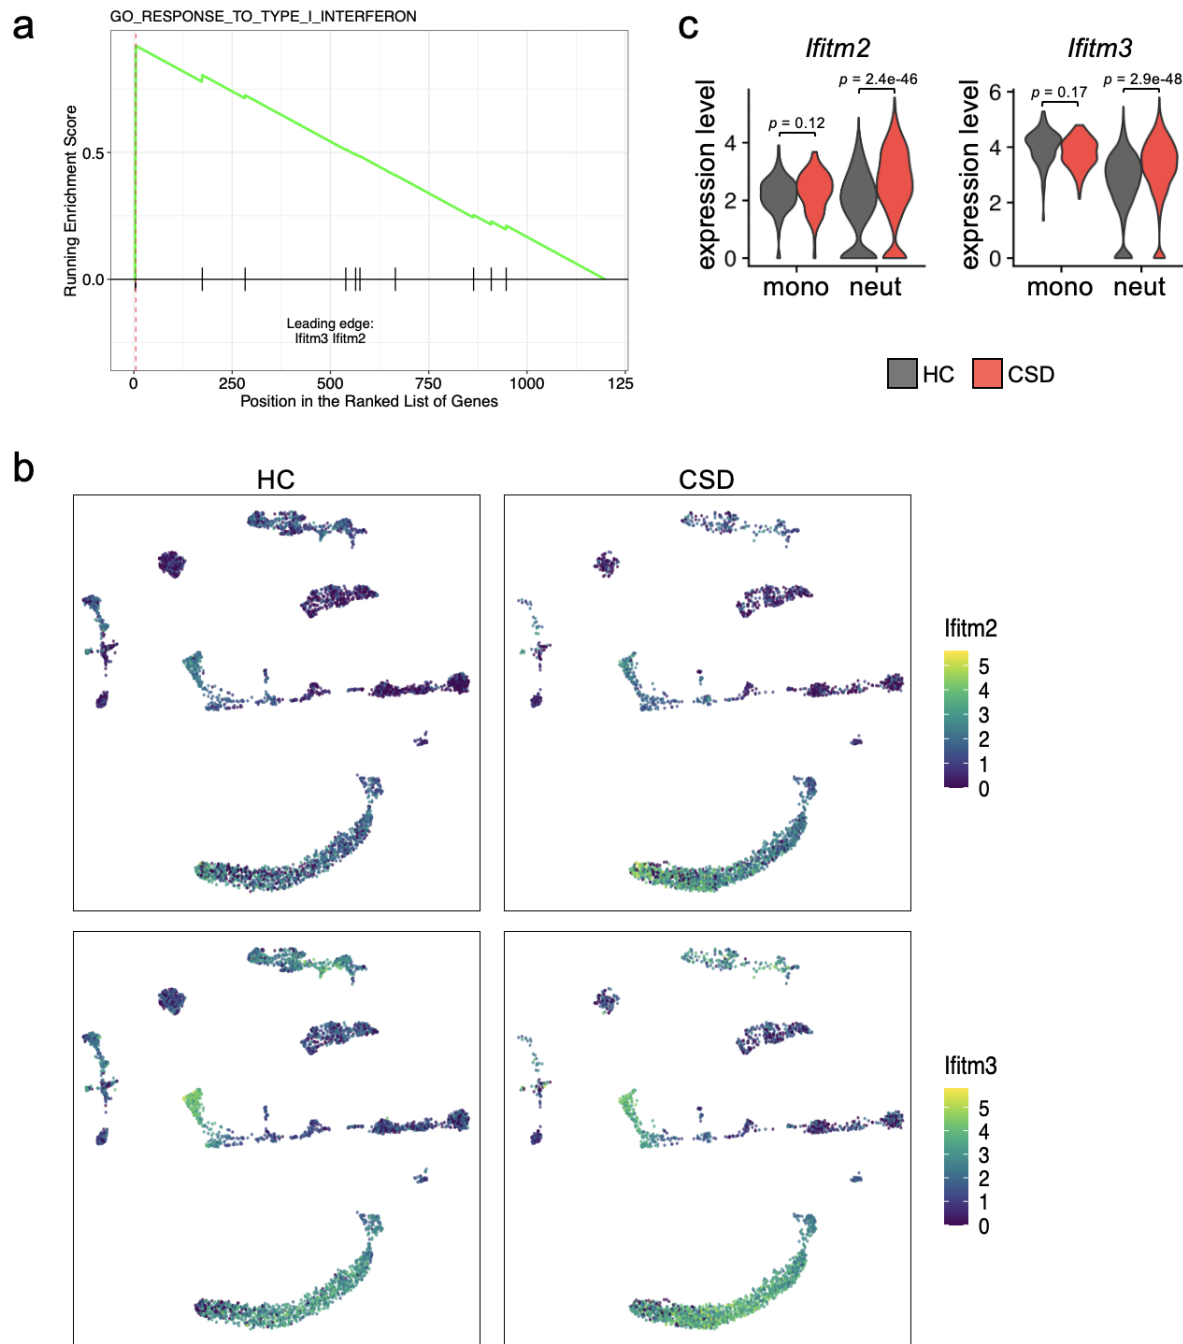

**Figure S19:** Increased type I interferon signaling following CSD stress is unique to meningeal neutrophils. **a)** Top: Escarpment plot showing enrichment of GO: Response to type I interferon pathway in meningeal neutrophils in stress; leading-edge genes are listed as overlay. Bottom: Increased expression of *Ifitm2* and *Ifitm3* in CSD meningeal neutrophils. **b)** Uniform manifold approximation and projection (UMAP) showing *Ifitm2* and *Ifitm3* expression in all meningeal cells for HC vs CSD mice. A subset of these data (specifically, the neutrophil cluster alone) are also presented in **Figure 7A**. **c)** While monocytes highly express both *Ifitm2* and *Ifitm3*, expression levels do not change with CSD stress. Data points represent individual cells from pooled sample. HC = home cage, CSD = chronic social defeat stress.

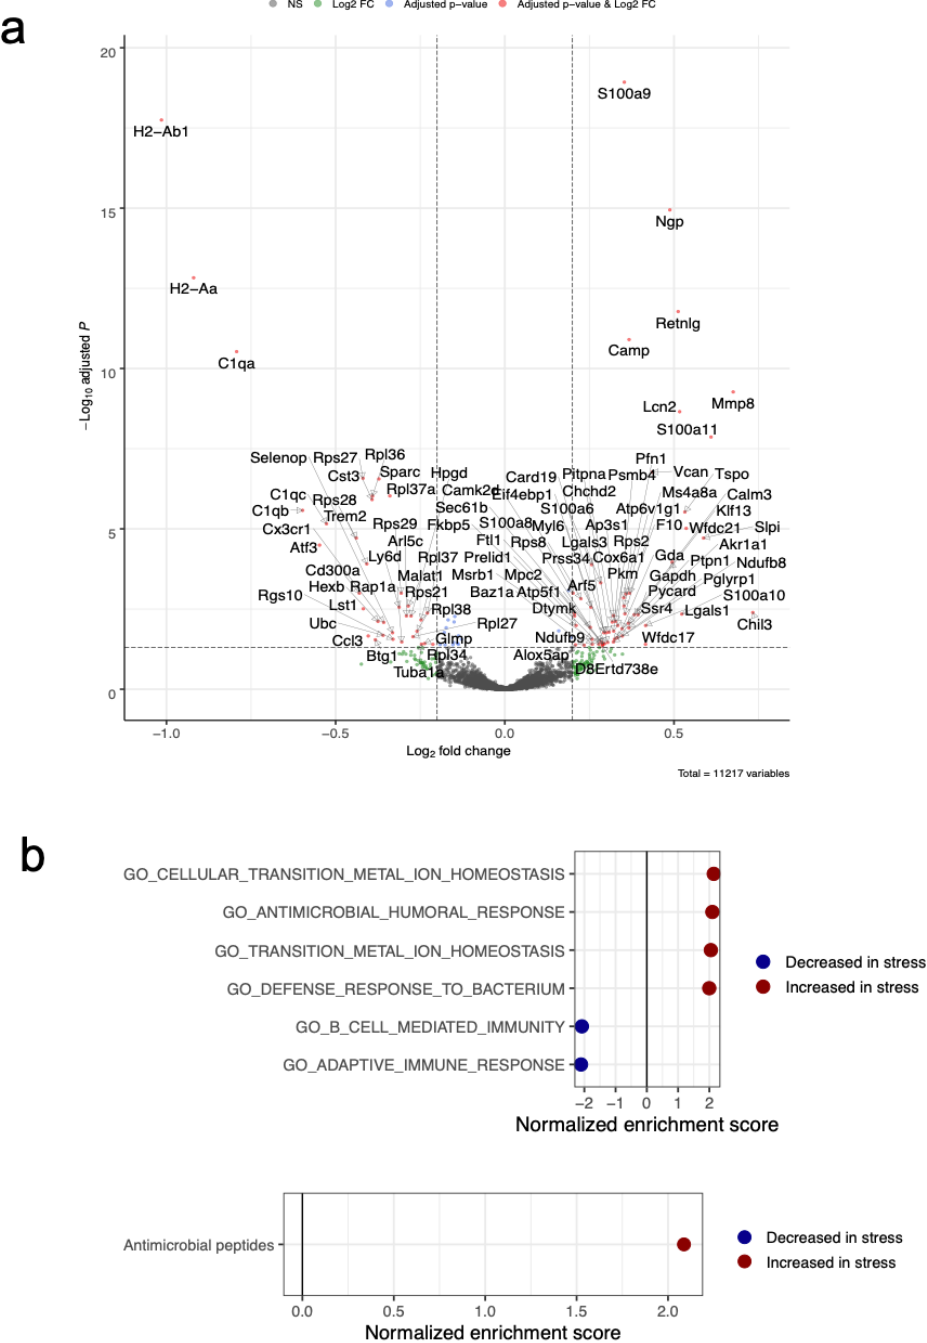

**Figure S20:** Meningeal monocytes do not show CSD-associated enrichment of interferon signaling. **a)** Volcano plot showing differentially expressed genes (DGE) between CSD and HC in the single cell RNAseq monocyte cluster. Indicated points represent DGE with LFC > 0.2 and FDR  $p < 0.01$ . Compare with neutrophil DGE in **Figure 6D**. **b)** Gene set enrichment analysis (GSEA) for biological pathways (top) and reactome (bottom). Compare with neutrophil GSEA in **Figure 6F**. CSD = chronic social defeat, HC = home cage, LFC = log fold change.

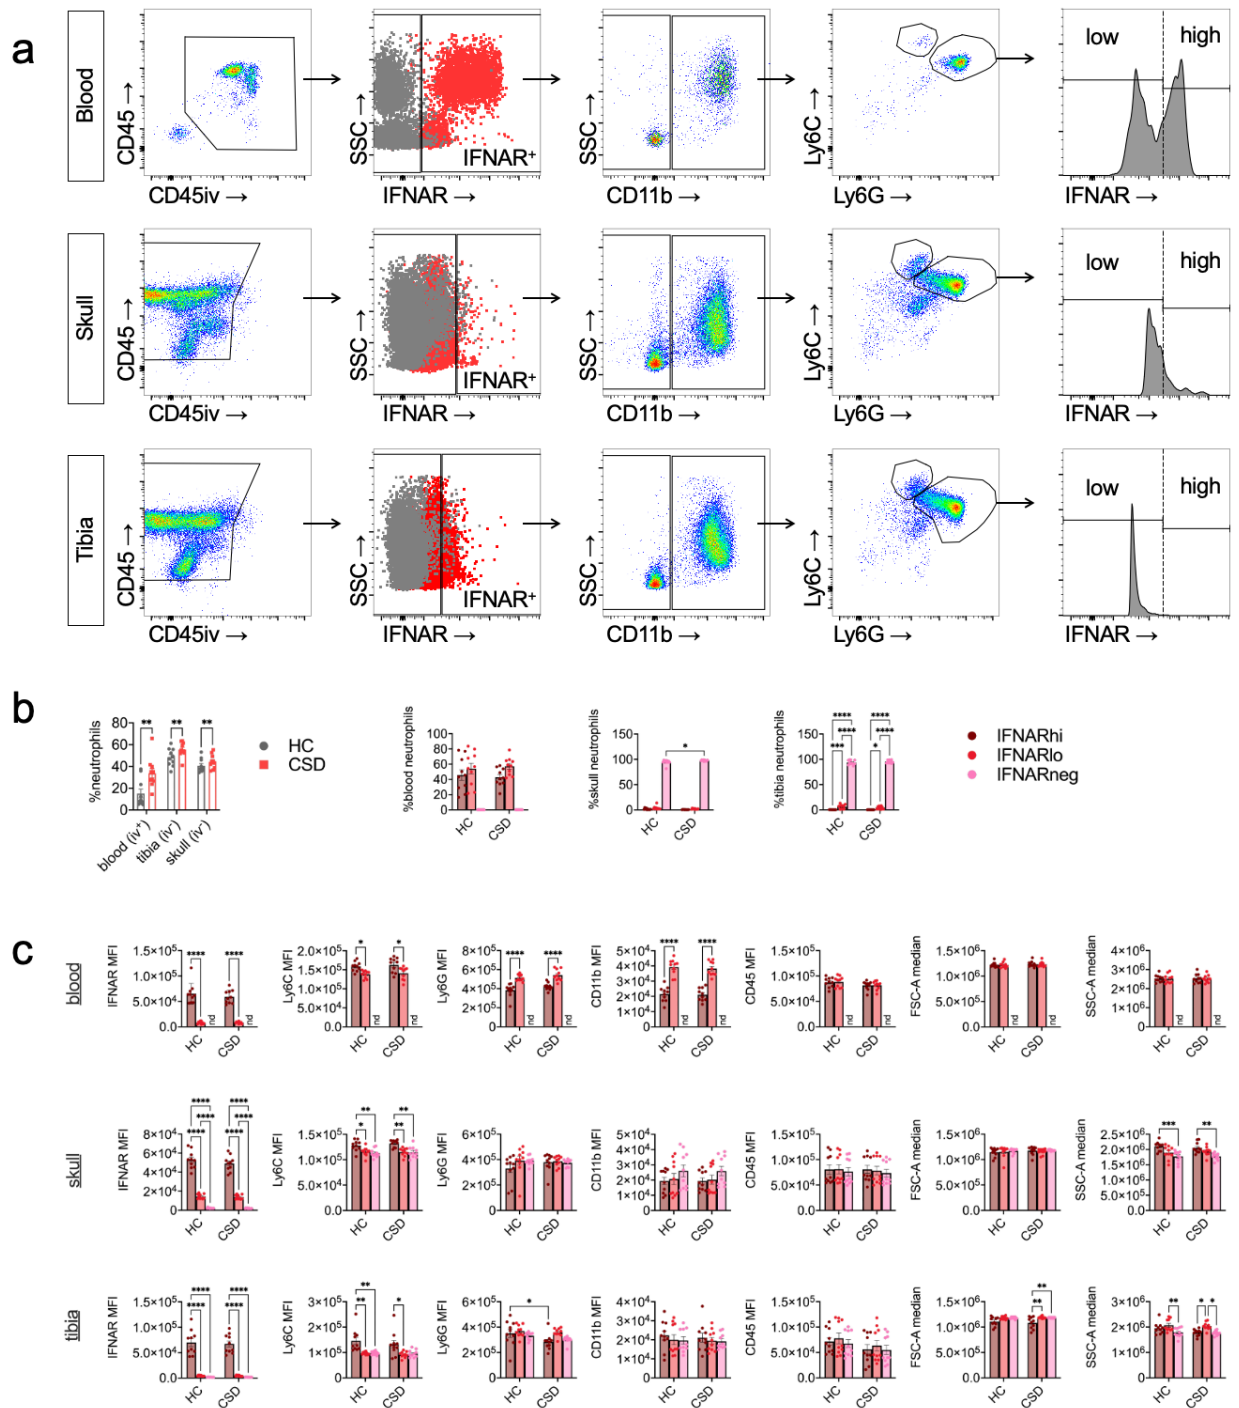

**Figure S21:** IFNAR<sup>+</sup> neutrophil staining in peripheral immune tissues; data from these mice are also shown in **Figure 7D**. **a)** Gating strategy for assessing IFNAR<sup>+</sup> neutrophil staining; a fluorescence minus one (FMO, shown in dark gray) control was used to set the negative gates for each tissue on each day of data acquisition (red = a representative stained sample). A CD45iv injection was used to discriminate bone marrow from vascular populations. Right-most histogram panel shows division of neutrophils into IFNAR<sup>hi</sup> and IFNAR<sup>lo</sup> populations. **b)** Elevated neutrophil levels in blood, skull, and tibia following CSD stress (group: \*\*\* $p=0.0003$ ,  $F_{(1,56)}=14$ . post-hoc:  $t=3.8$ , \*\* $p=0.0010$ ). In skull, IFNAR<sup>neg</sup> neutrophils increased with CSD stress

(group x cell type interaction,  $**p=0.0057$ ,  $F_{(2,54)}=5.7$ . post-hoc:  $t=2.7$ ,  $*p=0.26$ ). Tibia showed a main effect of cell type, but no group or interaction effect. **c)** Examination of median fluorescent intensities (MFIs), with groups separated into IFNAR<sup>hi</sup>, IFNAR<sup>lo</sup>, and IFNAR<sup>neg</sup> populations. *Blood*: CD11b MFI is lower in IFNAR<sup>hi</sup> vs IFNAR<sup>lo</sup> neutrophils (cell type:  $****p<0.0001$ ,  $F_{(1,36)}=132$ ). Ly6G MFI is lower in IFNAR<sup>hi</sup> vs IFNAR<sup>lo</sup> neutrophils (cell type:  $****p<0.0001$ ,  $F_{(1,36)}=55.9$ ), and higher in CSD compared to HC (group:  $*p=0.050$ ,  $F_{(1,36)}=4.12$ ). Ly6C MFI is highest in IFNAR<sup>hi</sup> neutrophils (cell type:  $****p<0.0001$ ,  $F_{(1,36)}=19.8$ ). *Skull*: Ly6C MFI is highest in IFNAR<sup>hi</sup> neutrophils (cell type:  $****p<0.0001$ ,  $F_{(2,54)}=19.7$ ). SSC shows cell type-specific effect (cell type:  $****p<0.0001$ ,  $F_{(2,54)}=17.0$ ). Post-hoc analysis showed differences suggesting IFNAR<sup>hi</sup> populations have more granularity and/or complex nuclear morphology, consistent with IFNAR<sup>hi</sup> neutrophils being more mature than IFNAR<sup>neg</sup> neutrophils. *Tibia*: Ly6G MFI shows cell type-specific and CSD-related changes (group:  $*p=0.014$ ,  $F_{(1,54)}=6.5$ ; cell type:  $*p=0.014$ ,  $F_{(2,54)}=4.7$ ); post-hoc analysis reveals CSD-related decrease specific to IFNAR<sup>hi</sup> cells ( $t=2.7$ ,  $*p=0.027$ ). Ly6C MFI is highest in IFNAR<sup>hi</sup> neutrophils (cell type:  $****p<0.0001$ ,  $F_{(2,54)}=16.2$ ). FSC shows type-specific effect (cell type:  $****p<0.0001$ ,  $F_{(2,54)}=13.8$ ); post-hoc analysis revealed a CSD-specific decrease in cell size between IFNAR<sup>lo</sup>/IFNAR<sup>neg</sup> and IFNAR<sup>hi</sup> neutrophils. This is consistent with IFNAR<sup>hi</sup> neutrophils representing a more mature phenotype<sup>27</sup>. SSC shows cell type-specific effect (cell type:  $****p<0.0001$ ,  $F_{(2,54)}=12.8$ ). Post-hoc analysis showed differences suggesting IFNAR<sup>+</sup> populations have more granularity and/or complex nuclear morphology, consistent with IFNAR<sup>+</sup> neutrophils being more mature than IFNAR<sup>neg</sup> neutrophils. For all tests, 2-way ANOVAs with Šídák's multiple comparisons test were used.  $n_{HC} = 10$ ,  $n_{CSD} = 10$ ; data points in **(b,c)** represent individual mice. HC = home cage, CSD = chronic social defeat stress, FSC = forward scatter, SSC = side scatter. Data shown as mean  $\pm$  SEM. Source data are provided as a Supplemental Source Data file.

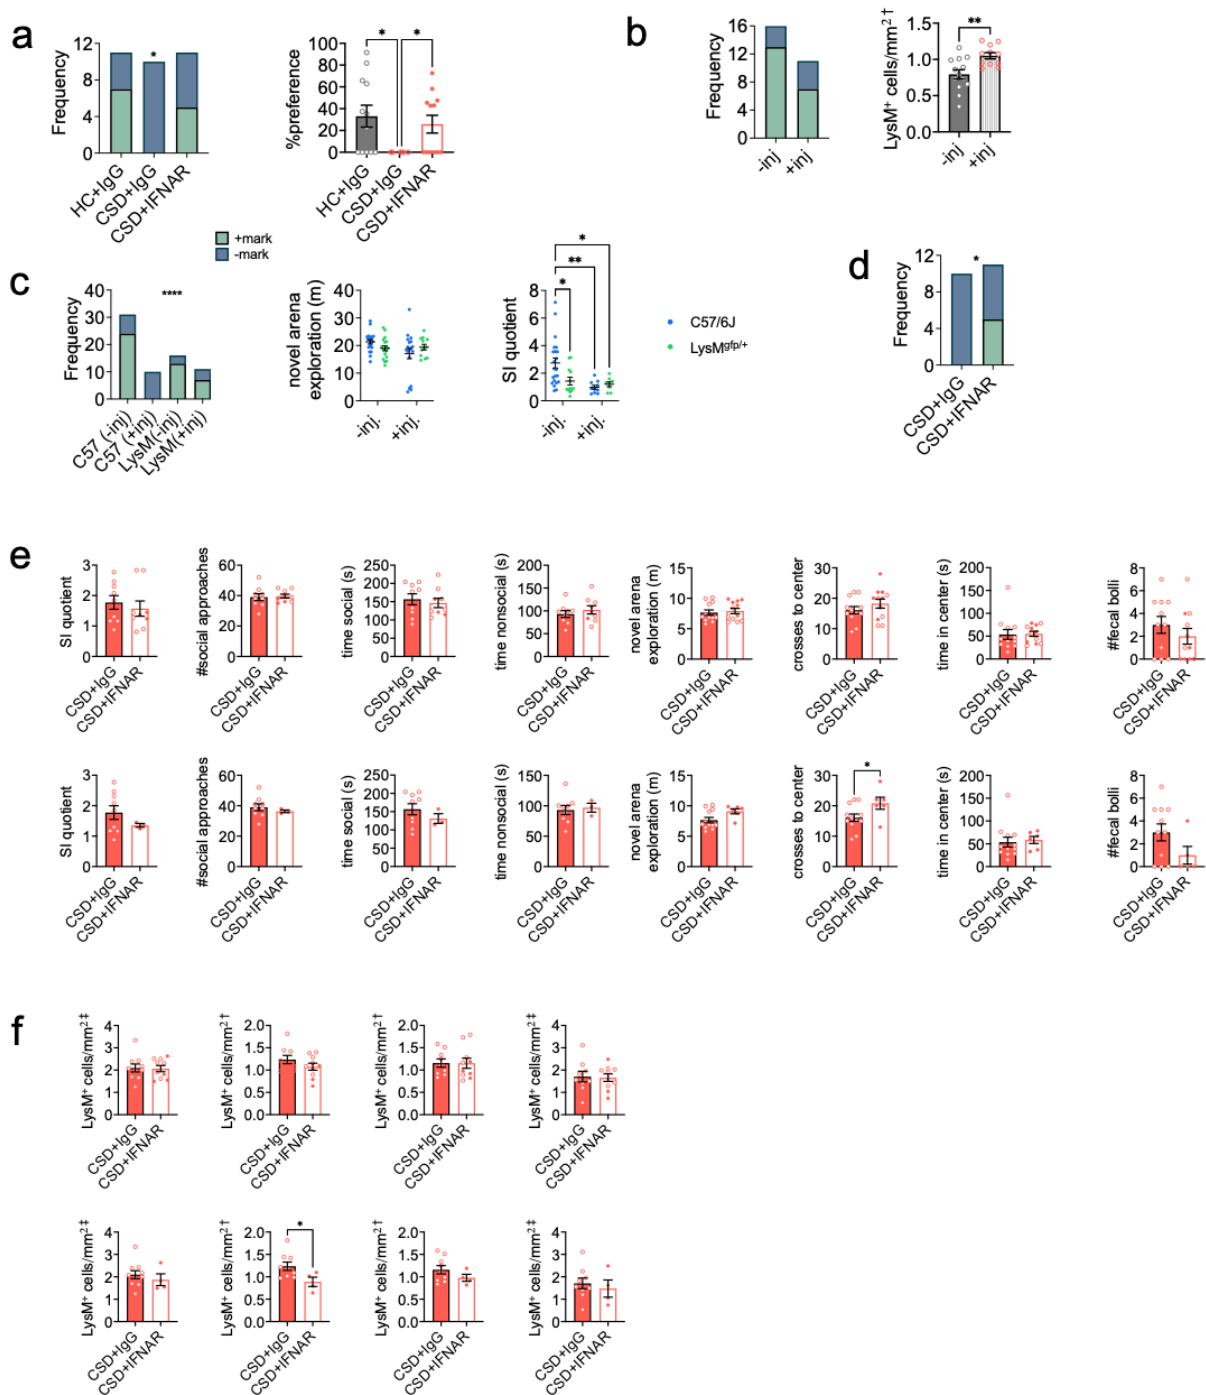

**Figure S22:** Anti-IFNAR treatment in LysM<sup>gfp/+</sup> mice improves anhedonic behavior in the USM task, but LysM<sup>gfp/+</sup> mice show strain-related effects of injection stress. **a)** Anti-IFNAR treatment protects against the anhedonic effects of stress. Control (IgG)-antibody treated mice exposed to CSD show expected behavioral deficits compared to HC-IgG mice. *Left:* marking behavior ( $\chi^2$  test,  $**p=0.0086$ ,  $\chi^2=9.5$ ,  $df=2$ ). *Right:* preference for female scent (Kruskal-Wallis test:  $**P=0.0088$ ,  $H=9.5$ ; Dunn's post-hoc:  $*p_{HC-IgGvCSD-IgG}=0.013$ ,  $Z_{HC-IgGvCSD-IgG}=2.9$ ;  $*p_{CSD-IgGvCSD-IFNAR}=0.048$ ,  $Z_{CSD-IgGvCSD-IFNAR}=2.4$ ;  $n=12$  per group). **b)** *Left:* No effect of injection stress on USM behavior for HC LysM<sup>gfp/+</sup> mice (Fisher's exact test:  $p=0.39$ ;  $n_{-inj}=16$ ,  $n_{+inj}=11$ ). *Right:* however,

there was an increase in nonvascular, meningeal LysM-GFP<sup>+</sup> cells with injection stress (\*\* $p=0.0040$ ,  $t=3.2$ ,  $df=22$ ). **c**) Comparison of the effects of injection stress on strains. *Left*: Visualization of the percentage of either WT or LysM<sup>gfp/+</sup> mice that marked in the USM test; all animals shown here at HC. At baseline it appears that LysM<sup>gfp/+</sup> mice are more likely to mark than C57BL/6J mice (81% vs 62%). HC+IgG mice from both strains marked less frequently (64% of LysM<sup>gfp/+</sup> mice vs 0% of C57BL/6J mice); this was not a significant difference in LysM<sup>gfp/+</sup> mice (Fisher's exact test:  $p=0.39$ . C57:  $n_{-inj}=34$ ,  $n_{+inj}=10$ ; LysM:  $n_{-inj}=16$ ,  $n_{+inj}=11$ ). *Middle*: OF behavior not impacted by strain or injection status. *Right*: Significant interaction and status effects on the social interaction test; more anhedonic behavior in both strains with injection stress (2-way ANOVA test: interaction,  $*P=0.046$ ,  $F_{(1,48)}=4.2$ ; injection,  $*P=0.011$ ,  $F_{(1,48)}=7.0$ . Tukey's posthoc: C57<sub>-inj</sub>vsLysM<sub>-inj</sub>  $*p=0.027$ ,  $q=4.1$ ; C57<sub>-inj</sub>vsC57<sub>+inj</sub>  $**p=0.0033$ ,  $q=5.2$ ; C57<sub>-inj</sub>vsLysM<sub>+inj</sub>  $*p=0.024$ ,  $q=4.2$ . C57:  $n_{-inj}=22$ ,  $n_{+inj}=10$ ; LysM:  $n_{-inj}=12$ ,  $n_{+inj}=8$ ). **d**) same data presented in **Figure 8B**, but binarized (Fisher's exact text:  $*p=0.035$ ;  $n_{IgG}=10$ ,  $n_{IFNAR}=11$ ). **e**) Anhedonic (SI) and anxiety-like (OF) behavior in LysM<sup>gfp/+</sup> mice that underwent CSD stress. The top line shows all behavior patterns for all CSD+anti-IFNAR treated mice. The bottom line shows the same, but only shows CSD+anti-IFNAR treated mice that marked in the USM task. Only OF crosses to center were improved by anti-IFNAR treatment; these data are included in **Figure 8C** and are shown here for comparison. SI:  $n_{IgG}=9$ ,  $n_{IFNAR}=9$  (all) or 3 (+USM). OF:  $n_{IgG}=12$ ,  $n_{IFNAR}=12$  (all) or 6 (+USM). **f**) Reduced nonvascular (>10 $\mu$ m from blood vessel) meningeal LysM-GFP<sup>+</sup> cells in LysM<sup>gfp/+</sup> mice that underwent CSD stress but received anti-IFNAR treatment. The top line shows meningeal handcount data for all CSD+anti-IFNAR treated mice. The bottom line shows the same but only CSD+anti-IFNAR treated mice that marked in the USM task are included. These data are included in **Figures 8D-E** and are shown here for comparison. No other meningeal subpopulations were significant. *Left to right*: total, nonvascular (>10 $\mu$ m from blood vessel), abluminal ( $\leq 10\mu$ m away from a blood vessel), and intravascular meningeal LysM-GFP<sup>+</sup> cells.  $n_{IgG}=9$ ,  $n_{IFNAR}=10$  (all) or 4 (+USM). <sup>†</sup>square root-transformed, <sup>‡</sup> natural log-transformed values to improve normality. Univariate tests were two-tailed. Data points represent individual mice. Data shown as mean $\pm$ SEM. Source data are provided as a Supplemental Source Data file.

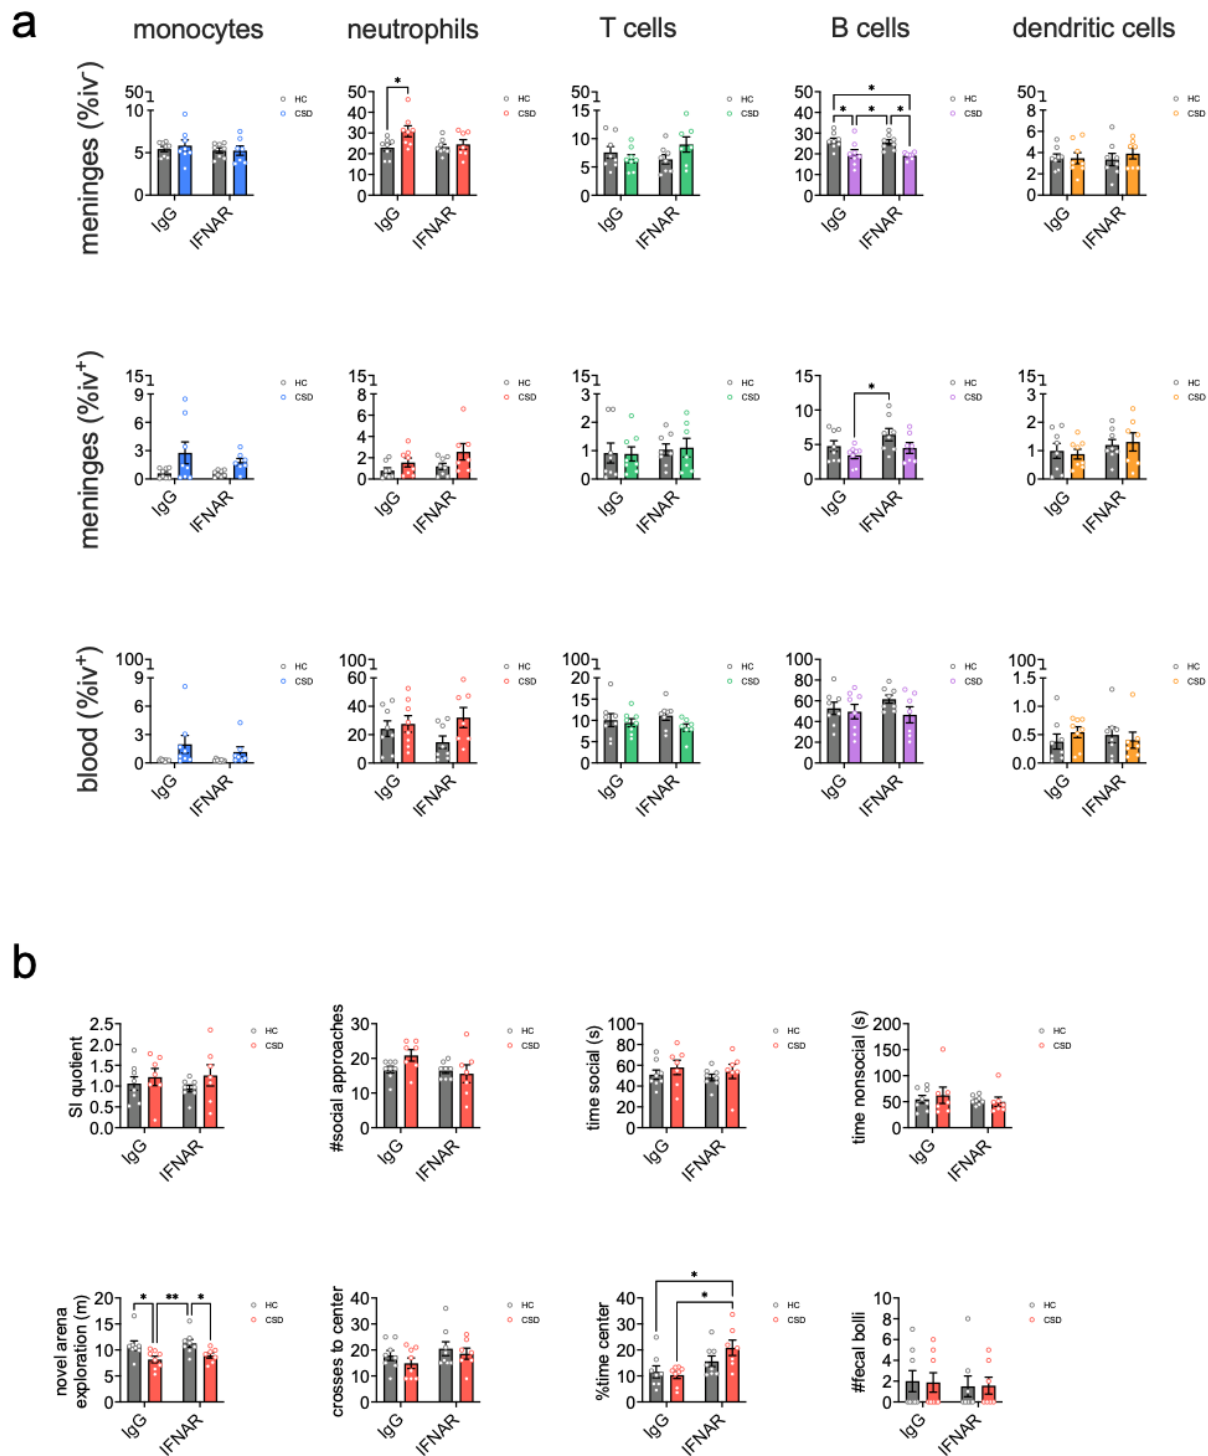

No urine scent marking in any groups

**Figure S23:** C57BL/6J mice do not show behavioral rescue with anti-IFNAR treatment, despite meningeal 'rescue' of neutrophils. **a)** Neutrophil data included for reference; see **Figure 8F**. *Top:* iv<sup>+</sup> meningeal cells, normalized to live, CD45<sup>+</sup>. There was a trend for an interaction between anti-IFNAR and group in T cells (interaction,  $P=0.066$ ,  $F_{(1,27)}=3.7$ ), but no post-hoc significance. There was a suppressing effect of CSD on B cells independently of anti-IFNAR

treatment (main effect of group, \*\*\* $P=0.0002$ ,  $F_{(1,27)}=18.7$ . Tukey's post-hoc: \* $p_{\text{IgG-HCvIgG-CSD}}=0.023$ ,  $q_{\text{IgG-HCvIgG-CSD}}=4.3$ ; \* $p_{\text{IgG-HCvIFNAR-CSD}}=0.012$ ,  $q_{\text{IgG-HCvIFNAR-CSD}}=4.8$ ; \* $p_{\text{IgG-CSDvIFNAR-HC}}=0.049$ ,  $q_{\text{IgG-CSDvIFNAR-HC}}=3.9$ ; \* $p_{\text{IFNAR-HCvIFNAR-CSD}}=0.025$ ,  $q_{\text{IFNAR-HCvIFNAR-CSD}}=4.3$ ). *Middle*: iv<sup>+</sup> meningeal cells, normalized to live, CD45<sup>+</sup>. For monocytes, CSD increased levels (main effect of group, \* $P=0.013$ ,  $F_{(1,27)}=7.2$ ), but no post-hoc significance. There was a suppressing effect of CSD on B cells independently of IFNAR treatment (main effect of group, \* $P=0.039$ ,  $F_{(1,27)}=4.7$ . Tukey's post-hoc: \* $p_{\text{IgG-CSDvIFNAR-HC}}=0.039$ ,  $q_{\text{IgG-CSDvIFNAR-HC}}=4.0$ ). *Bottom*: blood cells, normalized to live, CD45<sup>+</sup>. For monocytes, CSD increased levels (main effect of group, \* $P=0.025$ ,  $F_{(1,27)}=5.7$ ), but no post-hoc significance. **b) Top**: Social interaction (SI). There was a trend for an effect of anti-IFNAR treatment on social approaches (main effect of treatment,  $P=0.091$ ,  $F_{(1,26)}=3.1$ ), though nothing approached significance in post-hoc testing. No other statistical tests approached significance for SI. *Bottom*: Open Field (OF). There was a significant effect of anti-IFNAR treatment on OF time in center, where in both HC and CSD groups, time in the center increased, indicative of less anxious-like behavior (main effect of treatment, \*\* $P=0.0025$ ,  $F_{(1,27)}=11.1$ . Tukey's post-hoc: \* $p_{\text{IgG-HCvIFNAR-CSD}}=0.032$ ,  $q_{\text{IgG-HCvIFNAR-CSD}}=4.2$ ; \* $p_{\text{IgG-CSDvIFNAR-CSD}}=0.012$ ,  $q_{\text{IgG-CSDvIFNAR-CSD}}=4.7$ ). IFNAR treatment had no improving effect on novel arena exploration; both CSD groups explored less than the HC groups (main effect of group, \*\* $P=0.0020$ ,  $F_{(1,27)}=11.7$ . Tukey's post-hoc: \* $p_{\text{IgG-HCvIgG-CSD}}=0.015$ ,  $q_{\text{IgG-HCvIgG-CSD}}=2.6$ ; \*\* $p_{\text{IgG-CSDvIFNAR-HC}}=0.0050$ ,  $q_{\text{IgG-CSDvIFNAR-HC}}=3.1$ ; \* $p_{\text{IFNAR-HCvIFNAR-CSD}}=0.035$ ,  $q_{\text{IFNAR-HCvIFNAR-CSD}}=2.2$ ). For all experiments:  $n_{\text{IFNAR-CSD}}=7$ , otherwise  $n=8$  per group. Data points represent individual mice. All tests were 2-way ANOVA with Tukey's post-hoc, corrected for multiple comparisons. Data shown as mean $\pm$ SEM. Data were collected using the gating strategy shown in **Figures S2A-B** on samples from the mice shown in **Figures 8F**. HC=home cage, CSD=chronic social defeat stress, IFNAR = interferon- $\alpha/\beta$  receptor, SI = social interaction. Source data are provided as a Supplemental Source Data file.

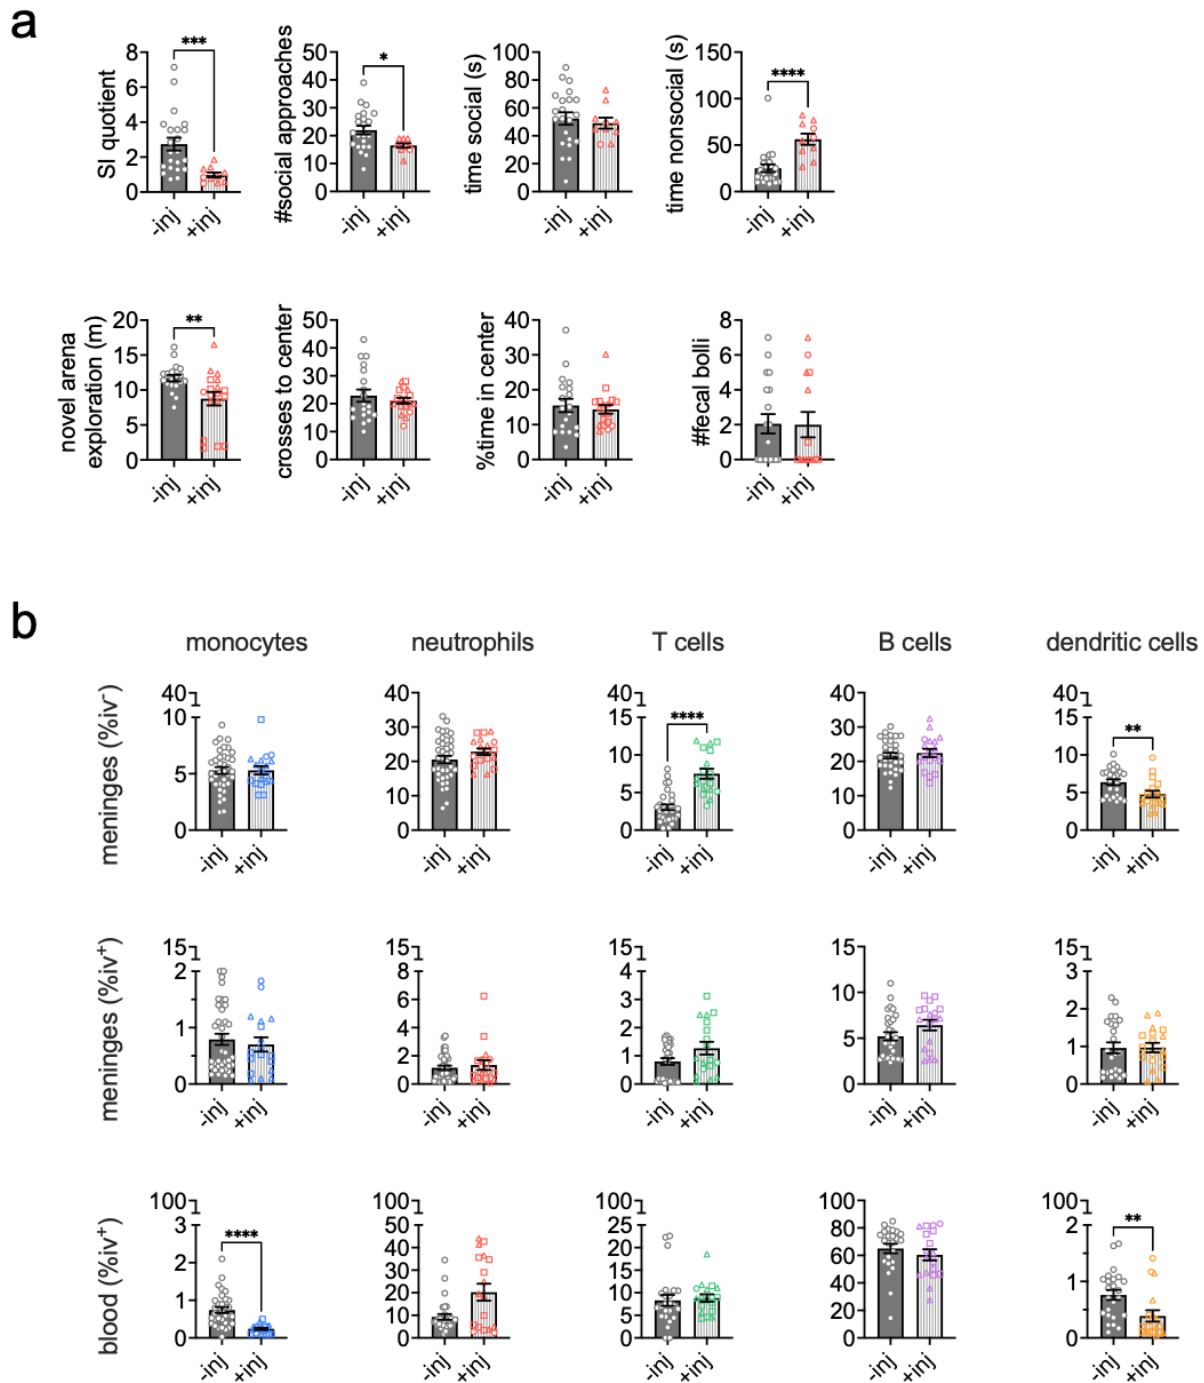

**Figure S24:** Exploration of the effect of injection and strain on behavior and immune cell dynamics in C57BL/6J home cage (HC) mice. **a) Top:** Social interaction. Repeated injections had an anhedonic effect on C57BL/6J mice for the SI quotient ( $***p = 0.0005$ ,  $U = 29$ .  $n_{-inj} = 22$ ,  $n_{+inj} = 10$ ). The number of social approaches was also reduced ( $*p = 0.024$ ,  $U = 55$ ). Time spent interacting with the non-social object increased ( $****p < 0.0001$ ,  $U = 21$ ). **Bottom:** Open field. Repeated injections had an anxiogenic effect on C57BL/6J for exploration of a novel arena ( $**p = 0.010$ ,  $U = 87$ .  $n_{-inj} = 19$ ,  $n_{+inj} = 18$ ). **b)** In C57BL/6J mice, there were no effects of injection stress on neutrophils. However, injection stress increased the percentage of  $iv^-$  meningeal T

cells (\*\*\*\* $p < 0.0001$ ,  $U = 48.5$ .  $n_{-inj} = 29$ ,  $n_{+inj} = 18$ ) and decreased the percentage of iv<sup>+</sup> meningeal dendritic cells (\*\* $p = 0.0075$ ,  $U = 112$ .  $n_{-inj} = 24$ ,  $n_{+inj} = 18$ ). There were no effects on iv<sup>+</sup> meningeal cells. In blood, monocyte levels were decreased by injection stress (\*\*\*\* $p < 0.0001$ ,  $U = 64$ .  $n_{-inj} = 32$ ,  $n_{+inj} = 18$ ). Neutrophil levels were not significantly elevated. Dendritic cell levels were reduced (\*\* $p = 0.0031$ ,  $U = 102$ .  $n_{-inj} = 24$ ,  $n_{+inj} = 18$ ). Data points represent individual mice. All tests were two-tailed, Mann Whitney. Data shown as mean  $\pm$  SEM. HC = home cage, CSD = chronic social defeat. Inj = injection, SI = social interaction. Source data are provided as a Supplemental Source Data file.

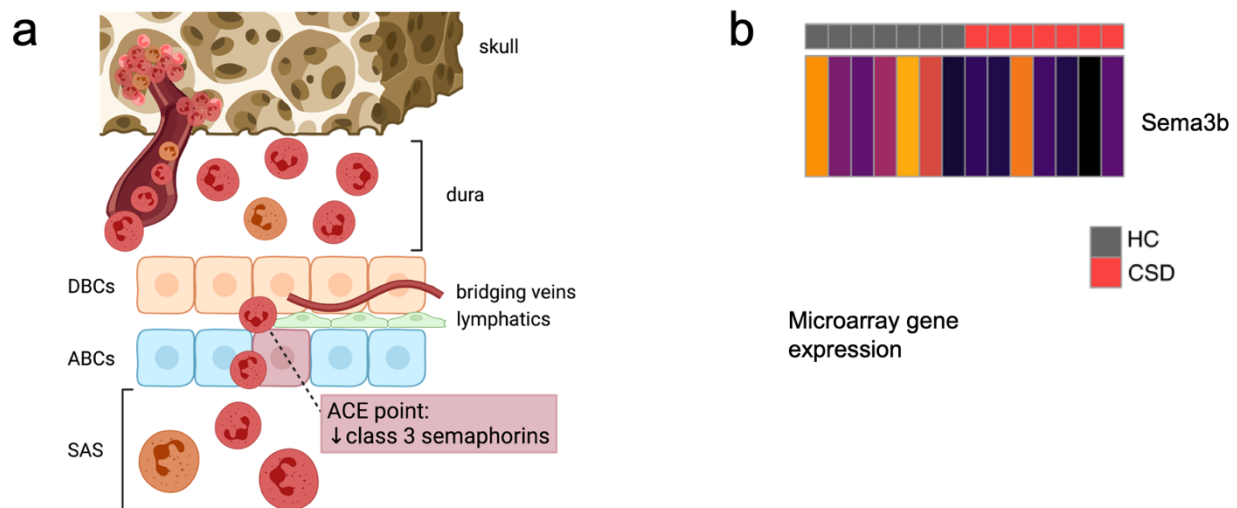

**Figure S25:** Potential mechanisms of neutrophil trafficking to the meninges and neutrophil-brain communication. **a)** Class 3 semaphorins (SEMA3) have chemorepellant properties that prevent migration of neutrophils across dural lymphatics into the leptomeninges at arachnoid cuff exit (ACE) points<sup>11</sup>. Depletion of SEMA3 family expression leads to accumulation of neutrophils in subarachnoid space (SAS) where neutrophil-released factors could influence brain function. **b)** Microarray analysis of SEMA3 family members in bulk meningeal tissue. *Sema3b* expression was reduced in CSD mice compared to HC (LFC = -0.30, \*unadjusted  $P = 0.050$ ), which may permit neutrophil entry into the SAS ( $n = 7$  per group). Communication between meningeal neutrophils and brain-resident cells may occur via direct cell–cell contact or through the secretion of bioactive molecules that influence neural, endothelial, or glial function. Notably, CSD meningeal neutrophils exhibited broad upregulation of secreted factors with potential neuroimmune activity, including *Lgals3* (Galectin-3), the neuroprotective factor *Sipi*, the alarmins *S100a8/S100a9*, and *Lcn2*. ABC = arachnoid barrier cell, CSD = chronic social defeat, DBC = dural border cell, HC = home cage. Schematic created in BioRender. Kigar, S. (2025) <https://BioRender.com/b28h656>

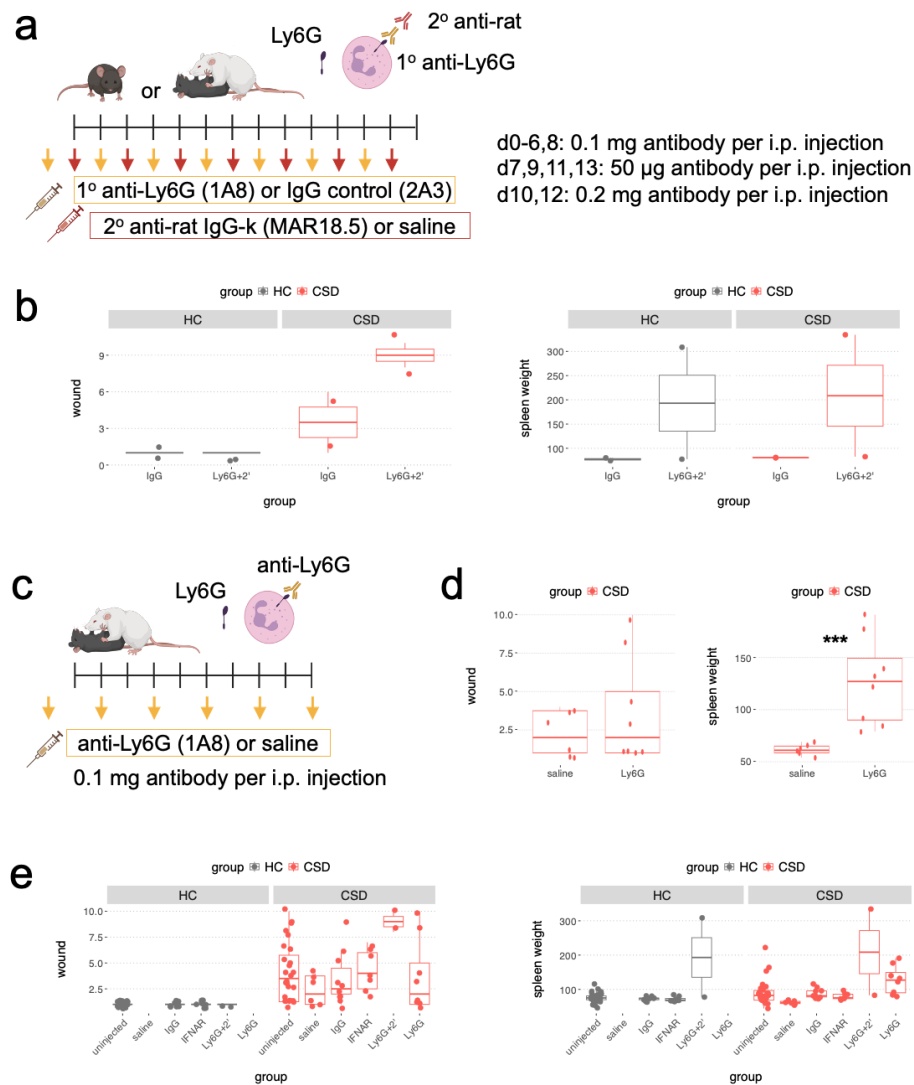

**Figure S26:** Systemic neutrophil depletion is poorly compatible with CSD stress. **a)** Neutrophil depletion paradigm illustrating schedule of anti-Ly6G and secondary anti-rat injections, based on previously published methods<sup>28</sup>. The 4 experimental groups were HC+IgG (control), HC+Ly6G, CSD+IgG (control) and CSD+Ly6G (n = 2 per group). **b)** Wound scores and spleen weights for mice used in **(a)**. Massive splenomegaly present in some animals, combined with informal observations that ear punches to track individuals did not heal properly—and on the contrary, expanded—and the concerning appearance of wound injuries in CSD mice led to early termination of the study. **c)** Modified neutrophil depletion paradigm illustrating reduced number of defeat encounters. All mice were exposed to defeat; saline injected mice served as a control (n<sub>saline</sub> = 6, n<sub>Ly6G</sub> = 8). **d)** Wound scores and spleen weights for mice used in **(c)**. There was no difference in wound severity with the modified paradigm, however splenomegaly was significantly increased in Ly6G-treated mice compared to saline (Welch's t-test:  $^{**}p = 0.0028$ ,  $t = -4.4$ ,  $df = 7.3$ ). **e)** Wound scores and spleen weights for both Ly6G studies—Ly6G+2' **(a)** or Ly6G alone **(c)**—are shown in comparison to mice in other studies shown throughout the manuscript. Data points represent individual mice. HC=home cage, CSD=chronic social defeat stress, IFNAR = interferon- $\alpha/\beta$  receptor, Source data are provided as a Supplemental Source Data file. Schematics created in BioRender. Kigar, S. (2025) <https://BioRender.com/rvrmmii4>.

**Supplemental References:**

1. Lynall, M.-E. et al. B-cells are abnormal in psychosocial stress and regulate meningeal myeloid cell activation. *Brain. Behav. Immun.* **97**, 226–238 (2021).
2. Burns, A. R. et al. P-selectin mediates neutrophil adhesion to endothelial cell borders. *J. Leukoc. Biol.* **65**, 299–306 (1999).
3. Hodes, G. E. et al. Sex Differences in Nucleus Accumbens Transcriptome Profiles Associated with Susceptibility versus Resilience to Subchronic Variable Stress. *J. Neurosci.* **35**, 16362–16376 (2015).
4. Menard, C. et al. Social stress induces neurovascular pathology promoting depression. *Nat. Neurosci.* **20**, 1752–1760 (2017).
5. Dion-Albert, L. et al. Vascular and blood-brain barrier-related changes underlie stress responses and resilience in female mice and depression in human tissue. *Nat. Commun.* **13**, 164 (2022).
6. Stadtmann, A. & Zarbock, A. CXCR2: From Bench to Bedside. *Front. Immunol.* **3**, (2012).
7. Evrard, M. et al. Developmental Analysis of Bone Marrow Neutrophils Reveals Populations Specialized in Expansion, Trafficking, and Effector Functions. *Immunity* **48**, 364-379.e8 (2018).
8. Herisson, F. et al. Direct vascular channels connect skull bone marrow and the brain surface enabling myeloid cell migration. *Nat. Neurosci.* **21**, 14 (2018).
9. Cugurra, A. et al. Skull and vertebral bone marrow are myeloid cell reservoirs for the meninges and CNS parenchyma. *Science* eabf7844 (2021) doi:10.1126/science.abf7844.
10. Kolabas, Z. I. et al. Distinct molecular profiles of skull bone marrow in health and neurological disorders. *Cell* **186**, 3706-3725.e29 (2023).
11. Smyth, L. C. D. et al. Identification of direct connections between the dura and the brain. *Nature* **627**, 165–173 (2024).

- 822 12. Xie, X. et al. Single-cell transcriptome profiling reveals neutrophil heterogeneity in  
823 homeostasis and infection. *Nat. Immunol.* **21**, 1119–1133 (2020).
- 824 13. Grieshaber-Bouyer, R. et al. The neutrotime transcriptional signature defines a single  
825 continuum of neutrophils across biological compartments. *Nat. Commun.* **12**, 2856 (2021).
- 826 14. Goley, E. D. & Welch, M. D. The ARP2/3 complex: an actin nucleator comes of age. *Nat.*  
827 *Rev. Mol. Cell Biol.* **7**, 713–726 (2006).
- 828 15. Sun, C. X., Magalhães, M. A. O. & Glogauer, M. Rac1 and Rac2 differentially regulate actin  
829 free barbed end formation downstream of the fMLP receptor. *J. Cell Biol.* **179**, 239–245  
830 (2007).
- 831 16. Scheller, I. et al. Thymosin  $\beta$ 4 is essential for thrombus formation by controlling the G-  
832 actin/F-actin equilibrium in platelets. *Haematologica* **107**, 2846–2858 (2021).
- 833 17. Iwata, M. et al. Psychological Stress Activates the Inflammasome via Release of Adenosine  
834 Triphosphate and Stimulation of the Purinergic Type 2X7 Receptor. *Biol. Psychiatry* **80**, 12–  
835 22 (2016).
- 836 18. Martin, P. et al. Mouse neutrophils express the decoy type 2 interleukin-1 receptor (IL-1R2)  
837 constitutively and in acute inflammatory conditions. *J. Leukoc. Biol.* **94**, 791–802 (2013).
- 838 19. Kwok, A. J. et al. Neutrophils and emergency granulopoiesis drive immune suppression and  
839 an extreme response endotype during sepsis. *Nat. Immunol.* **24**, 767–779 (2023).
- 840 20. Liles, W. C., Kiener, P. A., Ledbetter, J. A., Aruffo, A. & Klebanoff, S. J. Differential  
841 expression of Fas (CD95) and Fas ligand on normal human phagocytes: implications for the  
842 regulation of apoptosis in neutrophils. *J. Exp. Med.* **184**, 429–440 (1996).
- 843 21. Steinhäuser, M. L. et al. Chemokine C10 Promotes Disease Resolution and Survival in an  
844 Experimental Model of Bacterial Sepsis. *INFECT IMMUN* **68**, (2000).
- 845 22. Martinelli, S. et al. Induction of Genes Mediating Interferon-dependent Extracellular Trap  
846 Formation during Neutrophil Differentiation. *J. Biol. Chem.* **279**, 44123–44132 (2004).

23. Kerfoot, S. M. et al. Exclusive Neutrophil Recruitment with Oncostatin M in a Human System. *Am. J. Pathol.* **159**, 1531–1539 (2001).
24. Cross, A., Edwards, S. W., Bucknall, R. C. & Moots, R. J. Secretion of oncostatin M by neutrophils in rheumatoid arthritis. *Arthritis Rheum.* **50**, 1430–1436 (2004).
25. Heidt, T. et al. Chronic variable stress activates hematopoietic stem cells. *Nat. Med.* **20**, 754–758 (2014).
26. Nguyen, G. T., Green, E. R. & Mecsas, J. Neutrophils to the ROScue: Mechanisms of NADPH Oxidase Activation and Bacterial Resistance. *Front. Cell. Infect. Microbiol.* **7**, 373 (2017).
27. Lichtman, M. A. & Weed, R. I. Alteration of the Cell Periphery During Granulocyte Maturation: Relationship to Cell Function. *Blood* **39**, 301–316 (1972).
28. Faget, J. et al. Efficient and specific Ly6G<sup>+</sup> cell depletion: A change in the current practices toward more relevant functional analyses of neutrophils. Preprint at <https://doi.org/10.1101/498881> (2018).

# Supplementary material for: Chronic social defeat stress induces meningeal neutrophilia via type I interferon signaling in male mice
**Source:** Nat Commun. 2025 Sep 1;16:8153. doi: 10.1038/s41467-025-62840-5
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Single cell sequencing data generated in this study have been deposited in the GEO database under accession code GSE301684 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE301684>]. Publicly available single cell sequencing data analyzed in this study are available online under accession codes GSE192616 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192616>] and GSE109467 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE109467>]. Microarray data analyzed in this study have been deposited in the GEO database under accession code GSE275966 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275966>]. Other data generated in this study are provided in the Source Data and Supplementary Source Data files provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Blinding

and CSD animals have different cage types. Thus, behavioral data are analyzed by TopScan animal-tracking software program to eliminate bias. At dissection, at least two people were present so that the person dissecting was handed a mouse and did not know what group the mouse came from. Mice were given a random ID number from that point forward so that all subsequent data analysis steps were conducted while blinded.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

### Antibodies used

multiple lots were used for all antibodies.

flow:

B220-BV711 RA3-6B2 Biolegend 103255 - 1.5 µL/rx  
 CD11b-APC/Fire750 M1/70 Biolegend 101262 - 2 µL/rx  
 CD11b-BUV737 M1/70 BD Biosciences 612800 - 2 µL/rx  
 CD11b-PE/Cy7 M1/70 Biolegend 101216 - 2 µL/rx  
 CD11b-PerCP/Cy5.5 M1/70 Biolegend 101228 - 2 µL/rx  
 CD11c-PE/Cy7 N418 Biolegend 117318 - 1.5 µL/rx  
 CD11c-PE/Dazzle594 N418 Biolegend 117348 - 1.5 µL/rx  
 CD19-BV711 6D5 Biolegend 115555 - 1.5 µL/rx  
 CD19-PE/Cy7 6D5 Biolegend 115520 - 1.5 µL/rx  
 CD206-BV650 C068C2 Biolegend 141723 - 2 µL/rx  
 CD3-AF488 17A2 Biolegend 100210 - 2 µL/rx  
 CD3-BV421 17A2 Biolegend 100228 - 2 µL/rx  
 CD3-PE 17A2 Biolegend 100206 - 2 µL/rx  
 CD3-PerCP/Cy5.5 17A2 Biolegend 100218 - 2 µL/rx  
 CD31-PE 390 Biolegend 102407 - 4 µL/rx  
 CD31-PE/Dazzle594 390 Biolegend 102430 - 4 µL/rx  
 CD4-BUV395 GK1.5 BD Biosciences 563790 - 1.5 µL/rx  
 CD4-BV421 RM4-5 Biolegend 100544 - 1.5 µL/rx  
 CD4-BV711 RM4-5 Biolegend 100550 - 1.5 µL/rx  
 CD44-APC IM7 Biolegend 103012 - 1.5 µL/rx  
 CD44-BV785 IM7 Biolegend 103059 - 1.5 µL/rx  
 CD44-PE IM7 Biolegend 103008 - 1.5 µL/rx  
 CD45-AF647 30-F11 Biolegend 103124 - 1.5 µL/rx  
 CD45-BUV395 30-F11 BD Biosciences 564279 1.5 µL/rx or 8µL if injected  
 CD45-BV421 30-F11 Biolegend 103134 - 1.5 µL/rx  
 CD45-FITC 30-F11 Biolegend 103108 - 1.5 µL/rx or 8µL if injected  
 CD62L-APC MEL-14 Biolegend 104412 1.5 µL/rx  
 CD62L-BUV737 MEL-14 BD Biosciences 565213 1.5 µL/rx  
 CD8-BV421 53-6.7 Biolegend 100738 - 1.5 µL/rx  
 CD8-BV510 53-6.7 Biolegend 100751 - 1.5 µL/rx  
 CD8-PE/Cy7 53-6.7 Biolegend 100722 - 1.5 µL/rx  
 CXCR2-APC SA044G4 Biolegend 149311 - 1 µL/rx  
 CXCR4-BV421 2B11 BD Biosciences 562738 - 1 µL/rx  
 ICAM-PE/Cy7 YN1/1.7.4 Biolegend 116121 - 1 µL/rx  
 IFNAR1-PE MAR1-5A3 Biolegend 127312 - 5 µL/rx  
 Ly6C-BV650 HK1.4 Biolegend 128049 - 1 µL/rx  
 Ly6C-BV785 HK1.4 Biolegend 128041 - 1 µL/rx  
 Ly6C-PerCP/Cy5.5 HK1.4 Biolegend 128011 - 1 µL/rx  
 Ly6G-AF647 1A8 Biolegend 127610 - 1 µL/rx  
 Ly6G-APC 1A8 Biolegend 127614 - 1 µL/rx  
 Ly6G-BV510 1A8 Biolegend 127633 - 1 µL/rx  
 Ly6G-BV605 1A8 Biolegend 127639 - 1 µL/rx  
 Ly6G-PE/Cy7 1A8 Biolegend 127617 - 1 µL/rx

MHCI-BUV496 28-8-6 BD Biosciences 750133 - 1 µL/rx  
 MHCI-AF700 M5/114.15.2 ThermoFisher 56-5321-82 - 0.5 µL/rx  
 VCAM-APC 429 (MVCAM.A) Biolegend 105717 - 4 µL/rx

immunohistochemistry  
 chicken anti-GFP Abcam 13970 - 1:1000 dilution  
 Chicken IgY-Alexa Fluor 488 Abcam 150169 - 1:500 dilution  
 mouse p-Selectin Biolegend 148301 - 1:1000 dilution  
 Alexa Fluor 555 anti-mouse Invitrogen A-31570 - 1:500 dilution

In vivo injection  
 Mouse anti-mouse IFNAR MAR1-5A3 Bio X Cell BE0241 - 1mg or 0.5mg  
 Mouse IgG MOPC-21 Bio X Cell BE0083 - 1mg or 0.5mg  
 Rat anti-mouse Ly6G 1A8 Bio X Cell BE0075 - 0.2mg or 0.1mg  
 Rat anti-mouse IgG-κ MAR18.5 Bio X Cell BE0122 - 50µg or 0.1mg  
 Rat IgG 2A3 Bio X Cell BE0089 - 0.2mg or 0.1mg

#### Validation

All cell lineage flow cytometry antibodies were used as recommended by experts at NINDS and NCI; control mouse pilot experiments in blood showed relative cell percentages consistent with reported values (<https://www.bio-rad-antibodies.com/static/2017/flow/flow-cytometry-cell-frequency.pdf>). Activation markers (CXCR2, CXCR4, IFNAR, CD31, ICAM1, MHCI, MHCII, VCAM) for flow were verified with fluorescence-minus one (FMO) controls. FMO data for CXCR2, CXCR4, and IFNAR are shown in supplemental figures. Secondary-only pilot studies were performed on fixed brain sections to assess background staining.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Strains used were either C57BL/6J male mice purchased from Jackson Labs (Bar Harbor, ME) or male LysM+/gfp offspring from C57BL/6J mice bred in our facility with LysMgfp/gfp mice. LysMgfp/gfp breeder mice were a gift from Dorian McGavern (NINDS). Mice were between 8-10 weeks at the onset of an experiment.

#### Wild animals

the study did not involve wild animals

#### Reporting on sex

How the deposited data were processed for this re-analysis (not part of the article)

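The re-analysis covers the droplet sequencing of meningeal cells, in 3 libraries that are pools of 4 mice each: HC replicate 1 and HC replicate 2, from 8 unstressed mice, and CSD replicate 1, from 4 mice after 14 days of defeat. Flow cytometry, imaging, behaviour, plasma and tissue measurements, and the public neutrophil datasets, were not analysed here. The authors sorted live nucleated singlets, captured them on 1 chip and counted UMIs with Cell Ranger. The counts are whole numbers for 27998 genes and every barcode, with no cells called, no genes removed and no normalization. More than 1 gene shares each of 56 symbols. The genome build and annotation are not given in the sources used here. Libraries were told apart by the number at the end of each barcode, taken to be the number in the sample labels.

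Cells were called with a reimplementation of emptyDrops. The ambient profile came from barcodes of at most 100 UMIs, the test was a Dirichlet-multinomial Monte Carlo test at a false discovery rate of 0.001, and barcodes above the knee were kept. Cells with 174 to 4548 genes and a mitochondrial share under 8.3% were kept, the limits that the paper gives. Doublets were marked by Scrublet through scanpy in each library at its automatic threshold, or as the top 5.1% of scores where that threshold marked under 0.5% or over 15% of cells. Size factors came from scran's deconvolution, and genes with biological variation above 0 were kept. Genes that the paper reports as changed were left out of clustering. A mutual-nearest-neighbour correction written after fastMNN was applied on 50 components, followed by Leiden clustering at resolution 1. Clusters were named by the highest mean score among lists of canonical genes. Subclusters of the neutrophil-like clusters came from the lowest Leiden resolution that gave 6, and were ordered by graph distance from the preneutrophil-like cells.

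UMIs were summed per library and cell type and tested with edgeR (glmQLFit and glmQLFTest, TMM normalization, two-sided), on genes seen in more than 15% of the cells, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 2 HC libraries gave the spread, with 1 residual degree of freedom, and the lone CSD library was assumed to vary like them. The difference between cell types was tested as an interaction on 6 sums with library as a block. Shares of cells carry exact Clopper-Pearson 95% intervals, which cover counting error only. Medians of gene lists were set against 10000 random lists of equal size, each gene drawn from the 100 nearest in expression. The lists are of type I interferon-stimulated genes, actin polymerization, the actin genes named in the legend of Fig. S16, redox genes, MHCII genes, macrophage genes, primary, secondary and tertiary granule genes, and ribosomal protein genes. Only 2 primary granule genes passed the filter on the share of cells in the neutrophil-like clusters, too few for a median: *Cd63* at -0.02 and *Elane* at -0.59 (adjusted p of 0.973 and 0.598 by edgeR). Without the filter the median log2 fold change of 5 was -0.02. Free RNA was estimated from 6 of 10 B cell genes, the others being absent from the files by that symbol. Shares of cells with a UMI were compared after thinning every cell to 500 UMIs, which left out 13, 2 and 18 neutrophil-like cells of the 3 libraries. In simulated data with 200 genes changed, edgeR recovered 95% of them in the neutrophil-like clusters, 70% in monocyte-like cells and 61.5% in the interaction, and DESeq2 79.5%, 29.5% and 22.5%. The simulated changes were 1 or 2 in size on the log2 scale, and all libraries had the same spread. These percentages therefore do not hold for smaller changes or for differences between pools. Of the 201 genes edgeR called in the neutrophil-like clusters 11 were unchanged, and of 152 in monocyte-like cells 12.

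Total depth was 9891861, 8814690 and 10206236 UMIs, of which 8732124, 4987738 and 8956017 lay in cells. The neutrophil-like clusters held 1865869, 1185331 and 3169513 UMIs. Monocyte-like cells held 490838, 432986 and 597090.

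Genes named one by one are genes that the paper's text or legends, or the labels of Fig. 6d, name for a change with stress in neutrophils or monocytes, and the 5 largest rises and 5 largest falls among genes past the threshold in the neutrophil-like clusters with CSD beyond both HC libraries. That made 40 genes in the neutrophil-like clusters. *Lgals3*, *S100a8* and *S100a9*, from the legend of Fig. S25, were added after seeing the data, and *Sipi* in that legend is not a symbol in the files. Values read from the paper's figures for its own genes were seen beforehand. The alternatives were every barcode with at least 500 UMIs as a cell, no removal of doublets, the top 5.1% of Scrublet scores removed in each library, a mitochondrial limit of 5%, no mutual-nearest-neighbour correction, Leiden resolution 2, DESeq2, no filter on the share of cells, subtraction of the empty-droplet profile, leaving out genes changed in empty droplets, thinning to 500 UMIs, adding preneutrophil-like cells, equal weight per subcluster, mean log2 normalized count per cell, 5 subclusters, keeping the named genes in the subclustering, leaving out cluster 2, and leaving out each HC library. Those for the proliferation genes, and leaving out cluster 2, were chosen after seeing the data. The cell cycle phases, the pseudotime, the gene set enrichment analysis and the projection on public datasets were not repeated here, the last 2 because their gene sets and data were not at hand.

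Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, scikit-learn 1.9.0, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, scran 1.30.0, scuttle 1.12.0 and limma 3.58.1.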

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

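The tests of explanations for the difference between cell types in *Ifitm2* and *Ifitm3*, those of free RNA for *Ifitm1*, *Lrg1* and *Hbb-bt*, and the alternative without cluster 2 were chosen after the result was seen.

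The change of *Ifitm2* and *Ifitm3* with stress differed between the neutrophil-like clusters and monocyte-like cells, by 0.72 and 0.70 on the log2 scale in a test of the difference itself. A higher baseline in monocyte-like cells would give an equal rise in CPM a smaller log2 change. The tables argue against it as the whole cause. *Ifitm2* rose in monocyte-like cells by 173 CPM against 468 in the neutrophil-like clusters, or 36.99% as much. *Ifitm3* fell there by 405 CPM against a rise of 555, or -72.88% of it. Free RNA from other cells is argued against by the mean difference of 0.90 after the empty-droplet profile was subtracted, and a difference in depth by the mean of 0.80 after thinning to 500 UMIs. Neither of those settings left *Ifitm2* past the threshold, with adjusted p of 0.557 and 0.754 by edgeR in a range of 3.2e-08 to 0.999 over the alternatives. *Ifitm3* was past it after thinning (adjusted p = 0.0082) and not with the profile subtracted (adjusted p = 0.262), in a range of 2.6e-07 to 0.427. Reads shared between the paralogs were not tested. What is particular to the lone CSD pool also stays open. A response to stress that differs between the cell types is a hypothesis that these libraries leave open as well.

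*Ifitm1*, whose change with stress the paper does not report, rose in the neutrophil-like clusters by 2.29 on the log2 scale (adjusted p = 1.2e-06 by edgeR), above both HC libraries. Its range of adjusted p over the alternatives was 3.1e-33 to 0.568, and 3 of them lost the call: subtraction of the empty-droplet profile, removal of the top 5.1% of Scrublet scores and adding preneutrophil-like cells. Free RNA as the whole cause is argued against by the rise in T- and NK-like cells, which was 12.15% of that in the neutrophil-like clusters in CPM. It is 1 of the 4 genes that differed in empty droplets, at 2.26. It also rose in each of the 18 cell types, among them preneutrophil-like (2.35), monocyte-like (1.76) and NK-like cells (1.31), so free RNA may add a part. A difference of the whole CSD library in this gene, reads shared with its paralogs, which were not tested, and an effect of stress remain open.

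*Lrg1*, another gene outside those the paper discusses, rose by 1.34 on the log2 scale (standard error 0.20, adjusted p = 1.3e-04 by edgeR), above both HC libraries. Over the alternatives the adjusted p lay between 6.1e-15 and 0.425, and the same 3 as for *Ifitm1* lost the call. The rise in T- and NK-like cells was 15.41% of that in the neutrophil-like clusters, which argues against free RNA as the whole cause. A difference between pools and an effect of stress both stay open.

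*Hbb-bt*, a hemoglobin gene that neutrophils do not make, rose by 1.17 on the log2 scale (standard error 0.24, adjusted p = 0.0032 by edgeR), above both HC libraries. In T- and NK-like cells the rise was 95.03% as large, from 235 and 454 CPM in HC to 713 in CSD, against 244, 437 and 728 in the neutrophil-like clusters. The rise is consistent with free RNA from erythroid cells, which were 10, 11 and 41 of the cells called in the 3 libraries. With the empty-droplet profile subtracted the log2 fold change was -9.08 (adjusted p = 0.830 by edgeR, in a range of 1.3e-10 to 0.830). Why the CSD library held more hemoglobin RNA was not tested.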

How the results depend on the processing

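The alternatives were chosen before the data were examined, except those for the proliferation genes and for *Lgals3*, *S100a8* and *S100a9*, and the one without cluster 2, which were chosen after the result was seen. No paired analysis was possible because each library is a separate pool of mice and the labels pair none of them.

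The share of cells in the neutrophil-like clusters was higher in CSD by 19.04 points, and by 16.8 to 20.0 points under the other 6 settings for cells and clusters. It was 15.2 with cluster 2 left out, from 23.8% and 17.7% in HC to 36.0% in CSD, and 16.7 to 21.4 without 1 HC library. The difference of the proliferation genes, 11.7 CPM, was 11.6 to 14.0 under the same 6 settings and 20.3 with cluster 2 left out, and became 5.45 without HC replicate 1 and 18.0 without HC replicate 2. The distance between CSD and HC in subcluster shares was 7.19 points, 6.43 to 9.71 under most alternatives and 79.7 without mutual-nearest-neighbour correction, the cause of which was not tested. Against 1 HC library alone it was 11.7 to 16.6 points, less than the 20.0 points between the HC libraries. With every barcode of at least 500 UMIs the HC libraries differed by 5.81 points, less than the 6.43 between CSD and HC. There CSD differed by 9.07 points from HC replicate 1 alone and by 4.94 from HC replicate 2 alone. The spread between the HC libraries thus depends on the cell call, and whether CSD differs beyond it is not settled. Small distances under the correction cannot settle it, because the correction aligns the lone CSD library to HC.

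The number of genes past the threshold moved with nearly every setting. In the neutrophil-like clusters it was 35, and 22 with every barcode of at least 500 UMIs, 61 without doublet removal, 1 with the top 5.1% of Scrublet scores removed, 10 with a mitochondrial limit of 5%, 10 without mutual-nearest-neighbour correction and 63 at Leiden resolution 2. It was 14 with DESeq2, 184 with no filter on the share of cells, 5 with the empty-droplet profile subtracted, 1 with preneutrophil-like cells added and 4 with equal weight per subcluster. Thinning gave 27. Leaving out genes changed in empty droplets took only *Ifitm1* from the test and gave 35. Of the 35 genes those called again were 22, 35, 1, 10, 10, 35, 14, 31, 4, 1, 4, 25 and 34 in that order. With cluster 2 left out 4 genes were past it, all among the 35: *Wfdc17*, *Mgp*, *Ifitm1* and *Lrg1*. In monocyte-like cells the count was 9, and 1 with every barcode of at least 500 UMIs, 43 without doublet removal, 33 with the top 5.1% of scores removed, 52 without mutual-nearest-neighbour correction and 1 at Leiden resolution 2. It was 3 with DESeq2, 17 with no filter, 28 with the profile subtracted, 3 after thinning and 11 without the genes changed in empty droplets. With a mitochondrial limit of 5% edgeR called 0 genes, with 255 at an unadjusted p under 0.05 and 3 by DESeq2 at the main limit. Low counts in the neutrophil-like clusters mostly went with few prior degrees of freedom in edgeR, which were 20.6, 5.80 without mutual-nearest-neighbour correction, 5.44 with cluster 2 left out and 3.30 with the top 5.1% of scores removed, and which had no finite value without doublet removal, at Leiden resolution 2 and after thinning. The cause was not tested further.

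Of the 40 named genes 15 were past the threshold in the neutrophil-like clusters. All kept their direction under each alternative that gave a value, except *Hbb-bt* with the empty-droplet profile subtracted (-9.08, adjusted p = 0.830 by edgeR, in a range of 1.3e-10 to 0.830) and *Rps29*, which is not past the threshold, without HC replicate 1 (0.01). *S100a8*, added later, changed sign with the profile subtracted (-0.0553, standard error 0.26, adjusted p = 0.969 by edgeR, in a range of 0.126 to 1.00) and was -0.07 without HC replicate 2. In monocyte-like cells *H2-Ab1* changed sign with the profile subtracted (0.46, standard error 1.63, adjusted p = 0.996 by edgeR, in a range of 5.6e-08 to 0.996). Of the 15 genes 15 were past the threshold without doublet removal, at Leiden resolution 2 and with no filter, 14 after thinning, 10 with DESeq2, 8 with a mitochondrial limit of 5%, 7 without mutual-nearest-neighbour correction and 4 with equal weight per subcluster. Some were not tested under the rest. There 14 of 14 were past it with genes changed in empty droplets left out, 12 of 14 with every barcode of at least 500 UMIs, 2 of 12 with the profile subtracted, 1 of 14 with preneutrophil-like cells, 4 of 13 with cluster 2 left out and 1 of 13 with the top 5.1% of scores removed. *Mgp* was past it in each setting with a test. *Ifitm2* was not, with cluster 2 left out, although its log2 fold change was larger there, at 1.01 (adjusted p = 0.163 by edgeR, in a range of 2.1e-06 to 0.612). New calls were *Ifitm3*, *Alox5ap*, *Lcn2* and *Arpc1b* with no filter, and *Rps27*, *Rps29* and *Rpl37a* without doublet removal and at Leiden resolution 2. The no-filter calls go with a shift common to such genes, as in *Lcn2* from 0.43 to 0.66 and *Arpc1b* from 0.38 to 0.60. Random lists matched to the actin genes rose there as well. Without HC replicate 1 the log2 fold change of *C1qa* was -0.64 and that of *Apoe* -0.54, against -1.20 and -1.48.

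The difference between cell types in the change with stress kept its direction under every alternative run. For *Ifitm2* it was no longer past the threshold with every barcode of at least 500 UMIs (0.63), without doublet removal (0.71), with the top 5.1% of scores removed (0.80), with DESeq2 (0.76), with the profile subtracted (0.89) and after thinning (0.63). For *Ifitm3* this held without doublet removal (0.71), with the top 5.1% of scores removed (0.73), with DESeq2 (0.73) and with the profile subtracted (0.92). With cluster 2 left out both were past it, at 1.03 and 0.86. The adjusted p by edgeR or DESeq2 ran from 3.2e-08 to 0.999 for *Ifitm2* and from 2.6e-07 to 0.427 for *Ifitm3*. Without 1 HC library the values were 0.64 to 0.84 and 0.70 to 0.73. The cause was not tested.

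The median of the interferon-stimulated genes was 0.26 over 7 genes. It was 0.17 with every barcode of at least 500 UMIs, 0.39 with the top 5.1% of scores removed, 0.39 over 48 genes with no filter, 0.49 with the profile subtracted, 0.15 without the genes changed in empty droplets, which include *Ifitm1*, 0.18 with preneutrophil-like cells, 0.54 over 6 genes with cluster 2 left out and 0.40 with equal weight per subcluster. Without 1 HC library it was 0.28 to 0.64, the higher without HC replicate 1. With so few genes the median rests on 1 or 2 of them. The actin median was 0.14, 0.35 with no filter and 0.13 to 0.17 without 1 HC library. With no filter the medians of random lists matched to the actin genes moved from -0.03 to 0.18, by about as much. In monocyte-like cells no filter moved the median over all genes to -0.13. The redox median was 0.20, 0.10 with the profile subtracted and 0.14 to 0.27 without 1 HC library. The median of the ribosomal protein genes stayed negative under every setting, between -0.52 and -0.16.

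Without 1 HC library 2 libraries are left, so these values carry no test. Adding preneutrophil-like cells and equal weight per subcluster gave no value in monocyte-like cells or for the difference between cell types, and leaving out cluster 2 changes nothing in monocyte-like cells. *Fas* had no adjusted p with DESeq2. Genes whose UMIs were all taken by subtraction, or that fell under the filter, gave no value in that setting. Depth limits the rare genes: *Mki67* and *Top2a* together had 60, 53 and 159 UMIs in the neutrophil-like clusters, and *Ifitm2* in endothelial-like cells rests on 98.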

Differences from the paper's values

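Only the tests of *Lgals3*, *S100a8* and *S100a9* were chosen after the result was seen. The paper's number of highly variable genes is 3599 and the number found here was 7765. The numbers under the alternatives chosen before the data were examined also differ: 7362 with every barcode of at least 500 UMIs, 8087 without doublet removal, 7245 with the top 5.1% of Scrublet scores removed, 7733 with a mitochondrial limit of 5%, and 7765 without mutual-nearest-neighbour correction and at Leiden resolution 2.

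The paper's doublet rates of the 3 libraries are 6.9%, 5.1% and 3.4%. The second and the lowest here were 2.01% and 1.10%. They also differ with every barcode of at least 500 UMIs, at 1.47% and 0.689%, and with a mitochondrial limit of 5%, at 2.16% and 0.624%. The highest rate, 5.09%, was set by rank of score at a share fixed beforehand, so it is no comparison with the paper's. The automatic threshold marked 0.394% of that library. With every barcode of at least 500 UMIs the highest rate of the 3 libraries was 1.81%, in HC replicate 1, which differs from the paper's highest.

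*H2-Aa* in monocytes differed between CSD and HC cells by about -0.9 in mean log2 count in Fig. S20A, read by eye, and by -1.02 here. With cells scaled by library size and not by scran it was -0.92, which does not differ. The paper's test took cells as replicates and the tests here took libraries, which is a limit of the comparison. The value under alternatives chosen before the data were examined does not differ with every barcode of at least 500 UMIs (-0.94), without doublet removal (-0.93), with the top 5.1% of Scrublet scores removed (-0.996) and without HC replicate 1 (-0.93). It differs with a mitochondrial limit of 5% (-1.46), without mutual-nearest-neighbour correction (-1.07), at Leiden resolution 2 (-1.34) and without HC replicate 2 (-1.08).

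The paper, in its text or in Fig. 6d, calls *Ifitm3*, *Cxcr2*, *Fas*, *Ccr1*, *Osm*, *Alox5ap* and *Lcn2* raised in CSD neutrophils, and *Rps27*, *Rps29* and *Rpl37a* lowered. All had the paper's direction here and none was past the threshold, in a test with libraries and not cells as replicates. *Ifitm3*, at 0.51 with an adjusted p of 0.196 by edgeR, was called with no filter on the share of cells (0.73, adjusted p = 0.0021, in a range of 0.0021 to 1.00). That setting raised other genes by about as much, so the call is not particular to *Ifitm3*. *Alox5ap* (0.80, adjusted p = 3.8e-04, in a range of 3.8e-04 to 1.00) and *Lcn2* (0.66, adjusted p = 6.5e-04, in a range of 6.5e-04 to 1.00) were called with no filter too. Their calls share this shift, *Lcn2* having been at 0.43 with the filter, and *Arpc1b* moved there from 0.38 to 0.60. *Rps27*, *Rps29* and *Rpl37a* were called without doublet removal, with adjusted p of 0.0357, 0.0147 and 0.0422 by edgeR. At Leiden resolution 2 they were called as well, with adjusted p of 0.0172, 0.0091 and 0.0222, and each range went up to 1.00. *Cxcr2*, *Fas*, *Ccr1* and *Osm* were called under no setting run. The paper's legends also call *Prdx5*, *Gpx1*, *Txn1*, *Glrx* and the oxidase genes *Rac2*, *Cyba* and *Ncf4* raised, *Pycard* changed and *Tmsb4x* raised in some subclusters (Fig. S16, S17, S18). All 9 were higher here in the pooled clusters, by 0.19 to 0.46, and none was called under any setting. Fig. S25 calls *Lgals3*, *S100a8* and *S100a9* raised. They were at 0.36, 0.10 and 0.17, with adjusted p of 0.424, 0.779 and 0.561 by edgeR. *S100a9* was called with no filter (0.39, adjusted p = 0.0312, in a range of 0.0312 to 1.00), and the other 2 under no setting. The move of *S100a9* from 0.17 to 0.39 is again about that of the other genes called with no filter. *S100a8* in CSD lay between the HC libraries.

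The paper states that *Ifitm2* and *Ifitm3* are expressed most in neutrophils and monocytes. Here monocyte-like cells were first for *Ifitm3* at 5025 CPM, but the neutrophil-like clusters were at rank 5 of 18 cell types at 1697, after endothelial-, cDC- and border macrophage-like cells. For *Ifitm2* endothelial-like cells came first at 2011, then monocyte-like cells at 1365 and the neutrophil-like clusters at 822. The paper states that actin transcripts fall from less mature to more mature neutrophil subclusters. Per cell they went from 304 UMIs in subcluster 1 to 112 in subcluster 6, in the paper's direction, and in CPM they rose from 54621 to 67334. The paper states that an IFN-I signature is enriched in neutrophils but not in other meningeal cell types. The list of interferon-stimulated genes used here was not tested. It had a median log2 fold change of 0.27 in the neutrophil-like clusters, at 0.61, -0.005, 0.40 and 0.48 in clusters 1, 2, 5 and 6. The median was 0.51 in border macrophage-like, 0.45 in NK-like and 0.34 in cDC-like cells, and below 0 in monocyte-, microglia- and T-like cells. *Ifitm2* and *Ifitm3*, which the list leaves out, rose in the neutrophil-like clusters by 468 and 555 CPM. In T- and NK-like cells they changed by 26.5 and -29.9 CPM. The paper describes subtype shares as roughly equal in HC and CSD. The distance here between CSD and the HC mean was 7.19 points, less than the 20.0 points between the HC libraries. Against HC replicates 1 and 2 alone it was 11.7 and 16.6 points. Without mutual-nearest-neighbour correction the distance to the HC mean was 79.7 points, and 91.2 and 68.2 to each HC library alone. The correction aligns the lone CSD library to HC before shares are counted, so the 7.19 points do not test the paper's description.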

Other observations

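Tests chosen after the result was seen are those of other cell types behind the share, of the spread between HC libraries for the ribosomal protein genes, of *Rps27*, *Rps29* and *Rpl37a*, of free RNA for *Wfdc17*, *Tspo*, *Mgp*, *Trem2*, *Apoe* and *Thbs1*, and of a fixed amount of free RNA per droplet.

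The share of cells in the neutrophil-like clusters was higher in CSD replicate 1 than in both HC libraries. The choice of cell calling as its cause is argued against by the difference of 16.79 points with every barcode of at least 500 UMIs. Leaving out the border macrophage-, cDC-, fibroblast-, endothelial-, olfactory neuron- and erythroid-like cells left a difference of 16.0 points. The shares were then 42.2% and 34.2% in HC and 54.2% in CSD. This argues against a lower yield of the border macrophage-, cDC-, fibroblast- and endothelial-like cells as the whole cause. Olfactory neuron- and erythroid-like cells were not scarcer in CSD. As shares of all cells, microglia-, mature B- and T-like cells were lower in CSD than in both HC libraries, and stayed among the remaining cells. A higher share of neutrophil-like cells lowers the shares of other types by itself, so these lower shares alone do not show a lower yield. Microglia-like cells were 3.40% in CSD against 7.13% and 6.10%. A lower yield of these types was not tested. What is particular to the lone CSD pool, its dissection included, and an effect of stress stay open.

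*H2-Ab1* and *H2-Aa* were lower in CSD in cells that do not make them. The change in T- and NK-like cells was 100.8% of that in the neutrophil-like clusters as the mean of the 2 genes in CPM, while in cDC- and border macrophage-like cells the log2 fold change of *H2-Ab1* was -0.08 and 0.20. Over the MHCII list the median log2 fold change was -1.35 in the neutrophil-like clusters and -1.45 in NK-like cells. It fell less in T-like cells, at -0.66, and in empty droplets, at -0.94. Less free RNA of MHCII cells in the CSD suspension may explain much of both changes, and whether it explains the whole is open. A fall in the neutrophils themselves, below the level of the free RNA, is not excluded by this test. The flow cytometry of the paper was not analysed here. Likewise the macrophage genes, *C1qa* among them, had a median log2 fold change of -1.118 in T-, NK- and mature B-like cells, and in border macrophage-like cells of 0.08. Lower *C1qa* in the neutrophil-like clusters is in line with less free macrophage RNA. Border macrophage-like cells were 4.72% of the CSD library, between the HC libraries at 11.9% and 3.22%, and what lowered the free RNA was not tested.

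Among the other genes named, the change of *Mgp*, *Trem2* and *Apoe* in T- and NK-like cells had a median of 82.53% of that in the neutrophil-like clusters, so free RNA may explain most of it. *Thbs1* at 7.08% and *Wfdc17* at 7.292% are argued not to come from it as the whole cause. For *Tspo* the figure was 43.3%, so free RNA may give a part and the rest stays open. Secondary granule genes rose in monocyte-like cells by a median log2 fold change of 0.49, and in T- and mature B-like cells by 0.4291. That is consistent with free RNA from neutrophils behind the rise in monocyte-like cells.

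For the rise of *Ifitm2* and *Ifitm3* in the neutrophil-like clusters several causes were tested. Free RNA is argued against by the median log2 fold change of the 2 genes of 0.09039 in T-, NK- and mature B-like cells. A shift in maturation is argued against by the mean of 0.6944 with equal weight per subcluster, and a difference in depth by the mean of 0.7451 after thinning to 500 UMIs. The spread between pools cannot be told apart from stress. The 2 HC libraries differed by 0.147 on the log2 scale on average, but the lone CSD library gives no spread of its own. A broad response to type I interferon was tested as a hypothesis. The median of the other interferon-stimulated genes lay at percentile 98.2 of random lists, as such a response would give, yet it rests on 7 genes of which 2 are paralogs of *Ifitm2*. Without these the median was 0.03 over 5 genes, and 0.21 over the 41 genes with at least 20 UMIs, 26 of them higher. The list also rose in border macrophage-, NK- and cDC-like cells, so a response in more than 1 cell type is consistent with these values and was not tested across libraries.

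Ribosomal protein genes were lower in the neutrophil-like clusters, 77 of 78 with a median of -0.37 and none past the threshold by edgeR. A difference in the whole library is argued against by the median of 0.04676 in T-, mature B- and microglia-like cells. The spread between pools cannot be told apart from stress. The HC libraries differed by 0.1423 as the median size over these genes, but the lone CSD library gives no spread of its own. What is particular to the CSD pool and an effect of stress stay open. For *Rps27*, *Rps29* and *Rpl37a* alone the HC libraries differed by a median of -0.9433, more than CSD differed from HC, so the spread between libraries is enough to give their fall. Whether a library-wide difference adds to it cannot be told apart: their median log2 fold change in T- and NK-like cells was -0.3394, which lies between 0 and the fall in the neutrophil-like clusters.

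Each of the 3 libraries was also set against the other 2. In the neutrophil-like clusters 37 genes were past the threshold for HC replicate 1 alone, 12 for HC replicate 2 and 35 for CSD replicate 1, with 87, 56 and 150 at an unadjusted p under 0.05. So 2 of 3 splits gave at least 35 genes, of which 1 is the comparison of interest itself, and by unadjusted p that comparison gave the most. With 3 splits chance cannot be excluded. In monocyte-like cells the counts were 14, 13 and 9.

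A fixed amount of free RNA per droplet would give shallow and deep cells equal numbers of hemoglobin UMIs. Neutrophil-like cells were put in 4 groups by depth. The deepest group held 5.055 times those of the shallowest as the median of the 3 libraries, near the ratio of their depths, 5.14, 3.42 and 4.80. This argues against a fixed amount, and is in line with a share of each cell's UMIs. What sets that share was not tested.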
